# Reprogramming Roadblocks Are System Dependent

**DOI:** 10.1016/j.stemcr.2015.07.007

**Published:** 2015-08-13

**Authors:** Eleni Chantzoura, Stavroula Skylaki, Sergio Menendez, Shin-Il Kim, Anna Johnsson, Sten Linnarsson, Knut Woltjen, Ian Chambers, Keisuke Kaji

## Abstract

Since the first generation of induced pluripotent stem cells (iPSCs), several reprogramming systems have been used to study its molecular mechanisms. However, the system of choice largely affects the reprogramming efficiency, influencing our view on the mechanisms. Here, we demonstrate that reprogramming triggered by less efficient polycistronic reprogramming cassettes not only highlights mesenchymal-to-epithelial transition (MET) as a roadblock but also faces more severe difficulties to attain a pluripotent state even post-MET. In contrast, more efficient cassettes can reprogram both wild-type and *Nanog*^−**/**−^ fibroblasts with comparable efficiencies, routes, and kinetics, unlike the less efficient reprogramming systems. Moreover, we attribute a previously reported variation in the N terminus of KLF4 as a dominant factor underlying these critical differences. Our data establish that some reprogramming roadblocks are system dependent, highlighting the need to pursue mechanistic studies with close attention to the systems to better understand reprogramming.

## Highlights

• Distinct reprogramming cassettes yield different reprogramming intermediates
• MET is not a major rate-limiting step in reprogramming with high KLF4 expression
• A lack of endogenous *Nanog* becomes trivial in efficient reprogramming systems
• Roadblocks toward iPSCs depend on the reprogramming systems

## Introduction

Ever since the first generation of induced pluripotent stem cells (iPSCs) using retroviral vectors for *Oct4*, *Sox2*, *Klf4*, and *c-Myc* (O, S, K, and M, respectively) (Takahashi and Yamanaka, 2006), many researchers have focused on understanding the reprogramming mechanism for a more efficient and rapid generation of iPSCs. To this end, it is essential to understand the molecular roadmaps toward successful reprogramming, to identify bottlenecks, and to develop strategies to overcome these obstacles. Recently, a few detailed reprogramming roadmaps have been described from time course gene expression analyses as well as cell-surface-marker-based reprogramming intermediate subpopulation analyses (Hussein et al., 2014; O’Malley et al., 2013; Polo et al., 2012). In this context, we have reported that monitoring expression changes of CD44, ICAM1, and a *Nanog*-GFP reporter enables the tracking of the successful progression of reprogramming using a 2A-peptide-linked MKOS polycistronic reprogramming cassette (M-K-O-S in this order) (O’Malley et al., 2013). Reprogramming intermediates isolated based on their CD44/ICAM1/*Nanog*-GFP profile demonstrated an increasing probability to reach a pluripotent state concordant with the stage of progression defined by the markers. However, whether the roadmaps change when different reprogramming systems that have distinct reprogramming efficiencies are used has not been addressed yet.

Reduction of heterogeneity during reprogramming is critical for revealing molecular roadmaps and precise mechanistic analysis. In this regard, the use of 2A peptides constituted a significant improvement (Carey et al., 2009; Kaji et al., 2009; Okita et al., 2008; Sommer et al., 2009; Yusa et al., 2009). Polycistronic cassettes carrying all four factors linked with 2A peptides have simplified the reprogramming procedure and established a consistent reprogramming factor stoichiometry. On the other hand, it has also been shown that the use of distinct polycistronic vectors could result in different reprogramming efficiencies (Okita et al., 2008). This suggests that reprogramming with different polycistronic cassettes, which may have distinct stoichiometry and/or expression levels of the Yamanaka factors, could face various degrees and/or kinds of roadblocks during reprogramming.

Reprogramming in the absence of *Nanog* is one example where cells face a significant roadblock and/or deviate from the original route. *Nanog* belongs to the core transcription factors of the pluripotency transcription network and has been shown to be important for maintenance and induction of pluripotency (Chambers et al., 2003; Mitsui et al., 2003; Silva et al., 2009). Recent studies have shown that *Nanog* null mouse embryonic fibroblasts (MEFs) can give rise to iPSCs only in the presence of Vitamin C (VitC) (Schwarz et al., 2014) or with 100-fold less efficiency compared to wild-type (WT) MEFs in the absence of VitC (Carter et al., 2014). Nevertheless, *Nanog* is still largely considered important for iPSC generation, and it has not been addressed yet whether the *Nanog*^−/−^ cells that fail to become iPSCs halt at a certain point of the reprogramming route or divert to a different cell state.

Taking advantage of a cell surface marker profiling system and efficiently reprogrammable MEFs, we investigated reprogramming routes and roadblocks using several polycistronic cassettes and *Nanog*^−/−^ MEFs. We demonstrate that the pattern of cell surface marker changes is different when reprogramming cassettes with distinct reprogramming efficiencies are used. The majority of reprogramming intermediates derived using a less efficient reprogramming cassette is trapped in partially reprogrammed states, concealing the route that the few iPSCs followed. On the contrary, efficient reprogramming cassettes can reprogram even *Nanog*^−/−^ MEFs with efficiency, routes, and kinetics comparable to those of WT MEFs. Therefore, we highlight the necessity to take into consideration the reprogramming system when mechanistic analyses are performed.

## Results

### Polycistronic Cassettes with Distinct Reprogramming Phenotypes

Several polycistronic cassettes carrying the four Yamanaka factors have been used for the generation of iPSCs. We previously performed a detailed analysis of MKOS-induced reprogramming routes using CD44 and ICAM1 cell surface markers in combination with a gene-targeted *Nanog*-GFP reporter (O’Malley et al., 2013). Carey et al. (2011) demonstrated that iPSC lines derived with the OSKM cassette tend to have better chimera contribution when injected into blastocysts than those derived with the STEMCCA (OKSM) cassette in the absence of VitC. Thus, we performed piggyBac (PB)-transposon-mediated reprogramming with the aforementioned MKOS, OSKM, and STEMCCA cassettes to compare their potentials to give rise to iPSC colonies (Figure 1A). We also included the OKMS cassette in our analysis (Kim et al., 2015), generated from the OKS cassette that showed the highest reprogramming efficiency among other polycistronic cassettes containing three reprogramming factors, *Oct4*, *Sox2*, and *Klf4* (Okita et al., 2008). Indeed, the OKMS cassette gave rise to a much larger number of colonies with an embryonic stem cell (ESC)-like morphology when compared to the other constructs (Figure 1B). However, these colonies displayed limited activation of the *Nanog*-GFP reporter, suggesting that cells in most of the colonies were facing significant obstacles in reaching a fully pluripotent state (Figure 1B). The high proportion of *Nanog*-GFP^−^ partially reprogrammed colonies was also observed when the STEMCCA cassette was used, albeit to a lesser extent (Figure 1B). Most of the colonies in both MKOS and OSKM reprogramming, which previously demonstrated similar CD44 and ICAM1 expression changes (O’Malley et al., 2013), had become *Nanog*-GFP^+^ by day 15 (Figure 1B). We decided to focus on the comparison between MKOS and OKMS cassettes, given that they displayed the most striking differences in *Nanog*-GFP activation. Further differences stood out when we analyzed CD44, ICAM1, and *Nanog*-GFP expression changes during PB-mediated reprogramming (Figure 1C). As previously shown (O’Malley et al., 2013), reprogramming with MKOS demonstrated clear stepwise changes in CD44 and ICAM1 expression. In particular, we observed loss of the ICAM1^high^ population (gate 1 in Figure 1C, days 6–10) and downregulation of CD44 (gate 2 in Figure 1C, days 8–10), followed by the regain of ICAM1 expression (gate 3 in Figure 1C, days 8–14) accompanied by *Nanog*-GFP induction. In contrast, OKMS reprogramming displayed a very distinct flow cytometry profile. The majority of cells had already downregulated CD44 by day 6, without any clear change in ICAM1 expression, while some cells remained CD44/ICAM1 double-positive even on day 14 (Figure 1C). Finally, *Nanog*-GFP^+^ cells appeared only in the CD44^low^ICAM1^high^ gate (gate 3 in Figure 1C) where ESCs and fully reprogrammed iPSCs are found, in contrast to MKOS reprogramming in which some cells had gained *Nanog*-GFP expression before reaching gate 3 (day 10 and day 12 in Figure 1C) (O’Malley et al., 2013). These data suggest that reprogramming systems that allow expansion of partially reprogrammed cells demonstrate distinct CD44/ICAM1 expression changes.

### MKOS/OKMS Transgenic MEF Reprogramming System

For a more precise comparison between MKOS and OKMS reprogramming, we generated a transgenic (Tg) MEF reprogramming system using all-in-one gene targeting vectors with doxycycline-inducible reprogramming factors (Figure 2A). In the previously reported reprogrammable MEF/mouse systems, either the *Col1a1* or the *Rosa26* locus was used to insert the OSKM or STEMCCA reprogramming cassette (Carey et al., 2010; Haenebalcke et al., 2013; Stadtfeld et al., 2010). The *Col1a1* systems require reverse tetracycline-controlled transactivator (rtTA) expression from another locus such as the *Rosa26* locus; therefore, two rounds of gene targeting are necessary (Carey et al., 2010; Stadtfeld et al., 2010). When MEFs from the *Rosa26* system carry both the reprogramming and an rtTA cassette at the same locus, transgene induction occurred only in 9% (heterozygous) or 15% (homozygous) of MEFs, indicating that the *Rosa26* locus is not optimal for placement of the doxycycline-inducible transgenes (Haenebalcke et al., 2013). In our system, a vector carrying a doxycycline-inducible MKOS or OKMS reprogramming cassette along with a CAG-promoter (chicken β-actin promoter with cytomegalovirus [CMV] enhancer)-driven rtTA cassette was targeted into the third intron of the *Sp3* gene of the TNG ESC line, which contains a *Nanog*-GFP reporter (Chambers et al., 2007), resulting in TNG MKOS or TNG OKMS ESCs. The *Sp3* locus was identified in an iPSC line with a single integration of the PB MKOS reprogramming transposon, D6s4B5, previously used for efficient secondary reprogramming (O’Malley et al., 2013). TNG MKOS or TNG OKMS ESCs were used to generate chimeric embryos, from which Tg MEFs (TNG MKOS or TNG OKMS MEFs) were prepared. Tg MEFs could be identified by culturing cells in the presence of doxycycline, resulting in the expression of an mOrange reporter linked to the reprogramming cassettes with an *ires* sequence (imO; Figure 2A). Similarly to the PB MKOS reprogramming, almost all the colonies from TNG MKOS MEFs had gained robust *Nanog*-GFP expression by day 12 (Figures 2B–2D). In contrast, TNG OKMS MEFs showed increased proliferation of Tg cells and gave rise to more ESC-like colonies. However, these colonies bore heterogeneous activation of the *Nanog*-GFP reporter (Figures 2B–2E), consistent with the previously observed PB reprogramming phenotype using OKMS cassettes (Figure 1B). Importantly, *Nanog*-GFP^+^ cell lines established from both TNG MKOS and TNG OKMS reprogramming could contribute to live chimeras (Figure 2F), demonstrating that both MKOS and OKMS systems could generate bona fide iPSCs.

### OKMS Reprogramming-Specific Roadblocks

In order to characterize the intermediate subpopulations during MKOS and OKMS reprogramming, we analyzed the expression changes of E-cadherin (E-CAD; also known as CDH1), CD44, ICAM1, and *Nanog*-GFP with flow cytometry (Figures 3A and 3B). E-CAD is a hallmark of mesenchymal-to-epithelial transition (MET) that is an essential step in the early stage of reprogramming from MEFs to iPSCs. Factors that facilitate MET have been reported to enhance reprogramming efficiency (Samavarchi-Tehrani et al., 2010; Li et al., 2010). As we previously reported (O’Malley et al., 2013), ∼90% of cells undergoing MKOS reprogramming were E-CAD^+^ by day 5, indicating that MET is not a major barrier in MKOS reprogramming (Figures 3A and 3B, upper panels). In contrast, during OKMS reprogramming, only about 45% of *Nanog*-GFP^−^/mOrange^+^ cells expressed E-CAD even on day 10, highlighting that the difficulty to go through MET during reprogramming is system dependent (Figures 3A and 3B, bottom panels). Next, we aimed to compare how the pre- and post-MET populations progress toward an iPSC state in MKOS and OKMS reprogramming. For this purpose, we sorted E-CAD^+/−^*Nanog*-GFP^−^ reprogramming intermediates from the CD44^low^ICAM1^low^ (2NG^−^) and CD44^low^ICAM1^high^ (3NG^−^) gates on day 10 (Figure S1A) and plated them in reprogramming conditions. E-CAD^−^ populations, which were abundant only in OKMS reprogramming, had gained neither E-CAD nor *Nanog*-GFP expression 24 hr after sorting (Figure 3C). Both MKOS and OKMS E-CAD^+^ 2NG^−^ cells progressed to the 3NG^−^ gate in a similar manner. However, OKMS 3NG^−^ cells produced only 2.5% *Nanog*-GFP^+^ cells 24 hr after sorting, whereas their MKOS counterparts yielded 21.9% *Nanog*-GFP^+^ cells (Figure 3C). Even 72 hr after sorting, only 14% *Nanog*-GFP^+^ cells were observed from the OKMS E-CAD^+^ 3NG^−^ population (Figure S1B). Accordingly, pre- or post-MET 2NG^−^ and 3NG^−^ cells sorted from OKMS reprogramming hardly formed any iPSC colonies when seeded at clonal density and cultured for a further 10 days in reprogramming conditions (Figure 3D). On the other hand, their MKOS counterparts demonstrated increasing colony formation ability (CFA) from the 2NG^−^ to the 3NG^−^ stage (Figure 3D) (O’Malley et al., 2013). Similarly, OKMS intermediates sorted on day 8 of reprogramming had reduced CFA, indicating that the majority of them had lower potential to form iPSCs, regardless of the timing of the analysis (Figure S1C). However, even in OKMS reprogramming, *Nanog*-GFP^+^ cells from the CD44^low^ICAM1^high^ gate (3NG^+^ cells) had increased CFA, reaching about 60% of the MKOS 3NG^+^ cells (Figure 3D). These data indicate that intermediate populations from MKOS and OKMS reprogramming, even with the same E-CAD, CD44, and ICAM1 expression patterns, had very distinct probabilities to progress toward iPSCs before gaining *Nanog*-GFP expression. It is likely that the majority of OKMS intermediates face more severe challenges than MKOS intermediates, and only very few cells can reach a pluripotent state.

### RNA-Sequencing Analysis of MKOS/OKMS Reprogramming Intermediates

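RNA from cells sorted during MKOS and OKMS reprogramming, and from MEFs, iPSCs, and ESCs, was sequenced as 48 libraries from 20 conditions. MKOS and OKMS are polycistronic cassettes that express Myc, Klf4, Oct4, and Sox2 from a single doxycycline-inducible transcript, in the order that their names give, and TNG cells carry GFP in the *Nanog* locus. The sorted populations were E-CAD+ 2NG-, 3NG-, and 3NG+ cells from both cassettes and E-CAD- 2NG- and 3NG- cells from OKMS reprogramming, where 2 denotes the CD44 lowICAM1 low gate, 3 the CD44 lowICAM1 high gate, and NG- or NG+ the absence or presence of *Nanog*-GFP. Each sorted population had 3 libraries. The other conditions had 2 libraries each and were WT, MKOS, and OKMS MEFs, E14, TNG, TNG MKOS, and TNG OKMS ESCs, MKOS and OKMS iPSCs kept either without doxycycline or in 2i medium, and the iPSC line D6 (D6s4B5), which carries a single *piggyBac* MKOS integration. The paper gives day 10 as the day of sorting, whereas the culture protocol in the sample labels gives 10 or 15 days. The single-cell tagged reverse transcription (STRT) method reads the 5′ end of each transcript, so the number of reads does not scale with transcript length. The authors controlled read quality, aligned the reads, and deposited the number of reads per transcript, per repeat type, and per spike-in RNA, without normalization. The table holds 337568013 reads on 24264 transcripts, of which 19768 had at least 1 read, and 73.9% of these reads had a unique position in the genome. Reads with several positions were assigned to the most 5′ exonic position, so that transcripts with a close copy elsewhere are uncertain. Reads on transcripts ranged from 1429717 to 14174725 per library, with a median of 6243255. The median was 7380254 for the 9 sorted MKOS libraries (from 4754632 to 9802465) and 5270817 for the 15 sorted OKMS libraries (from 1429717 to 14174725). It was 7104314 for the 6 MEF libraries (from 4513943), 5656836 for the 10 iPSC libraries (from 4546060), and 8608238 for the 8 ESC libraries (from 5965409). At these depths the smallest level that 3 reads can show lay between 0.212 and 2.10 CPM (reads of a transcript scaled by the reads on all transcripts of its library), a floor that covers counting error only, since no molecular identifiers are named and PCR copies of a molecule are counted separately.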

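Table S1 of the paper lists expression values of 39 genes in 14 populations. Each of these values equals the average CPM of a subset of the libraries to within a relative difference of 6.4e-06, and for each population the next-closest subset differs by at least 0.268 in at least 1 gene. The subset leaves out 7 libraries, namely replicate 3 of MKOS E-CAD+ 2NG- (7380254 reads on transcripts) and 3NG- (8755166 reads), replicate 3 of OKMS E-CAD+ 2NG- (14174725 reads) and 3NG- (4247638 reads), replicate 3 of OKMS E-CAD- 2NG- (6133070 reads) and 3NG- (3673389 reads), and replicate 2 of OKMS 3NG+ (1429717 reads). For iPSCs it holds the libraries without doxycycline and not those in 2i medium. The paper gives no reason for leaving these libraries out and does not state whether its other analyses used them, so values are given first over the 41 libraries that remain, here called the Table S1 libraries, and then over all libraries. Of the 41, the averages of 29 equal the values of Table S1, and the other 12 are of conditions that are not in the table or, for 2i medium, do not match it. Genes were compared between conditions with edgeR's quasi-likelihood test on the counts, with TMM normalization, 1 coefficient for each of the 20 conditions, and Benjamini-Hochberg adjustment. Low-count genes were removed with edgeR's default filter, which left 15432 genes over the Table S1 libraries and 15630 over all libraries. Sorted libraries with the same replicate number deviated slightly together from the averages of their populations, with a mean correlation of 0.114 over 84 pairs. The mean of -0.0567 over 168 pairs with different numbers is no separate evidence, since deviations from the average of 3 libraries sum to 0. Because of the correlation, each comparison was also fitted over all libraries with the replicate number as a block.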

To further characterize the 2NG^−^ and 3NG^−^ intermediate populations in MKOS/OKMS reprogramming, we performed RNA-sequencing analysis including WT/MKOS/OKMS MEFs, 3NG^+^ cells, and doxycycline-independent iPSCs from MKOS/OKMS reprogramming, as well as WT, TNG, and TNG MKOS/OKMS ESCs. 

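Replicate averages of variance-stabilized counts were clustered over all 19768 genes with at least 1 read, with 1 minus Pearson's *r* as the distance and average linkage. The tree of 17 conditions, with D6 and the iPSCs in 2i medium left out, was divided into 4 branches. MEFs of all genotypes fell into 1 branch, the OKMS E-CAD+ and E-CAD- 2NG- and 3NG- populations into another, the MKOS 2NG- and 3NG- populations into the third, and 3NG+ cells, iPSCs, and ESCs of both cassettes into the last. Within branches the mean distance over the Table S1 libraries was 0.0246 among MEFs, 0.0313 among OKMS *Nanog*-GFP- populations, 0.0186 between the MKOS *Nanog*-GFP- populations, and 0.0266 in the branch of 3NG+ cells, iPSCs, and ESCs. The smallest mean distance between branches was 0.0491, between the OKMS and the MKOS *Nanog*-GFP- populations, and the largest was 0.179, between MEFs and the branch with ESCs. Over all libraries the same 17 conditions fell into the same branches, the distance between the OKMS and the MKOS *Nanog*-GFP- populations was 0.0448, and the distances within these branches were 0.0266 and 0.0153. All 17 conditions also fell into these branches with log2 CPM in place of variance-stabilized counts, with Spearman's rho, with complete linkage, with genes of at least 10 reads on average, with the iPSCs in 2i medium, and with each sorted replicate left out in turn.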

Hierarchical clustering (average of replicates, all genes) revealed four major branches: (1) MEFs; (2) TNG OKMS E-CAD^+/−^, 2NG^−^, and 3NG^−^; (3) TNG MKOS E-CAD^+^, 2NG^−^, and 3NG^−^; and (4) TNG MKOS/OKMS 3NG^+^, iPSCs, and ESCs (Figure 4A). 

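PCA of variance-stabilized counts over all genes used 42 libraries and gave components with 40.9%, 10.9%, and 7.53% of the variance. Over the Table S1 libraries the third component of MKOS cells was 39.4 ± 1.37 (SD, n = 2) in 2NG- and 37.8 ± 2.89 (n = 2) in 3NG-. In OKMS E-CAD+ cells it was -17.1 ± 0.306 (n = 2) in 2NG- and -16.0 ± 1.63 (n = 2) in 3NG-, and in OKMS E-CAD- cells it was -34.1 ± 1.30 and -33.2 ± 5.01 (n = 2 each). Over all libraries (n = 3 each) the averages were 38.5 and 36.8 for MKOS, -17.8 and -18.0 for OKMS E-CAD+, and -37.3 and -36.2 for OKMS E-CAD-, with SDs from 1.18 to 6.26, so the 3 groups were further apart on this component than the spread between their replicates. On the first component the cassettes overlapped in 3NG- cells, with 2.09 ± 12.4 in MKOS and 4.33 ± 18.3 in OKMS E-CAD+ cells over all libraries (n = 3 each) and 8.11 ± 9.46 and 14.9 ± 1.20 over the Table S1 libraries (n = 2 each). In 2NG- cells they did not overlap, with 11.9 ± 10.9 and -3.64 ± 1.83 over all libraries (n = 3 each) and 17.0 ± 9.17 and -2.97 ± 2.01 over the Table S1 libraries (n = 2 each). Within the E-CAD+ gates, the distance between libraries of different cassettes exceeded that between libraries of the same cassette by 0.0283 over the Table S1 libraries (exact permutation test of the cassette within gates, one-sided p = 0.111, the smallest that these libraries allow) and by 0.0221 over all libraries (exact permutation test, one-sided p = 0.010, also the smallest possible). The cassettes were permuted in each gate separately, although same-numbered libraries were correlated, so these p-values may be too small. Between MKOS and OKMS E-CAD+ 2NG- cells, 593 genes differed at a false discovery rate (FDR) of at most 0.05 over the Table S1 libraries, and 793 over all libraries, of which 444 were higher in MKOS and 427 were called in both sets. Between the 3NG- populations 275 genes differed over the Table S1 libraries and 339 over all libraries, 216 of them higher in MKOS, with 201 called in both sets. With the replicate number as a block these numbers were 903 and 446. DESeq2's Wald test called more genes than the quasi-likelihood test, with 1117 between the 2NG- and 556 between the 3NG- populations.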

Principal-component analysis (PCA) with all genes clearly showed that MKOS reprogramming intermediates (2NG^−^ and 3NG^−^) were distinct from E-CAD^+^ and from E-CAD^−^ 2NG^−^ and 3NG^−^ cells in OKMS reprogramming (Figure 4B), in agreement with their different CFAs (Figure 3D). In contrast to the *Nanog*-GFP^−^ intermediates and consistent with the increased colony formation efficiency, OKMS *Nanog*-GFP^+^ (3NG^+^) cells clustered together with MKOS 3NG^+^ as well as iPSCs and ESCs (Figure 4B). 

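On the first component of the PCA, OKMS 3NG+ cells were at -43.9 ± 0.781 (SD, n = 2) over the Table S1 libraries and at -42.4 ± 2.56 (n = 3) over all libraries, which add replicate 2, the library with the lowest depth. MKOS 3NG+ cells were at -36.6 ± 12.5 (n = 3), iPSCs without doxycycline at -54.4 ± 2.07 for MKOS and -50.4 ± 6.29 for OKMS, and TNG MKOS and TNG OKMS ESCs at -52.6 ± 1.79 and -55.5 ± 0.643 (n = 2 each). On the third component, however, MKOS 3NG+ cells were at 29.2 ± 2.40 and OKMS 3NG+ cells at 4.15 ± 4.13 (n = 3 each), while iPSCs and ESCs lay between -11.5 and 5.27. In the tree of replicate averages, MKOS 3NG+ cells had a mean distance of 0.0342 to the iPSCs, ESCs, and OKMS 3NG+ cells and of 0.0440 to the nearest other branch over the Table S1 libraries, and of 0.0340 and 0.0370 over all libraries. For OKMS 3NG+ cells these distances were 0.0298 and 0.0676 over the Table S1 libraries and 0.0308 and 0.0536 over all libraries. Between MKOS and OKMS 3NG+ cells, 219 genes differed at an FDR of at most 0.05 over the Table S1 libraries and 107 over all libraries, 54 of the latter being higher in MKOS, and 91 genes were called in both sets. With the replicate block 159 genes were called. *Nanog*, *Dppa5a*, and *Zfp42* were not called in this comparison in either set of libraries, and over all libraries had log2 fold changes of -0.38 (FDR = 0.79), -0.52 (FDR = 0.63), and 0.34 (FDR = 0.79).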

Next, we identified differentially expressed genes (DEGs; false discovery rate ≤ 0.05) by comparing neighboring samples of the MKOS and OKMS reprogramming samples, respectively, and assigned each DEG to one of five groups (A–E) with distinct expression dynamics as defined by k-means clustering (Figure 4C). 

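The paper's text does not name the test or list the pairs of samples, so neighbors were taken in the order of the columns of Table S1, with the iPSCs without doxycycline. Along the MKOS route and over the Table S1 libraries, 3728 genes were called between MEFs and 2NG- cells, 69 between 2NG- and 3NG-, and 90 between iPSCs and TNG MKOS ESCs. Over all libraries the numbers were 4214, 61, and 48. Along the OKMS route the steps were MEFs to E-CAD- 2NG- (3180 genes over the Table S1 libraries, 3414 over all), E-CAD- 2NG- to E-CAD- 3NG- (3 and 7 genes), E-CAD- 3NG- to E-CAD+ 2NG- (517 and 540 genes), E-CAD+ 2NG- to E-CAD+ 3NG- (33 and 6 genes), and iPSCs to TNG OKMS ESCs (217 and 95 genes). The genes called in at least 1 step were grouped by k-means with 5 clusters and 50 random starts on the mean-centered replicate averages of each cassette. In the clusters called A and B the genes were higher in MEFs than in ESCs, and B kept the larger share of the MEF level in the 2NG- and 3NG- populations. Genes in D and E were lower in MEFs than in ESCs, and E had reached the smaller share of the rise in these populations. Genes in C were highest in the intermediates. The values were not scaled, so the clusters also differed in the size of the change. Over all libraries, the mean-centered MKOS averages went from 1.01 in MEFs to -0.245 in ESCs in A and from 2.54 to -1.29 in B. They went from -0.762 to 0.240 in D and from -2.41 to 0.931 in E. Over all libraries the MKOS clusters held 1402 genes in A, 542 in B, 353 in C, 1892 in D, and 308 in E, and the OKMS clusters held 1319 in A, 484 in B, 529 in C, 1699 in D, and 263 in E. Over the Table S1 libraries, MKOS A held 1336 genes and MKOS D held 1653, and OKMS A and D held 1241 and 1719.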

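Over the Table S1 libraries, 4260 genes were called in at least 1 step of MKOS reprogramming and 4323 in at least 1 step of OKMS reprogramming. The lists shared 2545 genes, which were 59.7% of the MKOS list and 58.9% of the OKMS list. Over all libraries there were 4497 DEGs for MKOS and 4294 for OKMS, with 2564 shared (57.02% and 59.7%). The replicate block gave 4833, 4596, and 2855 genes, and DESeq2's Wald test 5092, 5308, and 3173. Among the 2564 genes shared over all libraries, 539 were in class A of both cassettes, 371 in class B of both, 95 in class C of both, 969 in class D of both, and 196 in class E of both. The numbers in the same class over the Table S1 libraries were 532, 425, 120, 854, and 222 of the 2545 shared genes.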

Most of the DEGs in MKOS and OKMS reprogramming overlap (6,126 of a total 7,291 DEGs in MKOS and 7,418 DEGs in OKMS), and their distribution into the five categories was also similar (Figure 4D). However, there were three large groups of genes that displayed different dynamics between MKOS and OKMS: (1) DEGs that displayed delayed downregulation in the OKMS reprogramming, i.e., 28.7% (435) of MKOS class A DEGs (1,514) overlapped with OKMS class B DEGs (MA_OB DEGs); (2) DEGs that had delayed downregulation in the MKOS reprogramming, i.e., 25.4% (579) of MKOS class B DEGs (2278) overlapped with OKMS class A DEGs (MB_OA DEGs); and, finally, (3) DEGs that displayed delayed upregulation in the OKMS reprogramming, i.e., 32.6% (612) of MKOS class D DEGs (1,873) overlapped with OKMS class E DEGs (MD_OE DEGs). 

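In the k-means clusters computed from the counts, 19 genes of MKOS class A were in OKMS class B, 53 genes of MKOS class B in OKMS class A, and 22 genes of MKOS class D in OKMS class E. The same counts over the Table S1 libraries were 21, 42, and 70. The paper's MA_OB, MB_OA, and MD_OE gene lists were also taken as they stand in Table S1 and tested for a delay, defined as the log2 change from MEFs to the average of E-CAD+ 2NG- and 3NG- cells in OKMS reprogramming minus the same change in MKOS reprogramming. A positive delay means a higher level in OKMS intermediates relative to MEFs. Because the lists were drawn from these data, the values describe them and are no independent test. Of the 430 MA_OB genes found in the count table, 361 had a delay above 0, with a median of 0.73 over the Table S1 libraries and 0.77 over all libraries. Single genes with an FDR of at most 0.05 numbered 11 and 8 in the 2 sets. Of the 578 MB_OA genes found, 527 had a delay below 0 over the Table S1 libraries (median -1.33, 42 genes called) and 510 over all libraries (median -1.06, 19 genes called). Of the 564 MD_OE genes found, 455 had a delay below 0 over the Table S1 libraries (median -0.66, 37 genes called) and 444 over all libraries (median -0.58, 20 genes called). With the replicate block, 10, 30, and 26 genes of the 3 lists were called in these directions. Over all 15630 genes tested, the median delay was -0.03, with 97 genes called above 0 and 127 below 0.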

Names of all DEGs in MKOS or OKMS reprogramming and the cross-overlapping DEGs are shown in Table S1. 

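The paper's MKOS class A list in Table S1 names 1485 genes that are in the count table, and 1010 of them were DEGs of the MKOS route in the tests over all libraries (1008 over the Table S1 libraries). Of the 1579 genes of its OKMS class A list, 832 were DEGs of the OKMS route over all libraries and 891 over the Table S1 libraries. Over all libraries, 112 MA_OB genes, 155 MB_OA genes, and 244 MD_OE genes of the paper's lists were DEGs of both routes, and of these 95, 134, and 218 fell into the same k-means class in both cassettes. The pair of classes that the paper gives was found for 6, 20, and 7 of them. Since the clusters also differ in the size of the change, genes with a similar size of change in both routes tend to share a class. These counts therefore do not test the paper's delays.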

The most enriched gene ontology (GO) terms in the cross-classified MA_OB DEGs were “regulation of transcription” and “pattern specification process,” with Benjamini FDRs of 7.5 × 10^−3^ and 6.5 × 10^−3^, respectively (Benjamini and Hochberg, 1995). 

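*Hoxa2* (chromosome 6), *Hoxb5* (chromosome 11), *Hoxc10* (chromosome 15), and *Hoxd10* (chromosome 2) had few reads. *Hoxa2* was at 4.54 ± 0.478 CPM in MKOS MEFs and 2.79 ± 2.37 CPM in OKMS MEFs (SD, n = 2 each). Over the Table S1 libraries it was at 0.221 ± 0.313 CPM in MKOS 2NG- and 0.246 ± 0.126 CPM in MKOS 3NG- cells, which is at most 3 reads per library, and at 1.64 ± 0.873 and 2.63 ± 1.33 CPM in the OKMS E-CAD+ 2NG- and 3NG- cells (n = 2 each). In the libraries outside this set, replicate 3 of the same populations, *Hoxa2* had 9 reads in MKOS 2NG-, 0 in MKOS 3NG-, 6 in OKMS 2NG-, and 0 in OKMS 3NG-. Its delay in OKMS, the difference between the cassettes in the log2 change from MEFs to E-CAD+ *Nanog*-GFP- cells, was 3.96 (standard error 2.01, FDR = 0.38 from the quasi-likelihood test) over the Table S1 libraries and 3.04 (standard error 1.89, FDR = 0.52) over all libraries. The delay of *Hoxc10* was of the opposite sign, at -2.78 (standard error 2.28, FDR = 0.69) and -2.57 (standard error 1.82, FDR = 0.61). *Hoxc10* was at 5.30 ± 1.27 and 6.37 ± 2.97 CPM in MKOS and OKMS MEFs (n = 2 each) and at 0.929 ± 0.424 and 0.535 ± 0.757 CPM in the 3NG- cells of the Table S1 libraries, while the left-out replicate 3 had 2 and 0 reads in 3NG- cells. *Hoxb5* had no reads in OKMS E-CAD+ 2NG- cells and was at 0.558 ± 0.790 CPM in MKOS 3NG- and 2.38 ± 0.337 CPM in OKMS E-CAD+ 3NG- cells of the Table S1 libraries, with 2 and 0 reads in the left-out replicate 3. In MKOS 2NG- cells *Hoxb5* had 0 reads in the Table S1 libraries and 9 in replicate 3. Its delay was 0.25 over the Table S1 libraries, where both 2NG- populations held no read, and -2.14 (standard error 1.78, FDR = 0.69) over all libraries. *Hoxd10* was at the floor of 3 reads or below in all MKOS 2NG- and 3NG- libraries, with at most 2 reads, and was at 0.62 ± 0.13 CPM (n = 2) in the Table S1 libraries of OKMS E-CAD+ 3NG- cells and at 0 in replicate 3. With the replicate block the delay of *Hoxa2* was 3.01 (FDR = 0.54). In the OKMS E-CAD- 2NG- and 3NG- cells, which have no counterpart in MKOS, *Hoxa2* was at 5.23 ± 0.115 and 6.95 ± 3.98 CPM over the Table S1 libraries (n = 2 each) and at 8.60 ± 5.83 and 5.90 ± 3.35 CPM over all libraries (n = 3 each), which was not below its level in OKMS MEFs. *Hoxd10* was at 3.08 ± 2.89 and 3.31 ± 0.247 CPM over the Table S1 libraries and at 2.54 ± 2.25 and 2.21 ± 1.92 CPM over all libraries, with 4.16 ± 2.21 CPM in OKMS MEFs (n = 2). *Hoxb5* fell from 4.49 ± 1.00 CPM in OKMS MEFs (n = 2) to 2.32 ± 0.601 and 0.927 ± 0.324 CPM in these cells of the Table S1 libraries and to 2.85 ± 1.01 and 1.62 ± 1.22 CPM over all libraries, and *Hoxc10* to 1.85 ± 1.27 and 0.954 ± 1.12 CPM and to 1.94 ± 0.913 and 1.27 ± 0.961 CPM. With E-CAD+ and E-CAD- cells of OKMS taken together over all libraries, the delay was 4.13 (FDR = 0.31) for *Hoxa2*, 1.78 (FDR = 1.0) for *Hoxd10*, -0.36 (FDR = 0.98) for *Hoxb5*, and -0.54 (FDR = 0.94) for *Hoxc10*. In none of these tests was the delay of any of the 4 genes larger than the replicate error at an FDR of 0.05, over all genes or over a list of the *Hox* and actin-related genes alone.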

Genes with these GO terms include *Hoxa2*, *Hoxb5*, *Hoxc10*, and *Hoxd10*, and these genes associated with body pattern formation were downregulated more rapidly in MKOS reprogramming (Figure S2; Table S1). GO terms with the highest enrichment in MA_OB DEGs were “actin binding” and “cytoskeletal protein binding” (both with Benjamini 1.4 × 10^−11^). 

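*Aif1l* (chromosome 2), *Cap1* and *Capzb* (chromosome 4), *Capg* (chromosome 6), *Cnn1* (chromosome 9), and *Myo1c* and *Myo1d* (chromosome 11) all had a delay below 0, that is, a higher level relative to MEFs in MKOS than in OKMS E-CAD+ 2NG- and 3NG- cells. *Myo1c* was at 74.6 ± 5.43 CPM in MKOS MEFs and 109.8 ± 21.9 CPM in OKMS MEFs (SD, n = 2 each). Over the Table S1 libraries it was at 62.3 ± 7.46 CPM in 2NG- and 63.0 ± 3.69 CPM in 3NG- cells of MKOS, and at 15.5 ± 3.14 and 26.1 ± 0.204 CPM in the same E-CAD+ populations of OKMS (n = 2 each). The left-out replicate 3 had 40.4 and 42.6 CPM in MKOS 2NG- and 3NG-, and 11.4 and 8.95 CPM in OKMS, so that the averages over all libraries were 55.0, 56.2, 14.2, and 20.4 CPM. The delay of *Myo1c* was -2.05 (standard error 0.413, FDR = 0.0030) over the Table S1 libraries, -2.12 (standard error 0.446, FDR = 0.0063) over all libraries, and -2.12 (standard error 0.426, FDR = 0.0031) with the replicate block. *Cnn1* differed between the MEFs themselves, with 12.0 ± 0.686 CPM in MKOS and 61.9 ± 0.318 CPM in OKMS MEFs (n = 2 each). Its level in the Table S1 libraries was 25.9 ± 6.79 CPM in 2NG- and 35.3 ± 18.6 CPM in 3NG- cells of MKOS, whereas replicate 3 of these populations had 1.63 and 1.71 CPM. Over all libraries (n = 3 each) the averages were 17.8 ± 14.8 and 24.1 ± 23.4 CPM. In both sets the averages lay above the level of *Cnn1* in MKOS MEFs, so they show no slow fall of this gene in MKOS. In OKMS E-CAD+ cells of the Table S1 libraries *Cnn1* was at 1.17 ± 0.280 and 1.52 ± 1.89 CPM, and replicate 3 had 1.34 and 2.83 CPM. Its delay was -6.82 (standard error 1.38, FDR = 0.0033) over the Table S1 libraries, -5.98 (standard error 1.59, FDR = 0.041) over all libraries, and -5.16 (standard error 1.42, FDR = 0.043) with the block. For *Aif1l* the delay passed an FDR of 0.05 over the Table S1 libraries (-2.88, FDR = 0.0066) and not over all libraries (-1.75, FDR = 0.30) or with the block (-1.93, FDR = 0.22). The delays of *Cap1*, *Capg*, *Capzb*, and *Myo1d* lay between -0.78 and -3.92 over the Table S1 libraries and between -0.80 and -3.21 over all libraries, and none reached an FDR of 0.05 in these tests, the lowest being 0.054 for *Capzb* with the block. DESeq2's Wald test called *Cap1* (FDR = 0.039) and *Capzb* (FDR = 0.040) in addition to *Cnn1* and *Myo1c*. When only the 11 *Hox* and actin-related genes that the paper names were adjusted together, the delays of all 7 actin-related genes had an FDR below 0.05 over the Table S1 libraries, over all libraries, and with the block. These genes come from lists that the paper drew from the same data.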

Genes with these highly enriched GO terms includes *Aif1l*, *Cap1*, *Capg*, *Capzb*, *Cnn1*, *Myo1c*, and *Myo1d* and were, indeed, more slowly downregulated in MKOS reprogramming (Figure S2; Table S1). It was surprising that downregulation of some genes occurred more slowly in the more efficient MKOS reprogramming system. Roles of these genes in reprogramming might be worth investigating in the future. 

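Of the pluripotency genes that the paper lists among its MD_OE genes, *Esrrb* and *Zfp42* had the following levels along the routes. *Esrrb* (chromosome 12) rose in MKOS reprogramming to 51.3 ± 3.37 CPM in 2NG- and 77.3 ± 3.14 CPM in 3NG- cells (SD, n = 2 Table S1 libraries each) and to 118.8 ± 13.0 CPM in 3NG+ cells (n = 3). In OKMS reprogramming it was at 0.610 ± 0.594 and 2.65 ± 1.18 CPM in E-CAD- 2NG- and 3NG- cells, at 14.0 ± 0.201 and 17.9 ± 0.122 CPM in E-CAD+ 2NG- and 3NG- cells, and at 94.5 ± 6.15 CPM in 3NG+ cells (n = 2 Table S1 libraries each). Over all libraries (n = 3 each) the averages in the E-CAD+ 2NG- and 3NG- populations were 57.4 and 91.1 CPM for MKOS and 14.3 and 21.0 CPM for OKMS, and OKMS 3NG+ cells were at 92.4 CPM. The left-out replicate 3 had 69.4 and 118.8 CPM of *Esrrb* in MKOS 2NG- and 3NG- cells and 15.0 and 27.1 CPM in OKMS E-CAD+ 2NG- and 3NG- cells. *Zfp42* (chromosome 8), of whose reads 64.9% had a unique position, rose from 199.0 ± 6.27 CPM in 2NG- to 462.1 ± 31.3 CPM in 3NG- cells of MKOS, and from 21.0 ± 0.128 to 70.4 ± 11.7 CPM in E-CAD+ cells of OKMS (n = 2 Table S1 libraries each). Over all libraries these averages were 268.0, 539.5, 39.3, and 103.8 CPM, since replicate 3 had 405.9 and 694.4 CPM in MKOS and 75.8 and 170.7 CPM in OKMS. In 3NG+ cells *Zfp42* was at 894.5 ± 128.6 CPM in MKOS (n = 3) and at 659.7 ± 170.6 CPM (n = 2 Table S1 libraries) or 635.4 ± 127.8 CPM (n = 3, all libraries) in OKMS.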

MD_OE DEGs were rich in genes with GO terms associated with cell cycles and transcription, including multiple pluripotency genes (Figure S2; Table S1). 

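The levels of the 28 MD_OE genes shown in Figure 4E, 16 pluripotency genes and 12 other transcription regulators, were compared between MKOS and OKMS E-CAD+ cells gate by gate. The paper drew these genes from the same data for a later rise in OKMS, so the calls describe them and are no independent test. In 2NG- cells of the Table S1 libraries, 17 of the 28 genes were more than 1.5-fold higher in MKOS and 1 was more than 1.5-fold higher in OKMS, and 12 genes were called higher in MKOS at an FDR of at most 0.05 over all genes tested and 15 when the 28 genes were adjusted alone. Over all libraries 14 genes were higher in MKOS and 3 in OKMS beyond 1.5-fold, with 8 called over all genes and 12 over the 28. In 3NG- cells of the Table S1 libraries, 25 genes were higher in MKOS and 1 in OKMS, with 16 called (25 over the 28). Over all libraries the numbers were 24 and 2, with 13 called (23 over the 28). No gene was called higher in OKMS in either gate. The replicate block gave 11 called genes in 2NG- and 17 in 3NG-. *Dppa2*, *Esrrb*, *Tcl1*, *Zfp42*, *Ash2l*, *Gm2381*, and *Zfp57* were called higher in MKOS in both gates and in both sets of libraries. *Zfp42* had a log2 fold change of 3.14 (standard error 0.406, FDR = 2.2e-06) in 2NG- and 2.64 (standard error 0.386, FDR = 4.1e-05) in 3NG- over the Table S1 libraries, and of 2.60 (standard error 0.435, FDR = 1.2e-04) and 2.24 (standard error 0.427, FDR = 0.0015) over all libraries. For *Esrrb* the log2 fold change was 1.77 (standard error 0.412, FDR = 0.0075) in 2NG- and 2.03 (standard error 0.403, FDR = 0.0023) in 3NG- over the Table S1 libraries, and 1.90 (FDR = 0.0015) and 1.99 (FDR = 0.0015) over all libraries. *Tcl1* (chromosome 12) was at 101.8 ± 16.0 CPM in MKOS and 4.78 ± 1.45 CPM in OKMS 2NG- cells, and at 65.3 ± 6.20 and 9.07 ± 5.09 CPM in 3NG- cells (n = 2 Table S1 libraries each), and over all libraries the averages were 113.7, 7.18, 65.8, and 8.40 CPM. *Ash2l* (chromosome 8) was at 217.9 ± 13.0 CPM in MKOS and 52.7 ± 1.17 CPM in OKMS 3NG- cells of the Table S1 libraries (n = 2 each) and at 255.2 ± 65.1 and 68.3 ± 26.9 CPM over all libraries (n = 3 each). The call for *Lin28a* in 2NG- cells held over the Table S1 libraries and with sorted replicate 3 left out, with a log2 fold change over the former of 2.73 (FDR = 1.9e-04), while over all libraries it was -0.0005 (FDR = 1.0). Replicate 3 of OKMS E-CAD+ 2NG- cells had 86.9 CPM of *Lin28a*, against 6.14 ± 4.58 CPM in the other libraries of this population (n = 2). Less than 20% uniquely placed reads make 4 of the 28 genes uncertain, namely *Zfp97* (1.61%), *2610305D13Rik* (9.45%), *Dppa4* (12.9%), and *Zfp345* (15.8%).

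**Figure D1:**
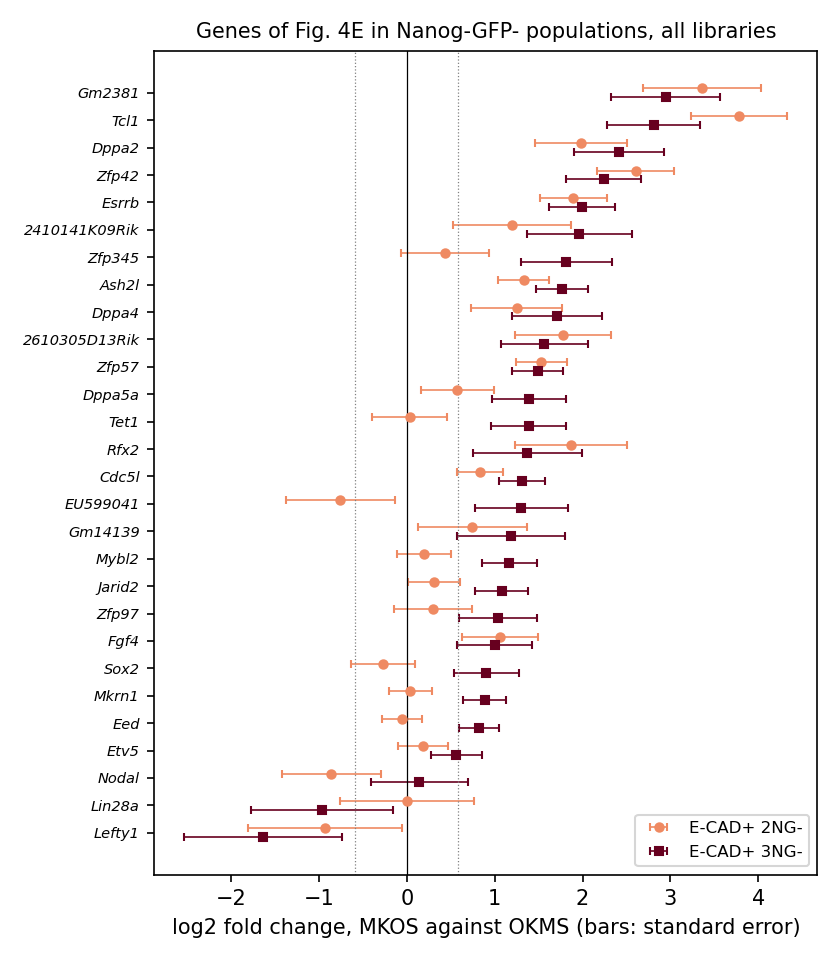
The x axis gives the log2 fold change between MKOS and OKMS E-CAD+ cells over all libraries (n = 3 per population) for the 28 genes of Figure 4E, in 2NG- (circles) and 3NG- cells (squares), with bars for the approximate standard error and dotted lines at 1.5-fold in either direction. In 3NG- cells the values of all genes but *Lin28a* and *Lefty1* lie right of 0.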

Gene expression scatterplots revealed that many of these transcription factors were differentially expressed (>1.5-fold) in the 2NG^−^ and 3NG^−^ intermediate subpopulations, suggesting a potential contribution to the distinct probability to form iPSC colonies (Figure 4E). 

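Each 3NG+ library was projected on the line between the average of the E-CAD+ 3NG- cells of its cassette, set to 0, and the average of the TNG ESCs that carry this cassette, set to 1, with variance-stabilized counts of all genes. No iPSC or separate ESC library was placed on this line, so the position that such cells would reach is not known. Over the Table S1 libraries the 3 MKOS 3NG+ libraries were at 0.385, 0.538, and 0.483, and the OKMS 3NG+ libraries at 0.693 (replicate 1) and 0.674 (replicate 3). The averages of 0.469 and 0.683 differed by 0.215 (exact permutation test, two-sided p = 0.10, the smallest p that 10 splits allow). Over all libraries, which add replicate 3 of the 3NG- populations and replicate 2 of OKMS 3NG+, the MKOS libraries were at 0.341, 0.481, and 0.406, and the OKMS libraries at 0.613, 0.483, and 0.574. The added OKMS library, with a position of 0.483, was the nearest of the 3 to 3NG- cells. The averages were 0.409 ± 0.070 and 0.557 ± 0.067 (SD, n = 3 each), a difference of 0.147 (exact permutation test, two-sided p = 0.10, the smallest p that 3 libraries against 3 allow). With log2 CPM in place of variance-stabilized counts the difference was 0.0933 (exact permutation test, two-sided p = 0.20). Between 3NG+ cells and iPSCs, 585 genes differed in MKOS and 121 in OKMS at an FDR of at most 0.05 over the Table S1 libraries, and 335 and 96 over all libraries, with 331 and 76 called in both sets. The replicate block gave 456 and 140 genes. These numbers do not test a difference between the cassettes. The Table S1 libraries hold 3 MKOS and 2 OKMS 3NG+ libraries, and the OKMS library added over all libraries had only 1429717 reads on transcripts. The MKOS iPSC libraries also had nearly no reads of Y chromosome genes, and another origin of these samples was not excluded.

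**Figure D2:**
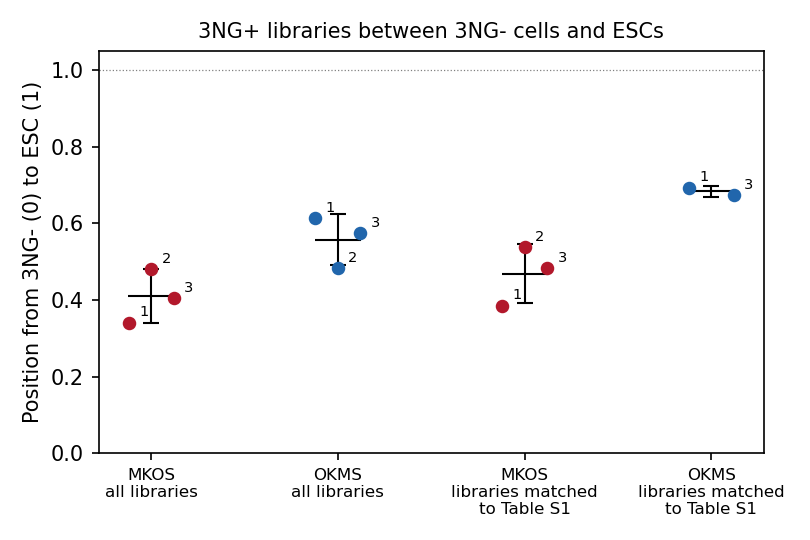
The y axis gives the position of each 3NG+ library between E-CAD+ 3NG- cells (0) and ESCs (1), numbered by replicate, with the average (long line) and SD (bars) of MKOS (red) and OKMS (blue) libraries, over all libraries on the left and over the Table S1 libraries on the right. The MKOS libraries lie between 0.341 and 0.538 and the OKMS libraries between 0.483 and 0.693. All lie below 1, the average of the ESCs that set the end of the line.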

Interestingly, both the PCA and the heatmap demonstrated that MKOS 3NG^+^ cells still maintained some characters of 3NG^−^ cells, but OKMS 3NG^+^ cells were very distinct from 3NG^−^ cells and almost indistinguishable from iPSCs/ESCs (Figures 4B and 4C). These data indicated that the majority of OKMS 3NG^−^ cells were trapped in a partially reprogrammed state, and the transition to a fully reprogrammed state was difficult to track in the OKMS reprogramming system. It is not clear whether the few successfully reprogrammed OKMS 3NG^+^ cells came sporadically from the trapped state or whether a very small number of cells in OKMS reprogramming experienced gene expression changes as in MKOS reprogramming. 

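From E-CAD+ 3NG- to 3NG+ cells, 559 genes changed in MKOS (208 of them rising) and 1461 in OKMS (734 rising) at an FDR of at most 0.05 over the Table S1 libraries. Over all libraries 247 genes changed in MKOS (87 rising) and 979 in OKMS (478 rising), with 226 and 794 genes called in both sets, and the replicate block gave 422 and 1122 genes. In fits to the libraries compared alone the order was reversed, with 545 genes in MKOS and 428 in OKMS. The numbers rested on the replicates, since with each replicate of the sorted populations left out in turn they ranged from 21 to 299 in MKOS and from 138 to 1042 in OKMS. When the change itself was compared between the cassettes, 46 genes differed over the Table S1 libraries, 4 over all libraries, and 6 with the replicate block, and 3 genes were called in both sets. The 4 genes called over all libraries were *Gpa33*, *Khdc3*, *Zdbf2*, and *Isyna1*. *Gpa33* (chromosome 1) rose in OKMS from 5.56 ± 5.51 to 47.7 ± 10.4 CPM over the Table S1 libraries (SD, n = 2 each) and from 6.46 ± 4.19 to 41.4 ± 13.2 CPM over all libraries (n = 3 each), and in MKOS it went from 60.7 ± 6.38 (n = 2) or 76.4 ± 27.6 (n = 3) to 49.0 ± 6.4 CPM (n = 3). The difference in its log2 change was 3.42 (standard error 0.599, FDR = 0.0024) over the Table S1 libraries, 3.33 (standard error 0.558, FDR = 0.0091) over all libraries, and 3.32 (FDR = 0.0032) with the block. *Zdbf2* (chromosome 1) fell in OKMS from 65.1 ± 9.91 to 13.3 ± 4.60 CPM over the Table S1 libraries (n = 2 each) and from 55.6 ± 17.8 to 15.0 ± 4.29 CPM over all libraries (n = 3 each), while in MKOS it was at 4.76 ± 0.0567 (n = 2) or 4.01 ± 1.30 CPM (n = 3) in 3NG- and at 12.0 ± 5.58 CPM (n = 3) in 3NG+ cells, a difference in log2 change of -3.46 (FDR = 0.014) and -3.43 (FDR = 0.032) in the 2 sets. From the characters of 3NG- cells that MKOS 3NG+ cells kept in the PCA and the heatmap, and from the difference of OKMS 3NG+ cells from 3NG- cells and their closeness to iPSCs and ESCs, the paper concludes that most OKMS 3NG- cells are held in a partially reprogrammed state and that their passage to full reprogramming is hard to follow.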

Our analyses highlight the importance of characterizing the efficiency of cellular state transitions in conjunction with gene expression profiling when investigating reprogramming routes.

### The N-Terminal Nine Amino Acids of *Klf4* in the Polycistronic Reprogramming Cassettes Determine the Marker Expression Changes

While this manuscript was under revision, Kim et al. (2015) reported that the currently available polycistronic reprogramming cassettes containing four Yamanaka factors can be classified into two groups: those carrying a long *Klf4* (*Klf4*_*L*_, currently annotated as full length) or those carrying a short *Klf4* (*Klf4*_*S*_, missing the nine N-terminal amino acids of *Klf4*_*L*_) (Figure S3A). Interestingly, *Klf4*_*S*_ produced less protein compared to *Klf4*_*L*_ when used in the polycistronic cassettes (Figure S3B) (Kim et al., 2015). The polycistronic reprogramming cassettes containing *Klf4*_*S*_, such as OKMS, had lower reprogramming efficiency, which could be rescued by replacing *Klf4*_*S*_ with *Klf4*_*L*_ (OK^+9^MS) (Kim et al., 2015). Thus, we investigated whether the aforementioned differences in the expression patterns of E-CAD, CD44, and ICAM1 were also due to the difference in *Klf4*. Strikingly, reprogramming with OK^+9^MS and STEMCCA^+9^, carrying the *Klf4*_*L*_, demonstrated expression changes of all those markers, as well as *Nanog*-GFP, similar to those of MKOS reprogramming (Figures 5A and 5B). Recently, Nishimura et al. (2014) demonstrated that reducing the amount of KLF4 using a drug-inducible protein stabilization system resulted in the generation of partially reprogrammed cells trapped at different stages of reprogramming. In addition, *Klf4* is involved in promoting MET (Li et al., 2010). Our data demonstrate that clear stepwise CD44 and ICAM1 expression changes during reprogramming are also associated with the robust expression of *Klf4*.

### Lack of *Nanog* Does Not Constitute a Roadblock in MKOS Reprogramming

CD44 and ICAM1 markers revealed distinct molecular signatures between MKOS and OKMS reprogramming intermediates. Thus, we decided to further apply this marker analysis where significant roadblocks or route deviations were expected; namely, *Nanog*^−/−^ MEF reprogramming. *Nanog* has been reported to be essential for the generation of iPSCs (Silva et al., 2009), and overexpression of *Nanog* along with the Yamanaka factors increased efficiency and accelerated kinetics of reprogramming (Hanna et al., 2009). Two groups have recently reported the successful generation of *Nanog*^−/−^ iPSCs. However, reprogramming of the *Nanog* null MEFs either was 100-fold less efficient than WT MEFs (Carter et al., 2014) or required the inclusion of VitC in the reprogramming conditions (Schwarz et al., 2014). Taken together, these results suggested that the absence of *Nanog* presents a significant reprogramming roadblock.

To elucidate reprogramming barriers associated to *Nanog* deficiency, we first generated *Nanog*^−/−^ ESCs by targeting the remaining intact *Nanog* allele of the TNG MKOS ESCs, from which Nanog null (*Nanog*^*G/G*^) MKOS MEFs could be derived (Figure 6A; Figure S4A). We then induced expression of MKOS and analyzed ICAM1 and CD44 dynamic changes during reprogramming. Surprisingly, we could only detect a slight delay, if any, in CD44 downregulation but with accelerated *Nanog*-GFP expression, indicating activation of the *Nanog* promoter (Figure 6B). The CFA and *Dppa3* and *Dppa4* expression of *Nanog*^*G/G*^ 3NG^+^ (CD44^−^ICAM1^+^*Nanog*-GFP^+^) cells on day 10 was similar to that of *Nanog*^G/+^ 3NG^+^ cells, indicating that not only the cell surface markers but also the phenotypic characteristics are comparable (Figures 6C and S4C). We confirmed the absence of *Nanog* expression in the *Nanog*^*G/G*^ iPSC lines, as well as pluripotency gene expression (Figures 6D and 6E). Chimera contribution demonstrated that the *Nanog*^*G/G*^ iPSCs were indeed pluripotent (Figure 6F). *Nanog*^*G/G*^ MKOS MEFs produced as many *Nanog*-GFP^+^ colonies as TNG MKOS MEFs, not only in the presence but also in the absence of VitC (Figures 6G, 6H, and S4B). Despite displaying slightly increased *Nanog*-GFP expression, which could be due to the two *Nanog*-GFP alleles in *Nanog*^*G/G*^ cells and/or lack of the auto-repression by NANOG protein (Fidalgo et al., 2012; Navarro et al., 2012), our results demonstrate that there is no clear additional roadblock in *Nanog* null MKOS MEF reprogramming. Thus, the previously described *Nanog* null reprogramming phenotypes might have been a product of the reprogramming systems used in these studies.

### Cassette-Dependent Phenotypes of *Nanog* Null MEF Reprogramming

To date, all the reported *Nanog*^−/−^ MEF reprogramming experiments have been carried out with the STEMCCA reprogramming cassette or four retroviral vector reprogramming systems (Carter et al., 2014; Schwarz et al., 2014; Silva et al., 2009), both of which tend to generate a high proportion of partially reprogrammed cells, unlike MKOS cassette-mediated reprogramming. To further investigate whether our ability to efficiently reprogram *Nanog*^−/−^ MEFs was due to the MKOS reprogramming cassette, we performed *Nanog* null MEF reprogramming using PB transposons with various polycistronic cassettes described earlier. A *Nanog* null ESC line constitutively expressing GFP, RCNβH-B(t), was used to obtain *Nanog* null MEFs through morula aggregation (Chambers et al., 2007). A mixture of GFP^+^*Nanog* null and GFP^−^ WT MEFs harvested from chimeric embryos was reprogrammed in the presence or absence of VitC (Figure 6I). To assess reprogramming efficiency, cells were stained for DPPA4 after 15 days of doxycycline administration, and relative reprogramming efficiencies of WT and *Nanog* null MEFs were calculated by normalizing the DPPA4^+^ colony numbers by the numbers of GFP^−^ WT and GFP^+^*Nanog* null MEFs on day 0 (Figure 6J). Even in this primary PB reprogramming setting, the lack of *Nanog* did not significantly affect the reprogramming efficiency in either the presence or the absence of VitC when the MKOS or OSKM cassette was used (Figure 6J). Similarly, *Nanog*^−/−^ MEFs reprogrammed with the OKMS cassette did not show an evident reduction of iPSC colony formation in comparison to WT MEFs in the presence of VitC (Figure 6J). However, the reduction of reprogramming efficiency became severe in the absence of VitC, ending up to 70% lower than WT (Figure 6J). Interestingly, the STEMCCA cassette could not overcome the lack of *Nanog* even in the presence of VitC, wherein *Nanog* null MEFs had 60%–70% reprogramming efficiency reduction (Figure 6J). Surprisingly, these reduced reprogramming efficiencies of *Nanog*^−/−^ cells with the OKMS and STEMCCA cassettes were almost completely or partially rescued with OK^+9^MS and STEMCCA^+9^, respectively (Figure 6J). In summary, *Nanog* expression appeared more critical in less efficient reprogramming conditions. Absence of endogenous *Nanog* had little impact on reprogramming, either in the presence or absence of VitC, when more efficient polycistronic reprogramming cassettes with *Klf4*_*L*_ were used. Comparing reprogramming efficiency between WT morula-derived MEFs and *Nanog* null ESC-derived MEFs that did not go through germline may not be a perfect setup. However, the previous works had taken similar approaches and concluded that endogenous *Nanog* was critical for efficient reprogramming, even though it was not absolutely essential for the iPSC generation (Carter et al., 2014; Schwarz et al., 2014). Thus, previous results reporting *Nanog* importance in the iPSC generation were probably due to inefficient and/or less homogenous reprogramming systems, such as viral delivery of the reprogramming factors or use of the polycistronic cassette with *Klf4*_*S*_. Notably, addition of exogenous *Nanog* expression could increase the reprogramming efficiency in both TNG MKOS and TNG OKMS reprogramming systems, in agreement with previous observations in various reprogramming systems (Figures 6K and S4D) (Hanna et al., 2009; Silva et al., 2009). Therefore, the molecular mechanisms of reprogramming enhancement both by endogenous *Nanog* in inefficient reprogramming systems and by exogenous *Nanog* even in efficient reprogramming systems are of interest.

## Discussion

To elucidate the precise molecular mechanisms of reprogramming and improve its efficiency and kinetics, it is critical to generate molecular route maps and identify roadblocks to regain pluripotency. Several different reprogramming systems have been used for this purpose. In this work, we have reported that polycistronic reprogramming cassettes with the four Yamanaka factors in different orders have distinct potentials to produce fully reprogrammed cells as well as cells trapped in partially reprogrammed states due to distinct severity and/or type of molecular obstacles.

### Reprogramming Routes

Using the MKOS and OKMS cassettes, we have demonstrated that the pattern of E-CAD, CD44, and ICAM1 expression changes and the gene expression profiles of the intermediates can vary largely depending on the reprogramming system. Does this mean that cells reach a pluripotent state through different routes? While PCA clearly distinguished MKOS from OKMS intermediates (2NG^−^ and 3NG^−^), flow cytometry analysis of the sorted populations demonstrated that E-CAD^+^ 3NG^−^ was the major source of *Nanog*-GFP^+^ cells in both MKOS OKMS reprogramming. In addition, E-CAD^+^ 2NG^−^ cells gave rise to E-CAD^+^ 3NG^−^ cells more efficiently than any other intermediates. Therefore, it is likely that, during both MKOS and OKMS reprogramming, the cells that finally become iPSCs display the same changes in E-CAD, CD44, and ICAM1 expression, i.e., transition from E-CAD^+^ 2NG^−^ to E-CAD^+^ 3NG^−^ before expressing *Nanog*-GFP. However, the majority of the reprogramming intermediates in the OKMS system was trapped in partially reprogrammed states and prevented the identification of cells progressing toward the iPSC state, concealing critical gene expression changes during iPSC generation. These data highlight the importance of using reprogramming systems with less heterogeneity and high efficiency to characterize the cells that become iPSCs.

### System-Dependent Roadblocks and Dispensability of *Nanog*

There are two kinds of gene expression changes during reprogramming: those that are necessary to establish the pluripotent state and those that do take place but do not affect the generation of iPSC. Changes of the first group, which are difficult to achieve and occur at a lower frequency and/or with slower kinetics are considered here as molecular roadblocks. Upregulation of E-CAD and some of the transcription factors shown in Figures S2C and S2D could belong to the first class in OKMS reprogramming systems. *Nanog* upregulation clearly belongs to the first group in OKMS and STEMCCA reprogramming; however, it falls into the second group when more efficient reprogramming cassettes with *Klf4*_*L*_ are used. It is likely that cells with less *Klf4* expression depend on *Nanog* to overcome some obstacles and establish the pluripotency gene expression network, while abundant *Klf4* is sufficient to compensate for a lack of *Nanog*. It is also notable that *Nanog*^−/−^ epiblast stem cells (EpiSCs) can be reprogrammed more efficiently by *Esrrb* overexpression rather than *Klf4* expression (Festuccia et al., 2012), suggesting several alternative routes to iPSCs. While the indispensability of *Nanog* for iPSC generation is system and context dependent, overexpression of *Nanog* improved reprogramming efficiency even in the efficient MKOS reprogramming system. In addition, the importance of *Nanog* could potentially be significant in less efficient reprogramming systems such as human cell reprogramming. Thus, the roles of *Nanog* in reprogramming are still of interest.

### Reprogramming Factor Stoichiometry

The generation of iPSCs is accomplished by forced gene expression changes resulting from overexpression of *Oct4, Sox2, Klf4* and *c-Myc*: O, S, K, and M, respectively. Therefore, it is reasonable that reprogramming efficiencies and gene expression changes largely depend on expression levels of each factor and/or the balance of four factors, i.e., stoichiometry. Replacement of *Klf4*_*S*_ with *Klf4*_*L*_ results in higher KLF4 protein level and improved reprogramming efficiency. This made the reprogramming process traceable by monitoring CD44 and ICAM1 expression and diminished Nanog dependency. Consistent with these findings, it has been recently reported that transcription pause release is a rate-limiting step for iPSC generation and that KLF4 facilitates the recruitment of P-TEFb, a positive transcription elongation factor, at the pluripotency gene loci (Liu et al., 2014). Moreover, the combined transfection of *Klf4* and activated *Stat3* was sufficient to bypass the necessity for *Nanog* during EpiSCs reprogramming (Stuart et al., 2014). Our rescue strategy did not distinguish whether the stoichiometry of the four factors, the absolute KLF4 levels, or both were critical for efficient reprogramming. Therefore, future work with different experimental settings is necessary to address this point.

### Optimal Tools for Mechanistic Analyses

Some polycistronic cassettes, such as MKOS and OSKM, produce robust reprogramming progression and minimize generation of partially reprogrammed cells. Therefore, they are more suited for investigating molecular events important for progression toward a pluripotent state. On the other hand, analysis of partially reprogrammed cell populations from less efficient reprogramming systems should provide information on context-dependent roadblocks and their effects. The impact of distinct reprogramming cassettes on the reprogramming phenotypes might also be different depending on cell types, species, culture conditions, gene delivery methods, or possibly even different expression levels of endogenous *Klf4*. Overall, our work highlights the importance of taking into account the reprogramming systems used when investigating the molecular mechanisms of cellular reprogramming.

## Experimental Procedures

All animal experiments were approved by the University of Edinburgh Animal Welfare and Ethical Review Body, performed at the University of Edinburgh, and carried out according to regulations specified by the Home Office and Project License 60/4435.

### Cell Culture

MEFs with 129 genetic backgrounds were prepared from embryonic-day (E)12.5 embryos as described before (Kaji et al., 2009) and cultured in MEF medium (Glasgow minimun essential medium [GMEM] supplemented with 10% fetal calf serum [FCS], penicillin-streptomycin, 1× non-essential amino acids) (Invitrogen), 1 mM sodium pyruvate, 2 mM glutamine, 0.05 mM 2-mercaptoethanol (Life Technologies) supplemented with 5 ng/ml fibroblast growth factor-2 (FGF2) and 1 ng/ml heparin. ESCs and iPSCs were cultured in ESC medium (MEF medium supplemented with human LIF [leukemia inhibitory factor], 100 U/ml).

### *piggyBac* Transposon Reprogramming

*piggyBac PB-TAP IRI attP2LMKOSimO*, *PB-TAP IRI 2LOSKMimO*, and *PB-TAP IRI tetO-STEMCCAimO* have been described previously (dos Santos et al., 2014; O’Malley et al., 2013). The *piggyBac* OKMS reprogramming vector, *PB-TAP IRI 2L OKMSimO*, was generated by replacing the OSKM cassette of *PB-TAP IRI 2LOSKMimO* with the OKMS cassette (Kim et al., 2015). Replacement of *Klf4*_*s*_ with *Klf4*_*L*_ was conducted by using the Gibson assembly. *Rosa*^*rtTA/rtTA*^, *Nanog*^*eGFP/+*^ MEFs, or MEFs derived from chimeric embryos generated with *Nanog*^−/−^ BT12 ESCs were plated in a six-well plate at 1 × 10^5^ MEFs per well. The following day, the PB transposons carrying a reprogramming cassette (500 ng) and the CAG-promoter-driven *rtTA* (500 ng), plus the CMV-promoter-driven-*HyPBase* (500 ng) in the case of BT12 ESC-derived *Nanog*^−/−^ MEFs, were introduced into the MEFs using Fugene HD (Promega) (Yusa et al., 2011). The cells were cultured in reprogramming medium for 15–16 days. Plasmid sequences are available upon request.

### Tg MEF Reprogramming

TNG MKOS/OKMS and *Nanog* null MKOS MEFs were isolated from E12.5 chimeric embryos generated via morula aggregation. One-tenth of the dissociated cells were exposed to doxycycline (1,000 ng/ml) for 2 days, and mOrange expression was measured by flow cytometry to assess the proportion of Tg MEFs. For reprogramming experiments, Tg MEFs were diluted to 5% by the addition of WT MEFs and plated in a gelatinized six-well plate at 1 × 10^5^ cells per well (5,000 Tg MEFs per well). For sorting experiments, MEFs were plated at 2 × 10^5^ cells per gelatinized 100-mm plate with 5% Tg MEFs. All reprogramming experiments were carried out in the aforementioned ESC medium supplemented with 1.0 μg ml^−1^ doxycycline (Sigma) and 10 μg/ml VitC (Sigma) unless otherwise specified. Medium was changed every 2 days. Whole-well imaging and quantification of total and GFP^+^ colony numbers were performed with the Celigo S Cell Cytometer (Nexcelom). Overexpression of *Nanog* during TNG MKOS/OKMS MEF reprogramming was performed with *FUW-TetO-Nanog* (Addgene #40800) (Buganim et al., 2012).

### Flow Cytometry and Cell Sorting

The following antibodies from eBioscience were used with the indicated dilution: ICAM1-biotin (13-0541; 1/100), CD44-eFluor 450 (48-0441-82; 1/100), CD44-allophycocyanin (APC) (17-0441; 1/300), streptavidin-phycoerythrin (PE)-Cy7 (25-4317-82; 1/1500), and E-CADHERIN-eFluor 660 (50-3249-80; 1/200). Dead cells were excluded using DAPI (Invitrogen, 0.5 ng ml^−1^) or DRAQ5 (eBioscience, 10 μM) nucleic acid staining. Cells were treated with 0.25% trypsin and 1 mM EDTA (Life Technologies) for 1–2 min at 37°C, collected in GMEM containing 10% FCS, and counted. Staining was carried out in FACS (fluorescence-activated cell sorting) buffer (2% FCS in PBS) for 30 min at 4°C, and followed by washing with FACS buffer, sorting, and/or analysis with FACSAriaII or LSRFortessa (BD Biosciences). Excitation laser lines and filters used for each fluorophore are summarized in Table S1. Data were analyzed using FlowJo software (Tree Star). For colony formation assays, sorted cells were plated on γ-irradiated MEFs in 12-well plates at 1.0–3.0 × 10^3^ cells per well. *Nanog*-GFP^+^ colonies were quantified 10 days after sorting. For time course analysis of the sorted subpopulation, the cells were plated on γ-irradiated MEFs in 48-well plates at 3 × 10^4^ cells per well. In both cases, cells were cultured in reprogramming medium after sorting.

### Immunofluorescence

Cells were fixed with 4% paraformaldehyde (PFA) (Sigma) for 10 min; permeabilized with 0.1% Triton X/PBS for 1 hr at room temperature; blocked with 5% Normal Goat Serum (SouthernBiotech), 0.1% Tween 20 in PBS for 1 hr; and stained overnight with the primary antibody at 4°C (1:1,000 in blocking solution) and 1 hr with the secondary antibodies (1:1,000 in blocking solution). Anti-mouse NANOG and DPPA4 antibodies were obtained from eBioscience (14-5761) and Cosmo Bio (CAC-TMD-PB-DP4), respectively.

### Western Blotting

Human embryonic kidney (HEK) cells (2 × 10^6^ cells per 100-mm plate) were seeded in MEF medium 1 day before transfection. The following day, cells were transfected using Lipofectamine 2000 (#11668027, Life Technologies) with the PB transposons carrying the *rtTA* and the appropriate cassette (12 μg each). One day after transfection, the medium was replaced with MEF medium containing 1,000 ng/ml doxycycline. At 24 hr later, the cells were harvested and re-suspended in hypotonic buffer (10 mM HEPES, pH 7.9, 1.5 mM MgCl_2_, 10 mM KCl, 0.2 mM PMSF, 0.5 mM DTT). The swollen cells were lysed with 1% NP-40, and nuclei were pelleted and then re-suspended in hypertonic buffer (20 mM HEPES, pH 7.9, 25% glycerol, 1.5 mM MgCl_2_, 1 M NaCl, 0.2 mM PMSF, 0.5 mM DTT). The extracted soluble nuclear proteins were collected after centrifugation. Protein concentration was assessed with the Bio-Rad protein assay, and 10 μg of each sample was used for SDS-PAGE. For the western blotting, rabbit anti-KLF4 (1:500; sc-20691, Santa Cruz Biotechnology), rabbit anti-LAMIN B1 (1:1,000; ab16048, Abcam), anti-rabbit immunoglobulin G-horseradish peroxidase (IgG-HRP) secondary antibodies (1:5,000; Sigma-Aldrich), and the ECL Western Blotting Detection Kit (GE Healthcare) were used.

### Global Gene Expression Analysis

Multiplexed RNA sequencing was performed as described previously using 10 ng RNA of each sorted subpopulation, and quality control and alignment to the mouse reference genome (NCBI37.1/mm9) were performed using the STRT method pipeline as previously described (Islam et al., 2011). The heatmaps were generated using the average of replicates of variance-stabilizing transformed (VST) gene expression read counts (generated using the DESeq package in R), and mean-centered per gene. Color code black (0.00) means that the expression level is equal to the mean expression levels of all samples (from MEFs to WT ESCs) of the gene. PCA was performed in R and plotted with the scatterplot3d library (Ligges and Maechler, 2003). Cluster overlaps were plotted using a Circos-generated chord diagram (Krzywinski, et al., 2009).

## Author Contributions

E.C., S.M., and K.K. generated the TNG MKOS/OKMS ESC lines, and S.M. generated the *Nanog* null MKOS ESC line. E.C. characterized MKOS/OKMS reprogramming. E.C. and S.M. characterized *Nanog* null MEF reprogramming. S.S. analyzed RNA-sequencing data. A.J. and S.L. performed multiplexed RNA sequencing and collected data. S.K. and K.W. generated the OKMS cassette and identified the difference of *Klf4* in the publicly available polycistronic reprogramming cassettes. I.C. generated the TNG ESC line and contributed to the manuscript. E.C. and K.K. conceived the study and wrote the manuscript.

## Figures and Tables

**Figure 1:**
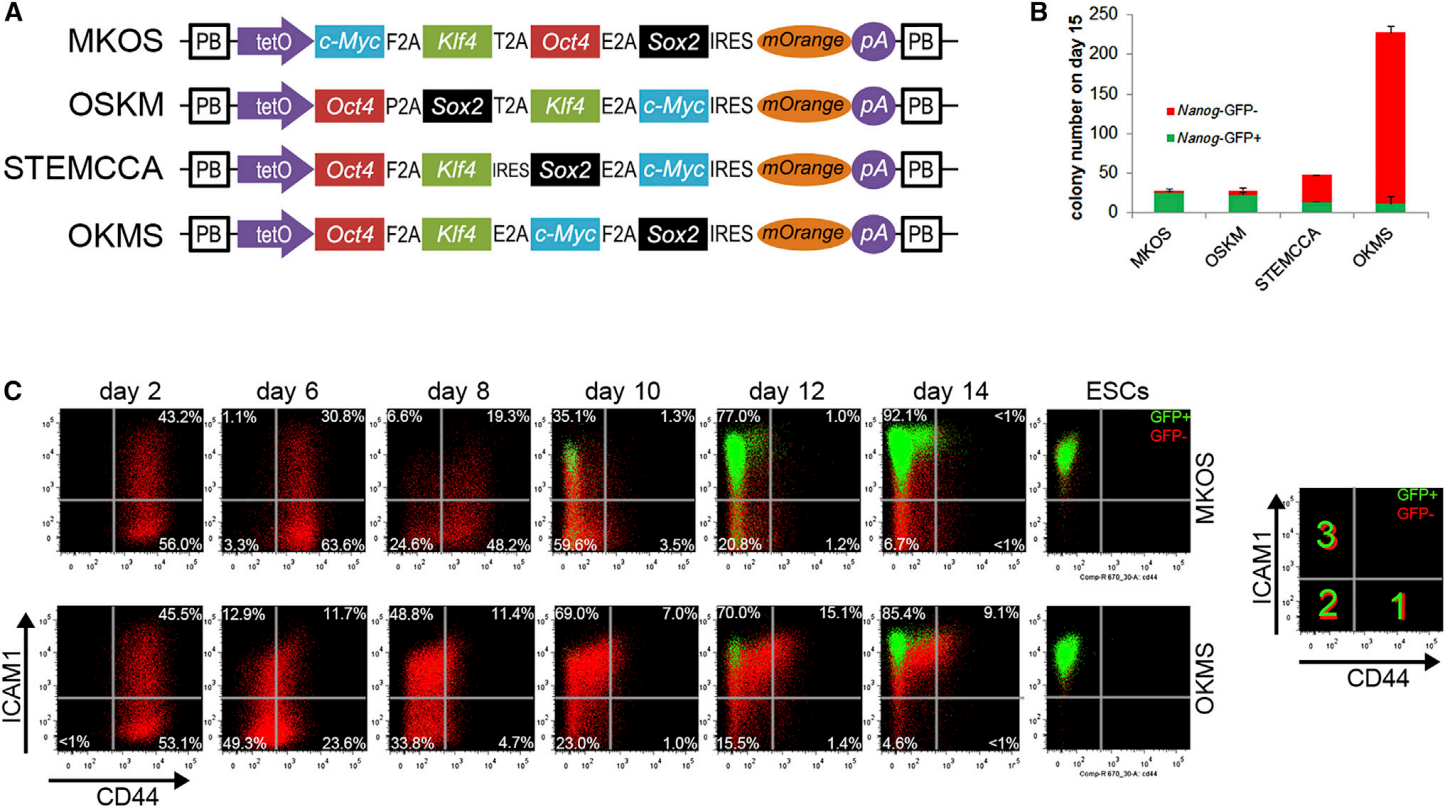
PB Reprogramming with Different Polycistronic Cassettes (A) Structures of PB transposons carrying different polycistronic cassettes used in this study. (B) Numbers of *Nanog*-GFP^+/−^ colonies 15 days after reprogramming using the PB MKOS, OSKM, STEMCCA, or OKMS transposons. Error bars represent SD; n = 3 independent experiments. (C) CD44, ICAM1, and *Nanog*-GFP expression changes in PB reprogramming with the MKOS or OKMS cassette. Red indicates *Nanog*-GFP^−^, and green indicates *Nanog*-GFP^+^. Gates 1, 2, and 3 indicate ICAM1^low^/CD44^high^, ICAM1^low^/CD44^low^, and ICAM1^high^/CD44^low^, respectively, as indicated in the right panel.

**Figure 2:**
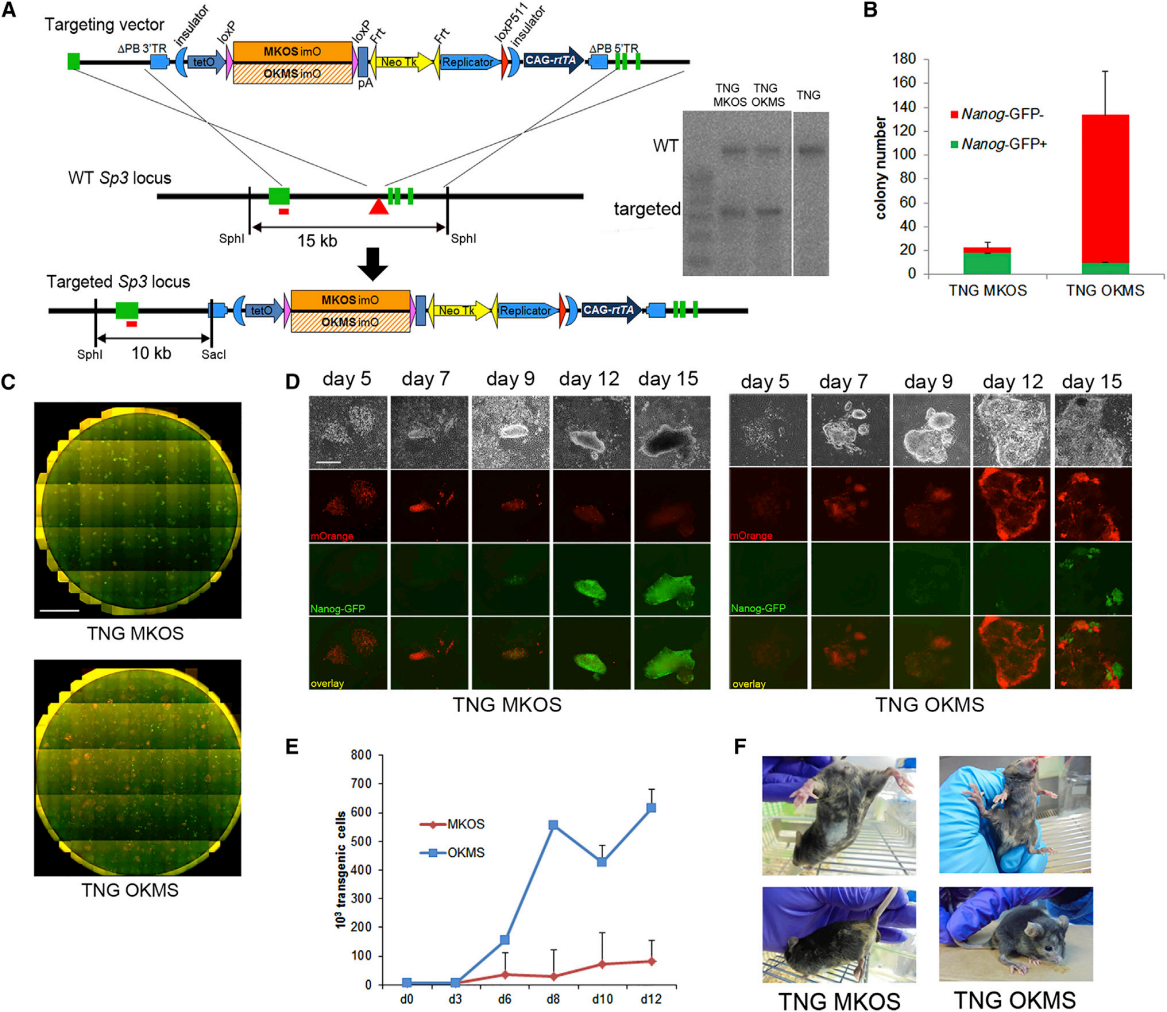
TNG MKOS/OKMS MEF Reprogramming System (A) The *Sp3* locus targeting scheme and Southern blot analysis. The green boxes represent *Sp3* exons 1–4 from the right side. The red triangle in the third intron indicates the PB transposon integration site identified in the D6s4B5 iPSC line. SacI/SphI double-genome digestion yielded WT 15 kb and targeted 10-kb fragments detected by the probe indicated as a red bar. pA, poly(A) signal. (B) Number of *Nanog*-GFP^+^/GFP^−^ colonies on day 15 of TNG MKOS/OKMS reprogramming. Error bars represent SD; n = 3 independent experiments. (C) Whole-well merged images of mOrange (red) and *Nanog*-GFP (green) on day 15 of TNG MKOS/OKMS reprogramming. Scale bar, 7 mm. (D) Tracking images of a typical TNG MKOS or OKMS reprogramming colony from days 5 to 15. Scale bar, 500 μm. (E) Tg cell numbers during TNG MKOS/OKMS reprogramming. Error bars represent SD; n = 3 independent experiments. (F) Chimeric mice generated with TNG MKOS or OKMS iPSC lines.

**Figure 3:**
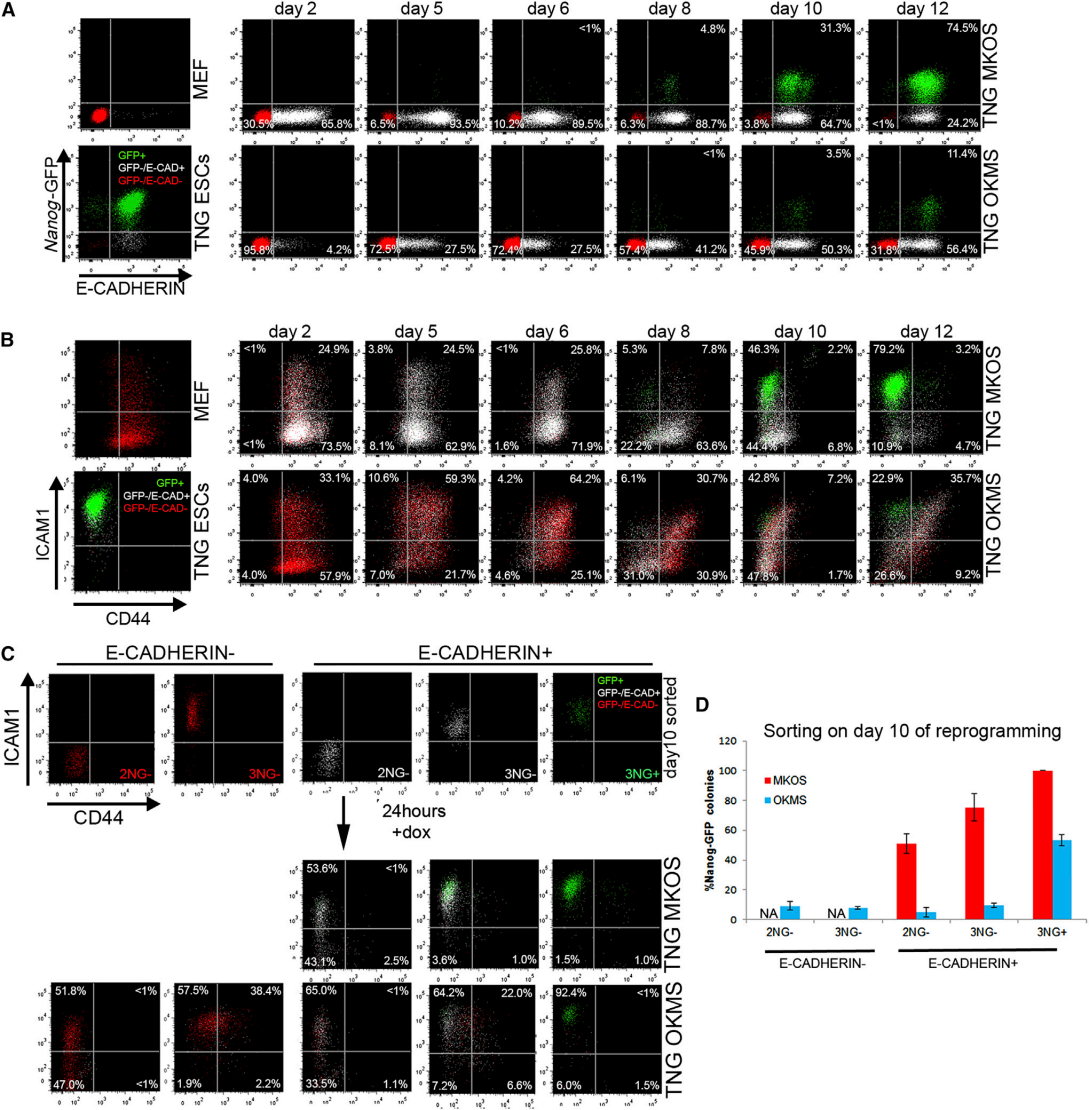
Inefficient Reprogramming Progression of OKMS Reprogramming Intermediates (A) E-CAD and *Nanog*-GFP expression changes during TNG MKOS/OKMS reprogramming. Red indicates E-CAD^−^*Nanog*-GFP^−^, white indicates E-CAD^+^*Nanog*-GFP^−^, and green indicates E-CAD^+^*Nanog*-GFP^+^. (B) CD44 and ICAM1 expression changes during TNG MKOS/OKMS reprogramming with E-CAD, *Nanog*-GFP expression color codes in (A). (C) Flow cytometry analysis of sorted day-10 E-CAD^−/+^ 2NG− (*Nanog*-GFP^−^ CD44^−^ ICAM1^−^), 3NG^−^ (*Nanog*-GFP^−^ CD44^−^ ICAM1^+^), and 3NG^+^ (*Nanog*-GFP^+^ CD44^−^ ICAM1^+^) cells after a 24-hr culture. dox, doxycycline. (D) E-CAD^−/+^ 2NG^−^, 3NG^−^, and 3NG^+^ (*Nanog*-GFP^+^ CD44^−^ ICAM1^+^) cells on day 10 were seeded at clonal density, and *Nanog*-GFP^+^ iPSC colonies were counted after 10 days of further culture. The graph depicts the relative *Nanog*-GFP^+^ CFA compared to that of MKOS 3NG^+^ cells. Error bars represent SD; n = 3 independent experiments.

**Figure 4:**
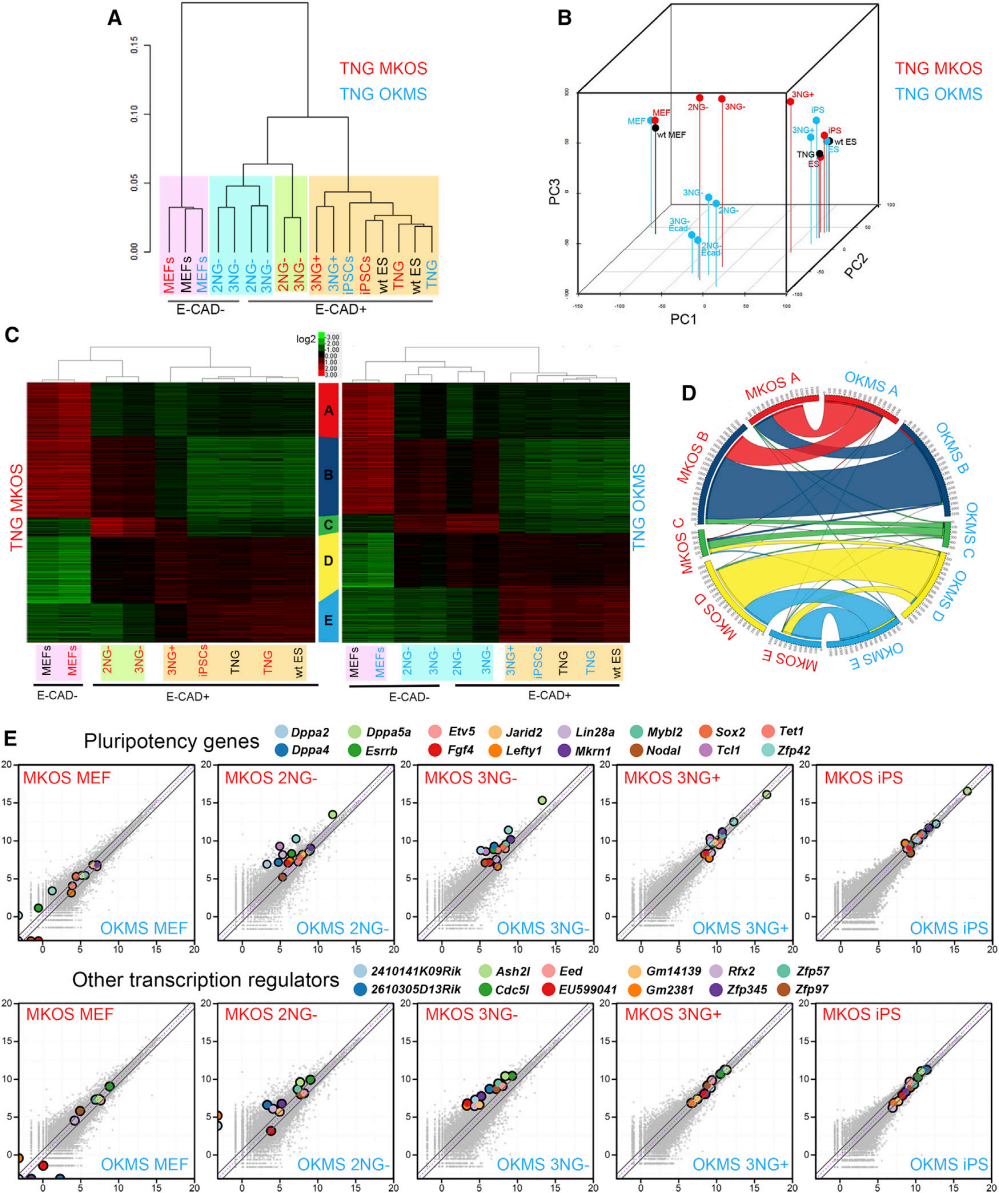
Distinct Gene Expression Profiles of MKOS/OKMS Reprogramming Intermediates (A) Hierarchical clustering of replicate averages with all genes. (B) PCA. Red or blue dots represent cells with MKOS or OKMS cassettes, respectively. Black dots represent cells without the reprogramming cassettes. (C) Expression heatmaps of MKOS/OKMS reprogramming with hierarchical clustering using DEGs, which were grouped to five clusters with distinct expression dynamics. (D) A chord diagram demonstrating three cross-classified DEG groups between MKOS A and OKMS B (MA_OB), MKOS B and OKMS A (MB_OA), and MKOS D and OKMS E (MD_OE). (E) Whole-transcriptome scatterplots highlighting the pluripotency genes (upper panels) and other transcription regulators (lower panels) identified in the MD_OE DEGs. The gray diagonal lines represent 1.5-fold differences in the expression levels.

**Figure 5:**
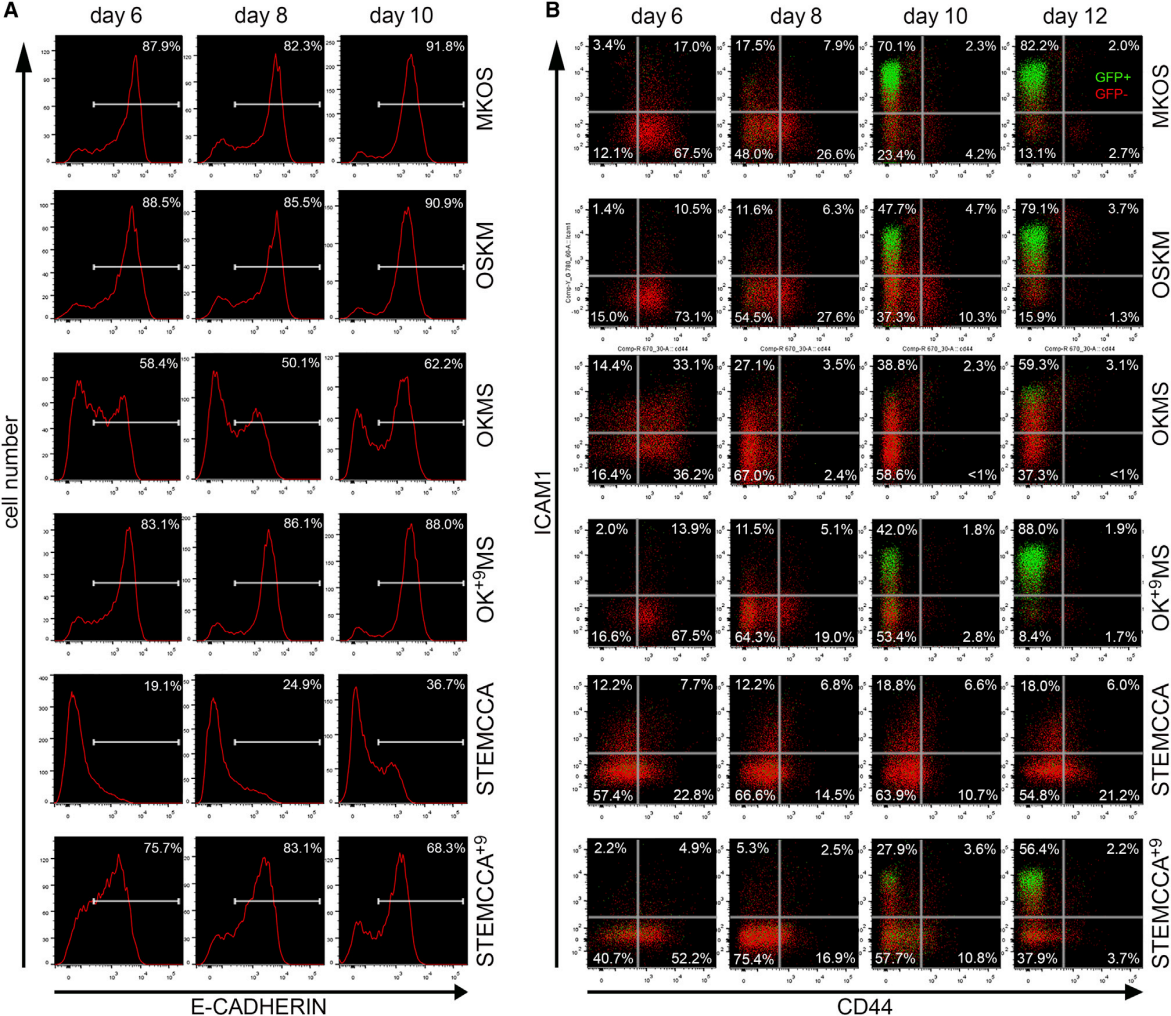
*Klf4*_L_ Restores Surface Marker and *Nanog*-GFP Expression Patterns during Reprogramming (A) E-CAD upregulation in PB reprogramming with the MKOS, OSKM, OKMS, OK^+9^MS, STEMCCA, and STEMCCA^+9^ cassettes. (B) CD44, ICAM1, and *Nanog*-GFP expression in MKOS, OSKM, OKMS, OK^+9^MS, STEMCCA, and STEMCCA^+9^ reprogramming. Red indicates *Nanog*-GFP^−^, and green indicates *Nanog*-GFP^+^.

**Figure 6:**
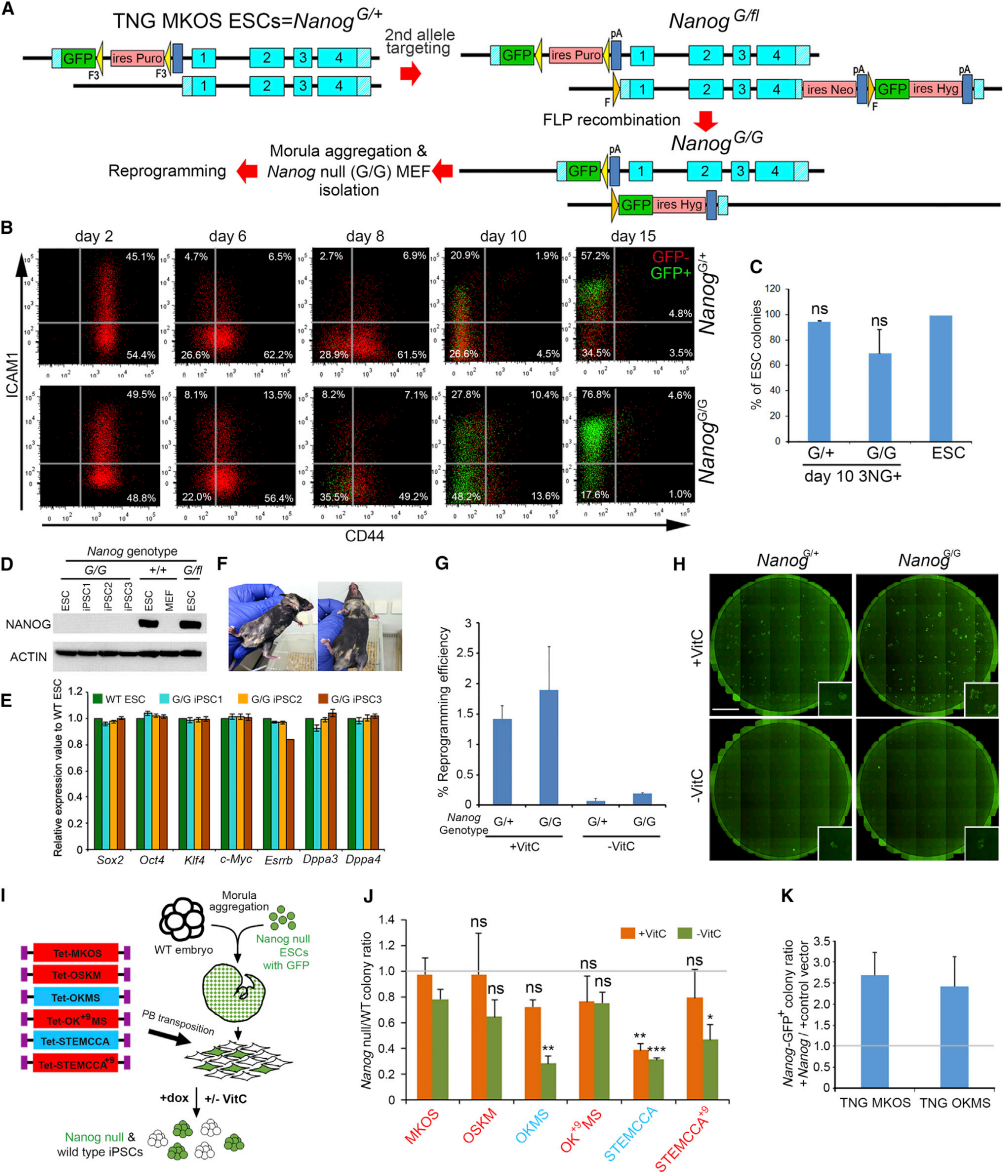
Reprogramming Cassette-Dependent Efficient *Nanog* Null MEF Reprogramming (A) A strategy for *Nanog* null TNG MKOS MEF reprogramming. The WT *Nanog* locus in TNG MKOS ES cells was converted to a Frt floxed allele via gene targeting, resulting in *Nanog*^*G/fl*^ ES cells. The remaining *Nanog* coding sequence was excised by transient expression of FLP, resulting in *Nanog* null MKOS ESCs (Nanog^G/G^). Blue boxes 1–4 indicate exons 1–4. *FLP* recombination target sites FRT (F) and F3 in the cell lines are indicated in orange and yellow, respectively. (B) CD44/ICAM1 expression changes during *Nanog*^*G/+*^ (TNG) and *Nanog*^*G/G*^ (null) MKOS MEF reprogramming. Red indicates *Nanog*-GFP^−^, and green indicates *Nanog*-GFP^+^. (C) *Nanog*-GFP^+^ CFA of 3NG^+^ cells sorted on day 10 of *Nanog*^*G/+*^ and *Nanog*^*G/G*^ MKOS MEF reprogramming. Cells were cultured in the presence of doxycycline for 10 days after the sorting. Error bars represent SD; n = 3 independent experiments. ns, not significant compared to ESCs, by Student’s t test. (D) The absence of Nanog protein in *Nanog*^*G/G*^ MKOS ESCs and *Nanog*^*G/G*^ iPSC lines was confirmed by western blotting. (E) qRT-PCR analysis of pluripotency genes in *Nanog*^*G/G*^ iPSC lines in comparison to a WT ESC line. (F) Chimeric mice generated with *Nanog*^*G/G*^ iPSC cell lines. (G) *Nanog*^*G/+*^ and *Nanog*^*G/G*^ MKOS MEFs were reprogrammed in the presence or absence of VitC (+VitC and -VitC, respectively). Reprogramming efficiency on day 15 was calculated as shown in Figure S2B. Error bars represent SD; n = 4–6 independent experiments. (H) Whole well images of *Nanog*^*G/+*^ and *Nanog*^*G/G*^ MKOS MEF reprogramming in the presence or absence of VitC (+VitC and -VitC, respectively). Scale bar, 7 mm. (I) A strategy for *Nanog* null MEF reprogramming with various reprogramming cassettes with *Klf4*_*L*_ (red) or *Klf4*_*S*_ (blue). WT and *Nanog* null mixed MEFs isolated from E12.5 chimeric embryos, generated with a *Nanog* null ESC line BT12 constitutively expressing GFP, were reprogrammed via PB transposons. dox, doxycycline. (J) Numbers of DPPA4^+^ colonies on day 15 were scored, and reprogramming efficiencies of *Nanog* null cells against WT cells were shown. Error bars represent SD; n = 3. ^∗∗^p < 0.01; ^∗∗∗^p < 0.001, ns, not significant compared to +VitC or -VitC MKOS reprogramming, respectively, by Student’s t test. (K) Increased reprogramming efficiency by *Nanog* overexpression during TNG MKOS or OKMS reprogramming. Error bars represent SD; n = 3 independent experiments. See also Figure S2B.

# Supplementary material for: Reprogramming Roadblocks Are System Dependent
**Source:** Stem Cell Reports. 2015 Aug 13;5(3):350–64. doi: 10.1016/j.stemcr.2015.07.007
**Supplement:** Document S1. Supplemental Experimental Procedures, Figures S1–S4, and Tables S2 and S3

**Stem Cell Reports, Volume 5**

**Supplemental Information**

## **Reprogramming Roadblocks Are System Dependent**

**Eleni Chantzoura, Stavroula Skylaki, Sergio Menendez, Shin-II Kim, Anna Johnsson,**

**Sten Linnarsson, Knut Woltjen, Ian Chambers, and Keisuke Kaji**

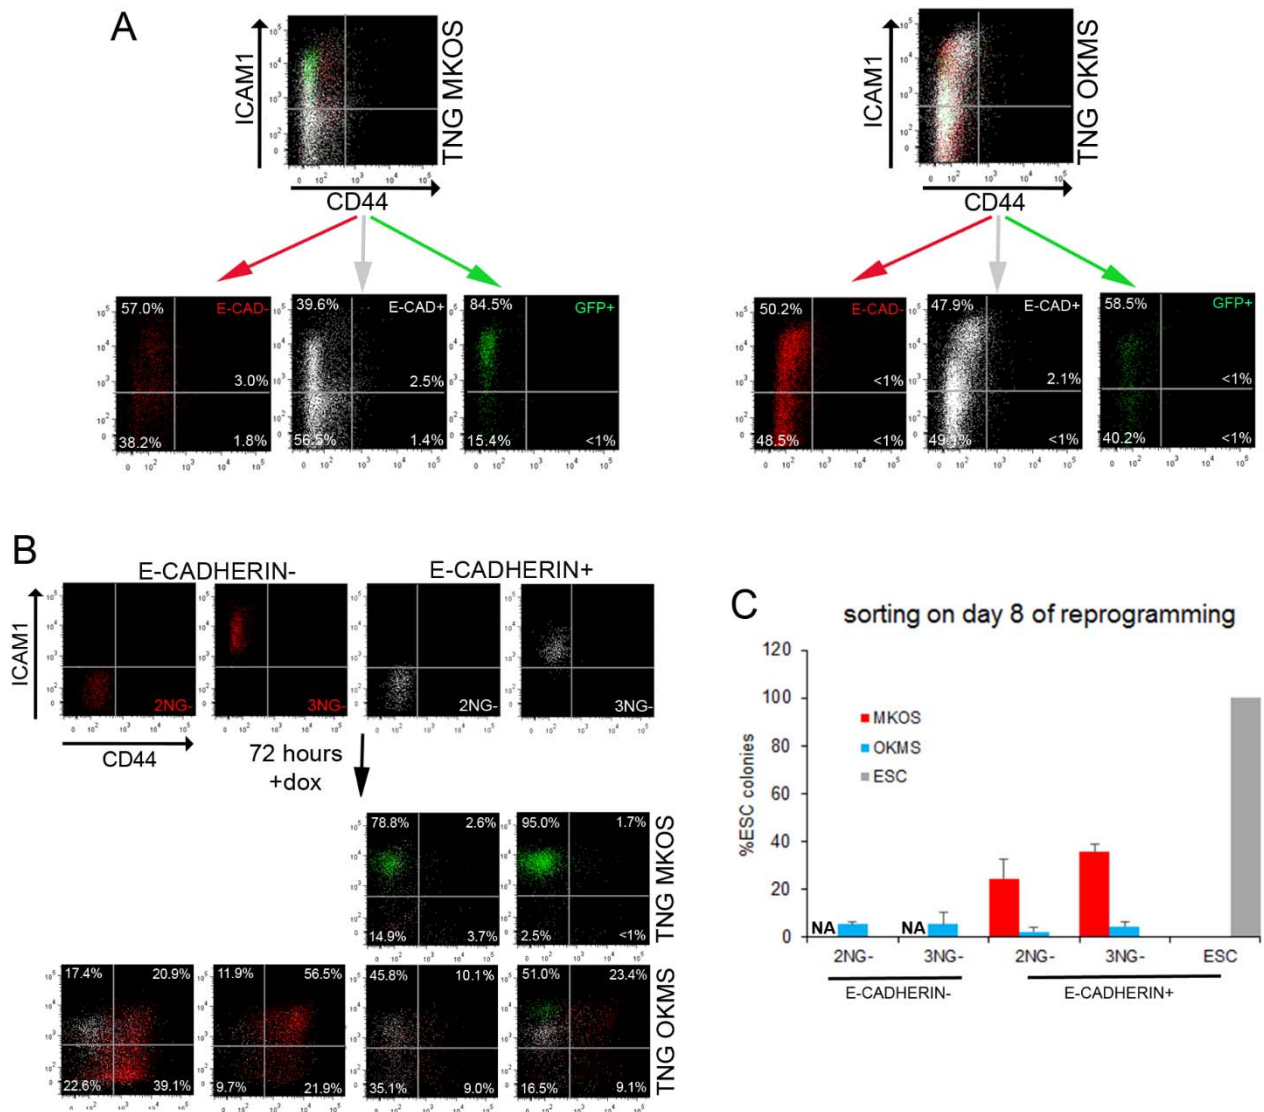

**Figure S1, related to Figure 3. TNG MKOS/OKMS cells sorted on day10 of reprogramming.** **A.** Pre-sorting MKOS/OKMS reprogramming intermediates on day 10. **B.** E-CAD, CD44, ICAM1 and Nanog-GFP expression 72 hours after sorting of MKOS E-CAD<sup>+</sup> 2NG<sup>-</sup> and 3NG<sup>-</sup> cells, OKMS E-CAD<sup>+/+</sup> 2NG<sup>-</sup> and 3NG<sup>-</sup> cells in reprogramming conditions. **C.** E-CAD<sup>+/+</sup> 2NG<sup>-</sup>, 3NG<sup>-</sup> cells as well as ESCs were seeded at clonal density on day 8 of reprogramming, and Nanog-GFP<sup>+</sup> iPSC colonies were counted after 10 days of further culture. The graph depicts the relative probability of each subpopulation to generate colonies compared to sorted ESCs. Error bars represent s.d. n = 3 independent experiments.

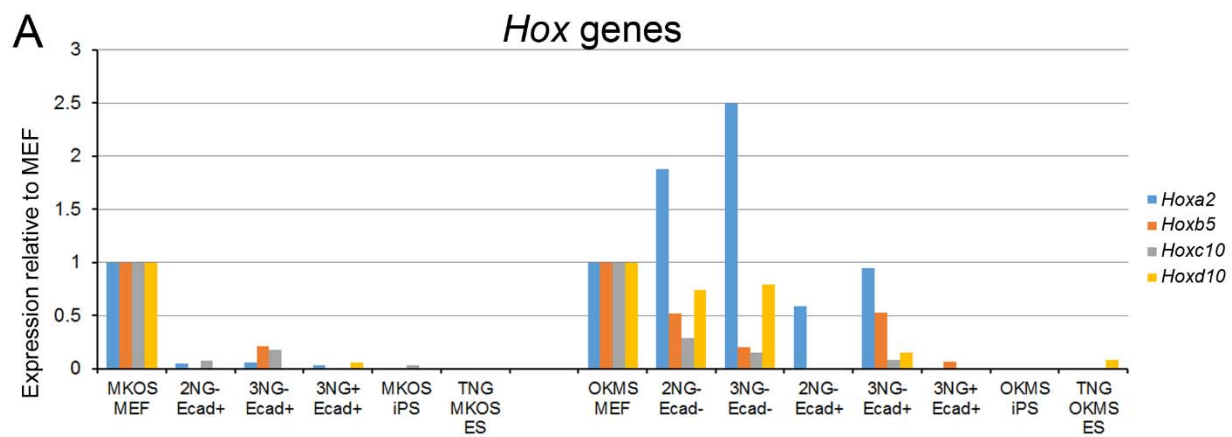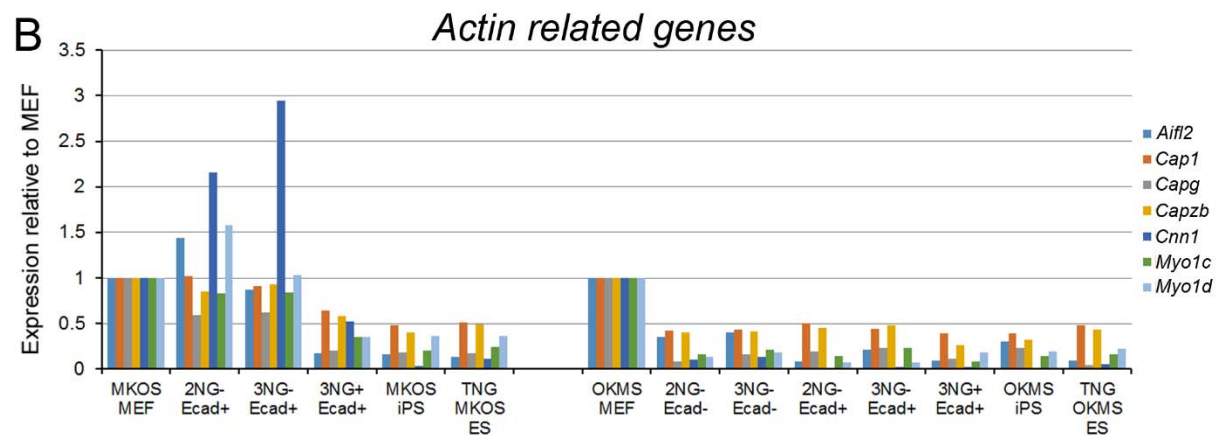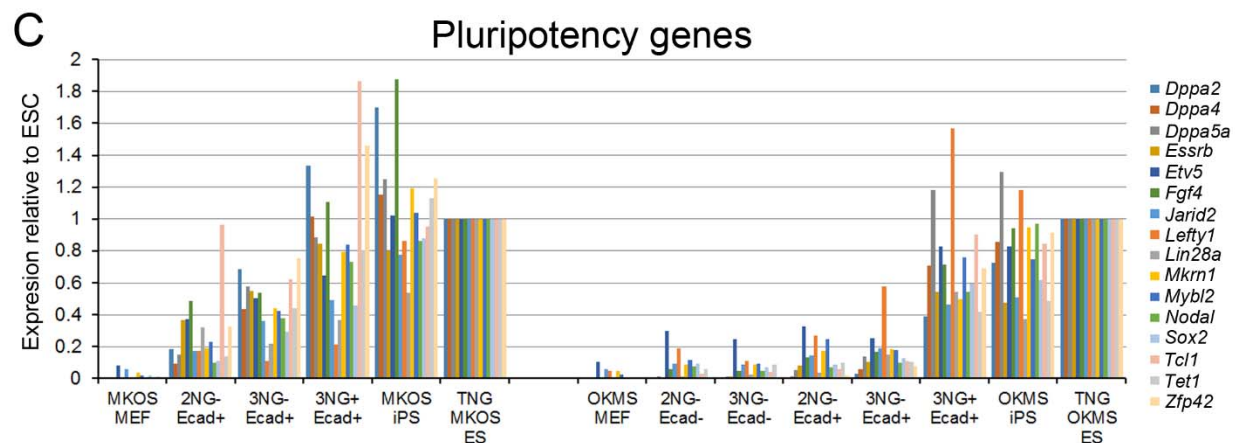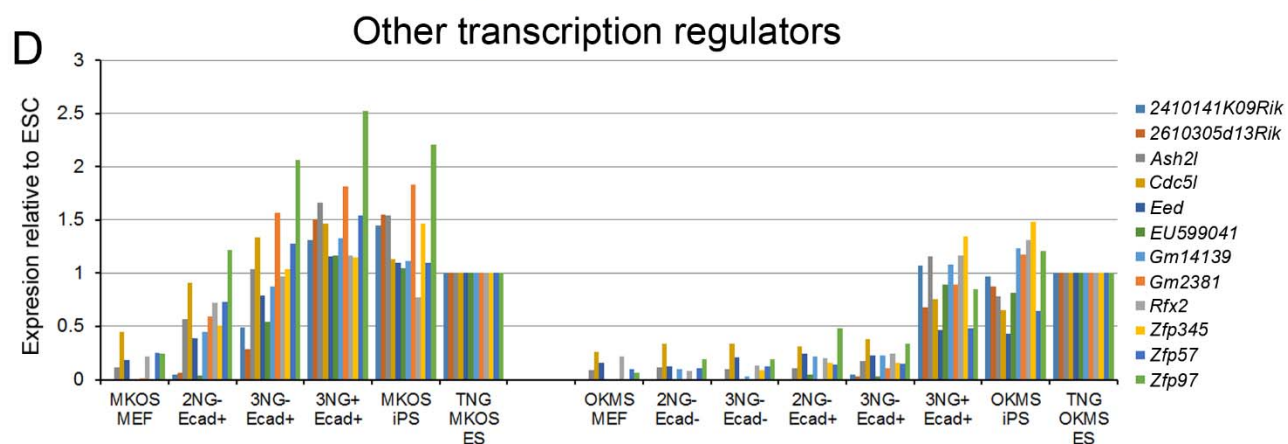

**Figure S2, related to Figure 4. Expression of DEGs cross-classified in MKOS and OKMS reprogramming. A. *Hox* genes in the MA\_OB DEGs. B. *Actin* related genes in the MB\_OA DEGs C. Pluripotency genes in the MD\_OE DEGs. D. Other transcription regulators in the MD\_OE DEGs.** Data represent an average of replicates in the RNA-sequencing, normalized with the expression values of MEFs or ESCs. Raw expression values are available in Supplemental Table S1.

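These expression values are averages of replicates in CPM, that is, the number of reads of a gene divided by the reads on all transcripts of the library and scaled in the same way for each library. They were computed again from the counts for the 39 genes and 14 populations, which gives 546 values. When all libraries of a population were averaged in place of the libraries that the values of Table S1 match, 46 of the 546 values changed by more than 1.5-fold. In Figure S2 these values are relative to MEFs or ESCs, so that a gene with few reads in MEFs, such as *Hoxd10* at 1.15 ± 0.688 CPM in MKOS MEFs (SD, n = 2), has a relative value with a large error.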

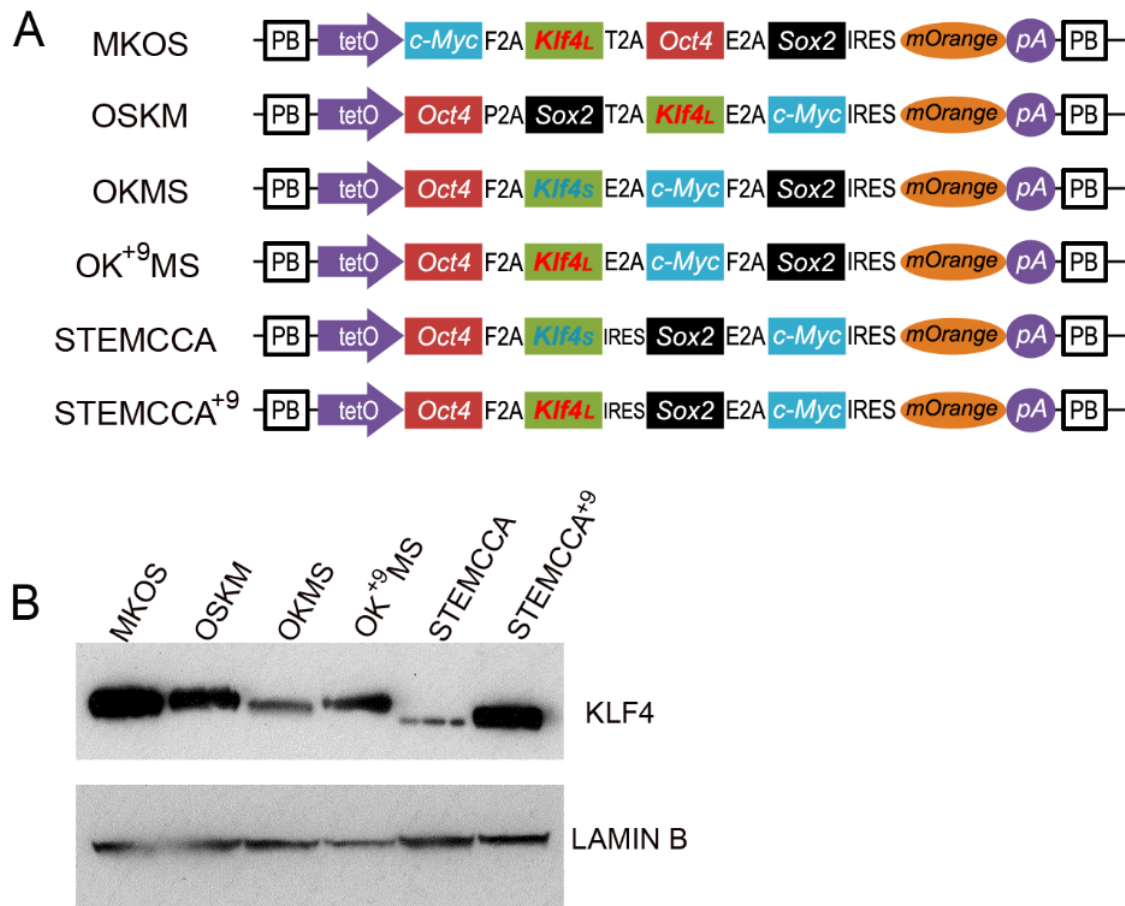

**Figure S3, related to Figure 5. Polycistronic reprogramming cassettes with Klf4<sub>L</sub> and Klf4<sub>S</sub>.** **A.** The MKOS and OSKM cassettes carry Klf4<sub>L</sub>. Klf4<sub>S</sub> in the OKMS and STEMCCA cassettes were replaced with Klf4<sub>L</sub>, resulting the OK<sup>+9</sup>MS and STEMCCA<sup>+9</sup> cassettes. **B.** The polycistronic reprogramming cassettes with Klf4<sub>L</sub> yield more KLF protein than those with Klf4<sub>S</sub>.

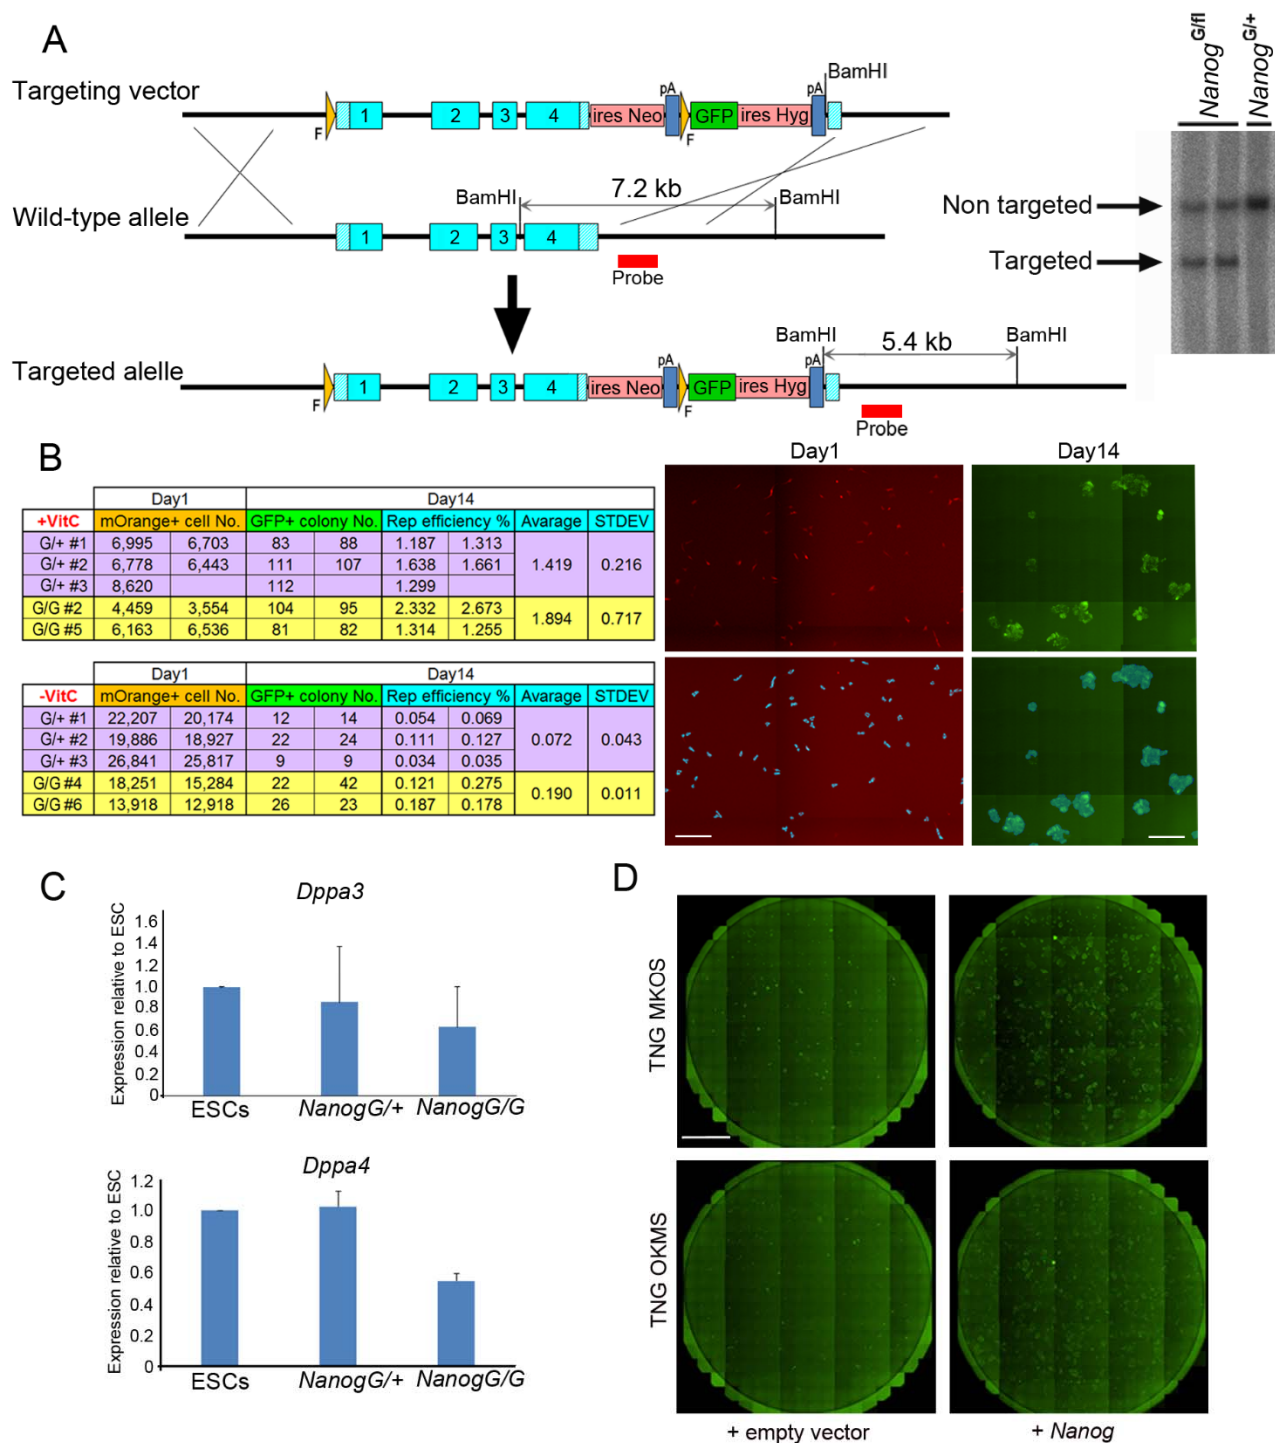

**Figure S4, related to Figure 6. Reprogramming in the absence of Nanog, or with overexpression of Nanog. A.** The targeting strategy of the remaining wild-type *Nanog* allele in the TNG MKOS ESC line, preceding FLP excision. BamHI genome digestion yielded untargeted 7.2 kb and targeted 5.4 kb fragments detected by the probe indicated as a red bar. Blue boxes = exon 1-4. F = Frt **B.** Raw data from *Nanog*<sup>G/+</sup> and

*Nanog*<sup>G/G</sup> MKOS MEF reprogramming experiments in Figure 6B. Each batch of MEFs was used in duplicates except G/G #3. To make the reprogramming efficiency calculation as accurate as possible, numbers of mOrange<sup>+</sup> cells were counted at day1 of reprogramming via Celigo as shown with blue segmentation lines. Scale bar, 50  $\mu$ m (Day 1), 1 mm (Day 14). Nanog-GFP<sup>+</sup> colony numbers counted by Celigo at day14 (filled with blue) were divided with mOrange<sup>+</sup> cell numbers to calculate reprogramming efficiency (Rep efficiency %).

**C.** Dppa3 and Dppa4 expression in *Nanog*<sup>G/+</sup> and *Nanog*<sup>G/G</sup> 3NG<sup>+</sup> cells sorted on day 10 of reprogramming. Relative expression levels to ESC are shown. Error bars represent s.d., n = 3 independent experiments.

**D.** Nanog over expression in TNG MKOS/OKMS MEF reprogramming. Lentiviral empty or Nanog expression vector was infected at day 1 of reprogramming. Whole well images on day 15 are shown. Scale bar, 7 mm.

**Table S1, related to Figure 4. Classification of DEGs in MKOS or OKMS reprogramming based on the expression dynamics.**

**Table S2. Excitation laser lines and filters for each fluorophore**

| LSR Fortessa |        | Excitation Laser |        |         |           |
|--------------|--------|------------------|--------|---------|-----------|
|              |        | 405 nm           | 488 nm | 561 nm  | 640 nm    |
| filter       | 450±40 | eFluor450        |        |         |           |
|              | 530±30 |                  | GFP    |         |           |
|              | 582±15 |                  |        | mOrange |           |
|              | 780±60 |                  |        | PECy7   |           |
|              | 670±30 |                  |        |         | eFluor660 |

| FACS ARIA II |        | Excitation Laser |        |         |           |
|--------------|--------|------------------|--------|---------|-----------|
|              |        | 405 nm           | 488 nm | 561 nm  | 640 nm    |
| filter       | 450±40 | eFluor450        |        |         |           |
|              | 525±50 |                  | GFP    |         |           |
|              | 582±15 |                  |        | mOrange |           |
|              | 780±60 |                  |        | PECy7   |           |
|              | 670±14 |                  |        |         | eFluor660 |

**Table S3, related to Figure 6. RT-PCR primers**

| Gene name    | Primer sequence                                            |
|--------------|------------------------------------------------------------|
| <i>Sox2</i>  | F- TCTGTGGTCAAGTCCGAGGC<br>R- TTCTCCAGTTCGCAGTCCAG         |
| <i>Oct4</i>  | F- CCAACGAGAAGAGTATGAGGC<br>R- GTGCTTTTAATCCCTCCTCAG       |
| <i>Klf4</i>  | F- GCGGAGAAACCTTACCACTGT<br>R- TACTGAACTCTCTCTCCTGGCA      |
| <i>c-Myc</i> | F- TCAAGCAGACGAGCACAAGC<br>R- TACAGTCCCAAAGCCCCAGC         |
| <i>Esrrb</i> | F- TGGCAGGCAAGGATGACAGA<br>R- TTTACATGAGGGCCGTGGGA         |
| <i>Dppa3</i> | F- AGATAGGATGCACAACGATCC<br>R- AAAATGCTTTTATTACAAATTTCTGGA |
| <i>Dppa4</i> | F- TGCAAAGGCTAAAGCAACG<br>R- TTTTCCCTCCTTTGGTTTACAA        |
| <i>Tbp</i>   | F- GGGGAGCTGTGATGTGAAGT<br>R- CCAGGAAATAATTCTGGCTCA        |

## Supplemental Experimental Procedures

### ***Sp3* targeting vector construction and the generation of the TNG MKOS/OKMS ES**

**lines.** The integration site of PB-TAP IRI attP2LMKOSimO piggyBac (PB) transposon in the D6s4B5 iPSC line, the *Sp3* locus, has been identified by splinkerette PCR (Horn et al., 2007). To generate a targeting vector which enables the integration of a doxycycline (Dox)-inducible reprogramming cassette in the *Sp3* locus of any ES cell line, a 14.6kb DNA fragment from the *Sp3* locus was retrieved, and an *attR1-CmR-attR2* cassette was inserted in the 3rd intron of the *Sp3* gene for Gateway cloning (*Sp3 DTA Amp attR1R2*). A CAG promoter-driven *rtTA* expression cassette has been inserted adjacent to the Gateway cloning site resulting in *Sp3 DTA Amp attR1R2 rtTA*. A ~15kb fragment containing partial PB 3' TR, chicken  $\beta$  globin insulator, Dox-inducible MKOS/OKMSimO reprogramming cassette, Lamin B2 replicator, chicken  $\beta$ -globin insulator, partial PB 5' TR, as well as a PGK promoter-driven neomycin resistance cassette and a MC1 promoter-driven *HSV-TK* cassette floxed by FRT sites (NeoTk cassette), was inserted into the *Sp3 DTA Amp attR1R2* through Gateway cloning. The vector maps and sequences are available upon request. The resulting targeting vector, *PB 2L MKOS/OKMSimO neotk rtTA Sp3*, was linearized with SgfI and then electroporated into TNG ESCs (Chambers et al., 2007). After G418 selection (400  $\mu$ g/ml), correctly targeted clones were identified by Southern blotting and the NeoTk cassette was removed by transient FLP expression, resulting in TNG MKOS/OKMS ESC lines.

**Generation of the Nanog null (NN) MKOS ESC line.** The targeting vector for the Nanog second allele has been generated by replacing the *IRES-pac-C2-MAZ-loxP-eGFP- $\beta$ -globin pA* cassette with the *IRES-Blasticidin S deaminase gene (Bsd)-BGH pA-FRT-eGFP-IRES-hygromycin resistance gene (Hyg)-BGH pA* cassette of the *Nanog*

conditional targeting vector (Chambers et al., 2007), after exchanging the loxP site before the exon 1 with a FRT. The resulting *pConditional frt IB pA frt EGFP IH pA* vector was linearized with SpeI and electroporated into TNG MKOS ESCs. After identifying correctly targeted clones by Southern blotting, the remaining functional *Nanog* allele was removed via FLP expression. Loss of the *Nanog* gene and protein in the survived cells under hygromycin selection was confirmed by genomic PCR and Western blotting, and the bulk population was used as a *Nanog* null (NN) MKOS ES line.

**Viral infection.** For lentivirus preparation,  $2 \times 10^6$  HEK cells per 100 mm dish were seeded in MEF medium one day before transfection. 6  $\mu$ g of lentiviral vector *FUW-TetO-Nanog* (Addgene #40800) or *FUW-TetO* generated from *FUW-TetO-Nanog* by removing *Nanog* were transfected into HEK293 cells together with a second generation packaging system *psPax2* (4.5  $\mu$ g, Addgene #12260) and *pMD2.G* (1.5  $\mu$ g, Addgene #12259) using the calcium phosphate method. DNA (12  $\mu$ g in total in 427  $\mu$ l water) was mixed first with 63  $\mu$ l of 2 M  $\text{CaCl}_2$ , and then with 500  $\mu$ l of 2x HBS buffer (0.28 M NaCl, 0.05 M HEPES, 1.5 mM  $\text{Na}_2\text{HPO}_4$ , pH7.0), before administration to the cells. Twenty-four hours after transfection, the medium was replaced with fresh MEF medium. After 24 hours, virus-containing supernatants were filtered through a 0.45  $\mu$ m Whatman cellulose acetate filter and supplemented with 8  $\mu$ g/ml polybrene (Nacalai Tesque). MEFs, containing 5% transgenic MEFs and seeded at  $1 \times 10^5$  cells per well in 6 well-plates one day before infection, were incubated in the virus/polybrene-containing supernatants overnight TNG MKOS/OKMS MEF reprogramming.

**RT-PCR.** RNA extraction was performed using the TRIzol reagent (Life Technologies, 15596018), and was followed by reversion transcription with the M-MLV reverse transcriptase from Promega (M1701). Brilliant II SYBR® Green QPCR Master Mix (Agilent, 600828) was used for the real time PCR reaction. Primer sequences are listed in Table S3.

### **Supplemental Reference**

Horn, C., Hansen, J., Schnütgen, F., Seisenberger, C., Floss, T., Irgang, M., De-Zolt, S., Wurst, W., von Melchner, H., and Noppinger, P.R. (2007). Splinkerette PCR for more efficient characterization of gene trap events. *Nat. Genet.* 39, 933–934.

# Supplementary material for: Reprogramming Roadblocks Are System Dependent
**Source:** Stem Cell Reports. 2015 Aug 13;5(3):350–64. doi: 10.1016/j.stemcr.2015.07.007
**Supplement:** Document S2. Article plus Supplemental Information

## Reprogramming Roadblocks Are System Dependent

Eleni Chantzoura,<sup>1</sup> Stavroula Skylaki,<sup>2</sup> Sergio Menendez,<sup>1</sup> Shin-Il Kim,<sup>3</sup> Anna Johnsson,<sup>4</sup> Sten Linnarsson,<sup>4</sup> Knut Woltjen,<sup>3,5</sup> Ian Chambers,<sup>1</sup> and Keisuke Kaji<sup>1,\*</sup>

<http://dx.doi.org/10.1016/j.stemcr.2015.07.007>

This is an open access article under the CC BY license (<http://creativecommons.org/licenses/by/4.0/>).

### SUMMARY

Since the first generation of induced pluripotent stem cells (iPSCs), several reprogramming systems have been used to study its molecular mechanisms. However, the system of choice largely affects the reprogramming efficiency, influencing our view on the mechanisms. Here, we demonstrate that reprogramming triggered by less efficient polycistronic reprogramming cassettes not only highlights mesenchymal-to-epithelial transition (MET) as a roadblock but also faces more severe difficulties to attain a pluripotent state even post-MET. In contrast, more efficient cassettes can reprogram both wild-type and *Nanog*<sup>-/-</sup> fibroblasts with comparable efficiencies, routes, and kinetics, unlike the less efficient reprogramming systems. Moreover, we attribute a previously reported variation in the N terminus of KLF4 as a dominant factor underlying these critical differences. Our data establish that some reprogramming roadblocks are system dependent, highlighting the need to pursue mechanistic studies with close attention to the systems to better understand reprogramming.

### INTRODUCTION

Ever since the first generation of induced pluripotent stem cells (iPSCs) using retroviral vectors for *Oct4*, *Sox2*, *Klf4*, and *c-Myc* (O, S, K, and M, respectively) (Takahashi and Yamanaka, 2006), many researchers have focused on understanding the reprogramming mechanism for a more efficient and rapid generation of iPSCs. To this end, it is essential to understand the molecular roadmaps toward successful reprogramming, to identify bottlenecks, and to develop strategies to overcome these obstacles. Recently, a few detailed reprogramming roadmaps have been described from time course gene expression analyses as well as cell-surface-marker-based reprogramming intermediate subpopulation analyses (Hussein et al., 2014; O'Malley et al., 2013; Polo et al., 2012). In this context, we have reported that monitoring expression changes of CD44, ICAM1, and a *Nanog*-GFP reporter enables the tracking of the successful progression of reprogramming using a 2A-peptide-linked MKOS polycistronic reprogramming cassette (M-K-O-S in this order) (O'Malley et al., 2013). Reprogramming intermediates isolated based on their CD44/ICAM1/*Nanog*-GFP profile demonstrated an increasing probability to reach a pluripotent state concordant with the stage of progression defined by the markers. However, whether the roadmaps change when different reprogramming systems that have distinct reprogramming efficiencies are used has not been addressed yet.

Reduction of heterogeneity during reprogramming is critical for revealing molecular roadmaps and precise mechanistic analysis. In this regard, the use of 2A peptides constituted a significant improvement (Carey et al., 2009; Kaji et al., 2009; Okita et al., 2008; Sommer et al., 2009; Yusa et al., 2009). Polycistronic cassettes carrying all four factors linked with 2A peptides have simplified the reprogramming procedure and established a consistent reprogramming factor stoichiometry. On the other hand, it has also been shown that the use of distinct polycistronic vectors could result in different reprogramming efficiencies (Okita et al., 2008). This suggests that reprogramming with different polycistronic cassettes, which may have distinct stoichiometry and/or expression levels of the Yamanaka factors, could face various degrees and/or kinds of roadblocks during reprogramming.

Reprogramming in the absence of *Nanog* is one example where cells face a significant roadblock and/or deviate from the original route. *Nanog* belongs to the core transcription factors of the pluripotency transcription network and has been shown to be important for maintenance and induction of pluripotency (Chambers et al., 2003; Mitsui et al., 2003; Silva et al., 2009). Recent studies have shown that *Nanog* null mouse embryonic fibroblasts (MEFs) can give rise to iPSCs only in the presence of Vitamin C (VitC) (Schwarz et al., 2014) or with 100-fold less efficiency compared to wild-type (WT) MEFs in the absence of VitC (Carter et al., 2014). Nevertheless, *Nanog*

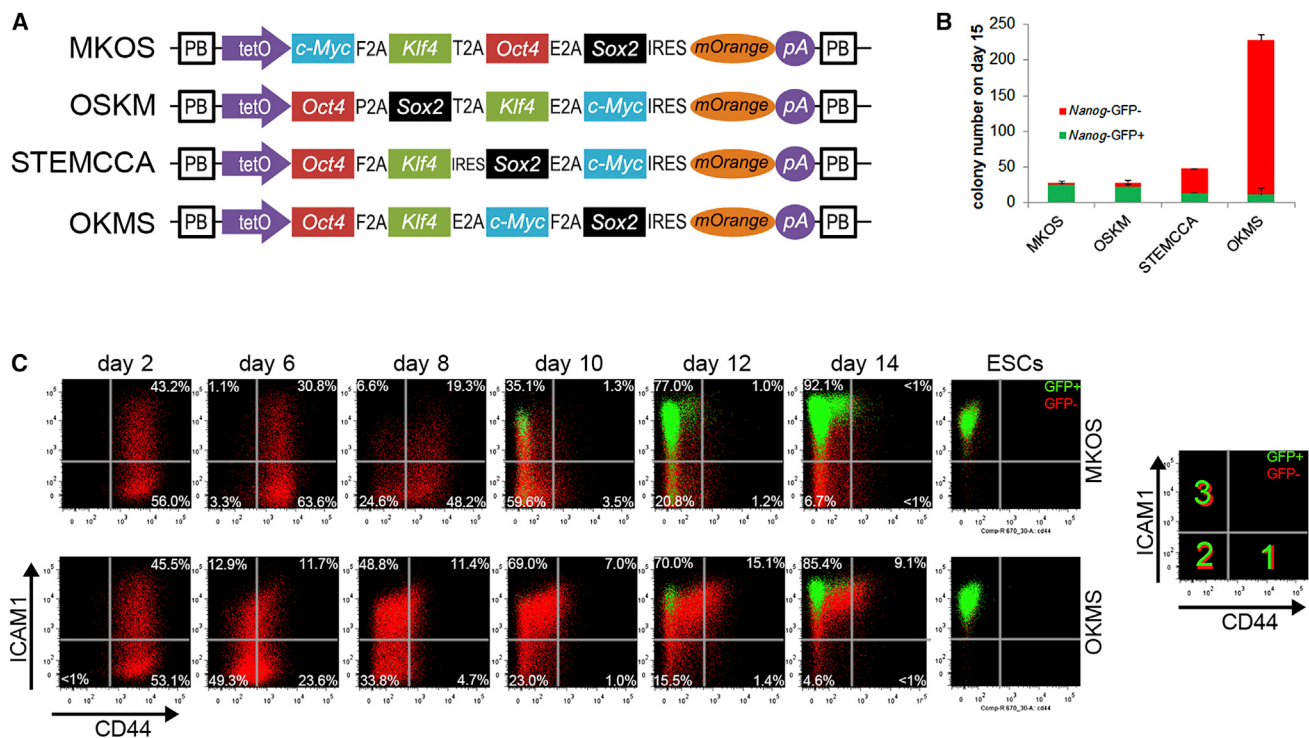

**Figure 1. PB Reprogramming with Different Polycistronic Cassettes**

(A) Structures of PB transposons carrying different polycistronic cassettes used in this study.

(B) Numbers of *Nanog*-GFP<sup>+</sup> colonies 15 days after reprogramming using the PB MKOS, OSKM, STEMCCA, or OKMS transposons. Error bars represent SD; n = 3 independent experiments.

(C) CD44, ICAM1, and *Nanog*-GFP expression changes in PB reprogramming with the MKOS or OKMS cassette. Red indicates *Nanog*-GFP<sup>-</sup>, and green indicates *Nanog*-GFP<sup>+</sup>. Gates 1, 2, and 3 indicate ICAM1<sup>low</sup>/CD44<sup>high</sup>, ICAM1<sup>low</sup>/CD44<sup>low</sup>, and ICAM1<sup>high</sup>/CD44<sup>low</sup>, respectively, as indicated in the right panel.

is still largely considered important for iPSC generation, and it has not been addressed yet whether the *Nanog*<sup>-/-</sup> cells that fail to become iPSCs halt at a certain point of the reprogramming route or divert to a different cell state.

Taking advantage of a cell surface marker profiling system and efficiently reprogrammable MEFs, we investigated reprogramming routes and roadblocks using several polycistronic cassettes and *Nanog*<sup>-/-</sup> MEFs. We demonstrate that the pattern of cell surface marker changes is different when reprogramming cassettes with distinct reprogramming efficiencies are used. The majority of reprogramming intermediates derived using a less efficient reprogramming cassette is trapped in partially reprogrammed states, concealing the route that the few iPSCs followed. On the contrary, efficient reprogramming cassettes can reprogram even *Nanog*<sup>-/-</sup> MEFs with efficiency, routes, and kinetics comparable to those of WT MEFs. Therefore, we highlight the necessity to take into consideration the reprogramming system when mechanistic analyses are performed.

## RESULTS

### Polycistronic Cassettes with Distinct Reprogramming Phenotypes

Several polycistronic cassettes carrying the four Yamanaka factors have been used for the generation of iPSCs. We previously performed a detailed analysis of MKOS-induced reprogramming routes using CD44 and ICAM1 cell surface markers in combination with a gene-targeted *Nanog*-GFP reporter (O'Malley et al., 2013). Carey et al. (2011) demonstrated that iPSC lines derived with the OSKM cassette tend to have better chimera contribution when injected into blastocysts than those derived with the STEMCCA (OKSM) cassette in the absence of VitC. Thus, we performed piggyBac (PB)-transposon-mediated reprogramming with the aforementioned MKOS, OSKM, and STEMCCA cassettes to compare their potentials to give rise to iPSC colonies (Figure 1A). We also included the OKMS cassette in our analysis (Kim et al., 2015), generated from the OKS cassette that showed the highest reprogramming efficiency among other polycistronic cassettes

containing three reprogramming factors, *Oct4*, *Sox2*, and *Klf4* (Okita et al., 2008). Indeed, the OKMS cassette gave rise to a much larger number of colonies with an embryonic stem cell (ESC)-like morphology when compared to the other constructs (Figure 1B). However, these colonies displayed limited activation of the *Nanog*-GFP reporter, suggesting that cells in most of the colonies were facing significant obstacles in reaching a fully pluripotent state (Figure 1B). The high proportion of *Nanog*-GFP<sup>−</sup> partially reprogrammed colonies was also observed when the STEMCCA cassette was used, albeit to a lesser extent (Figure 1B). Most of the colonies in both MKOS and OSKM reprogramming, which previously demonstrated similar CD44 and ICAM1 expression changes (O'Malley et al., 2013), had become *Nanog*-GFP<sup>+</sup> by day 15 (Figure 1B). We decided to focus on the comparison between MKOS and OKMS cassettes, given that they displayed the most striking differences in *Nanog*-GFP activation. Further differences stood out when we analyzed CD44, ICAM1, and *Nanog*-GFP expression changes during PB-mediated reprogramming (Figure 1C). As previously shown (O'Malley et al., 2013), reprogramming with MKOS demonstrated clear stepwise changes in CD44 and ICAM1 expression. In particular, we observed loss of the ICAM1<sup>high</sup> population (gate 1 in Figure 1C, days 6–10) and downregulation of CD44 (gate 2 in Figure 1C, days 8–10), followed by the regain of ICAM1 expression (gate 3 in Figure 1C, days 8–14) accompanied by *Nanog*-GFP induction. In contrast, OKMS reprogramming displayed a very distinct flow cytometry profile. The majority of cells had already downregulated CD44 by day 6, without any clear change in ICAM1 expression, while some cells remained CD44/ICAM1 double-positive even on day 14 (Figure 1C). Finally, *Nanog*-GFP<sup>+</sup> cells appeared only in the CD44<sup>low</sup>ICAM1<sup>high</sup> gate (gate 3 in Figure 1C) where ESCs and fully reprogrammed iPSCs are found, in contrast to MKOS reprogramming in which some cells had gained *Nanog*-GFP expression before reaching gate 3 (day 10 and day 12 in Figure 1C) (O'Malley et al., 2013). These data suggest that reprogramming systems that allow expansion of partially reprogrammed cells demonstrate distinct CD44/ICAM1 expression changes.

### MKOS/OKMS Transgenic MEF Reprogramming System

For a more precise comparison between MKOS and OKMS reprogramming, we generated a transgenic (Tg) MEF reprogramming system using all-in-one gene targeting vectors with doxycycline-inducible reprogramming factors (Figure 2A). In the previously reported reprogrammable MEF/mouse systems, either the *Col1a1* or the *Rosa26* locus was used to insert the OSKM or STEMCCA reprogramming cassette (Carey et al., 2010; Haenebalcke et al., 2013; Stadtfeld et al., 2010). The *Col1a1* systems require reverse tetra-

cycline-controlled transactivator (rtTA) expression from another locus such as the *Rosa26* locus; therefore, two rounds of gene targeting are necessary (Carey et al., 2010; Stadtfeld et al., 2010). When MEFs from the *Rosa26* system carry both the reprogramming and an rtTA cassette at the same locus, transgene induction occurred only in 9% (heterozygous) or 15% (homozygous) of MEFs, indicating that the *Rosa26* locus is not optimal for placement of the doxycycline-inducible transgenes (Haenebalcke et al., 2013). In our system, a vector carrying a doxycycline-inducible MKOS or OKMS reprogramming cassette along with a CAG-promoter (chicken  $\beta$ -actin promoter with cytomegalovirus [CMV] enhancer)-driven rtTA cassette was targeted into the third intron of the *Sp3* gene of the TNG ESC line, which contains a *Nanog*-GFP reporter (Chambers et al., 2007), resulting in TNG MKOS or TNG OKMS ESCs. The *Sp3* locus was identified in an iPSC line with a single integration of the PB MKOS reprogramming transposon, D6s4B5, previously used for efficient secondary reprogramming (O'Malley et al., 2013). TNG MKOS or TNG OKMS ESCs were used to generate chimeric embryos, from which Tg MEFs (TNG MKOS or TNG OKMS MEFs) were prepared. Tg MEFs could be identified by culturing cells in the presence of doxycycline, resulting in the expression of an mOrange reporter linked to the reprogramming cassettes with an *ires* sequence (imO; Figure 2A). Similarly to the PB MKOS reprogramming, almost all the colonies from TNG MKOS MEFs had gained robust *Nanog*-GFP expression by day 12 (Figures 2B–2D). In contrast, TNG OKMS MEFs showed increased proliferation of Tg cells and gave rise to more ESC-like colonies. However, these colonies bore heterogeneous activation of the *Nanog*-GFP reporter (Figures 2B–2E), consistent with the previously observed PB reprogramming phenotype using OKMS cassettes (Figure 1B). Importantly, *Nanog*-GFP<sup>+</sup> cell lines established from both TNG MKOS and TNG OKMS reprogramming could contribute to live chimeras (Figure 2F), demonstrating that both MKOS and OKMS systems could generate bona fide iPSCs.

### OKMS Reprogramming-Specific Roadblocks

In order to characterize the intermediate subpopulations during MKOS and OKMS reprogramming, we analyzed the expression changes of E-cadherin (E-CAD; also known as CDH1), CD44, ICAM1, and *Nanog*-GFP with flow cytometry (Figures 3A and 3B). E-CAD is a hallmark of mesenchymal-to-epithelial transition (MET) that is an essential step in the early stage of reprogramming from MEFs to iPSCs. Factors that facilitate MET have been reported to enhance reprogramming efficiency (Samavarchi-Tehrani et al., 2010; Li et al., 2010). As we previously reported (O'Malley et al., 2013), ~90% of cells undergoing MKOS reprogramming were E-CAD<sup>+</sup> by day 5, indicating that MET is

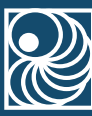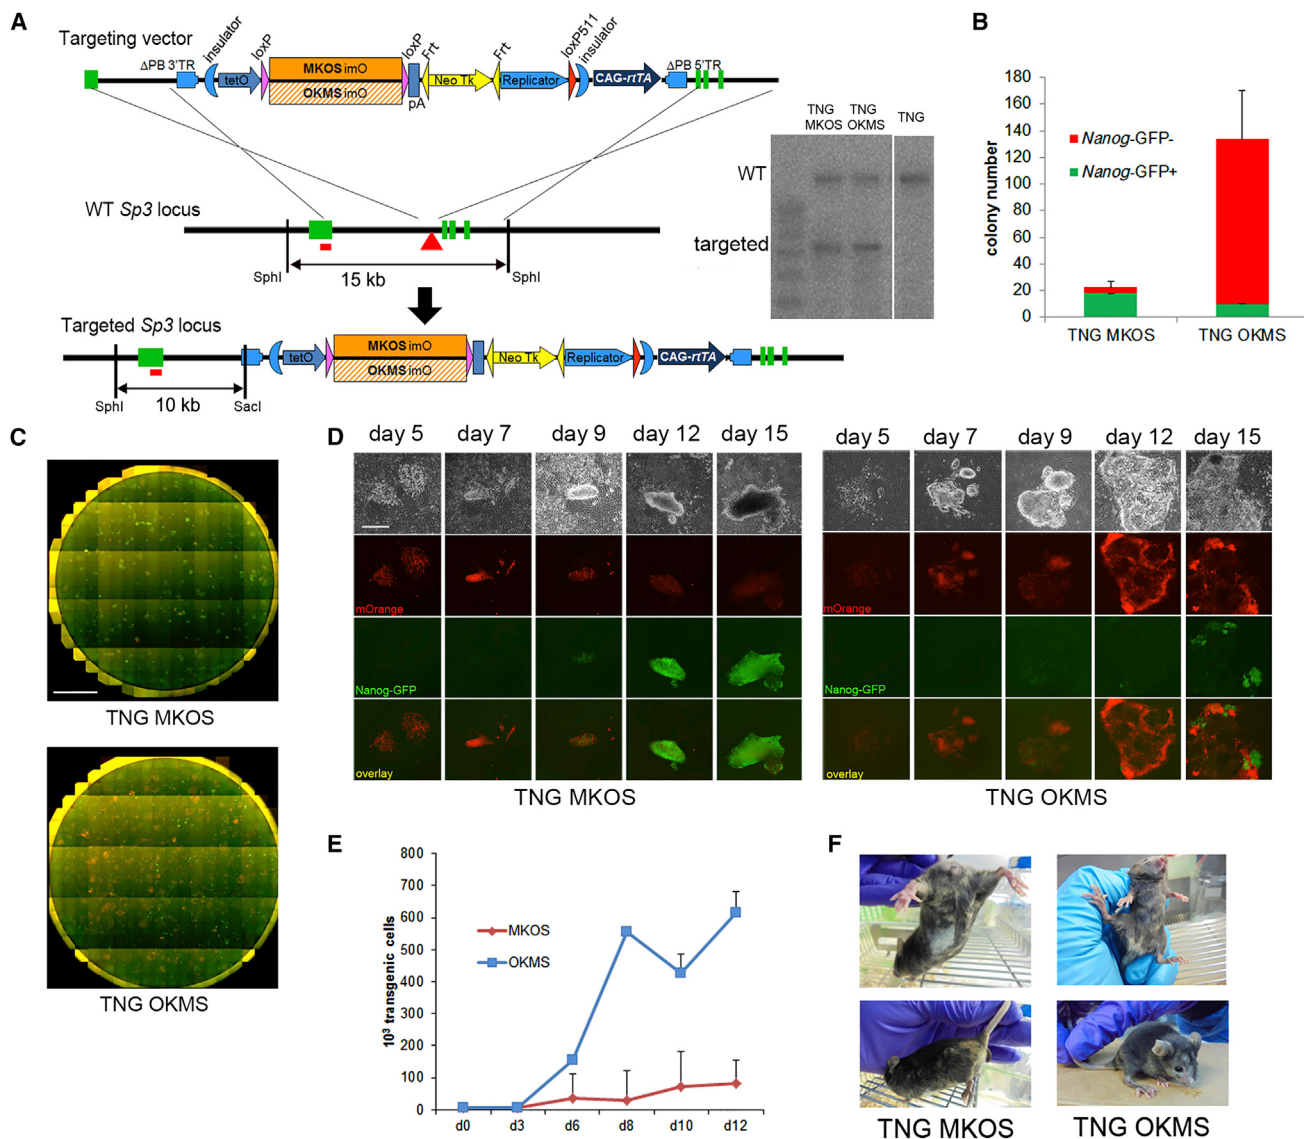

**Figure 2. TNG MKOS/OKMS MEF Reprogramming System**

(A) The *Sp3* locus targeting scheme and Southern blot analysis. The green boxes represent *Sp3* exons 1–4 from the right side. The red triangle in the third intron indicates the PB transposon integration site identified in the D6s4B5 iPSC line. SacI/SphI double-genome digestion yielded WT 15 kb and targeted 10-kb fragments detected by the probe indicated as a red bar. pA, poly(A) signal.

(B) Number of *Nanog*-GFP<sup>+</sup>/GFP<sup>-</sup> colonies on day 15 of TNG MKOS/OKMS reprogramming. Error bars represent SD; n = 3 independent experiments.

(C) Whole-well merged images of mOrange (red) and *Nanog*-GFP (green) on day 15 of TNG MKOS/OKMS reprogramming. Scale bar, 7 mm.

(D) Tracking images of a typical TNG MKOS or OKMS reprogramming colony from days 5 to 15. Scale bar, 500  $\mu$ m.

(E) Tg cell numbers during TNG MKOS/OKMS reprogramming. Error bars represent SD; n = 3 independent experiments.

(F) Chimeric mice generated with TNG MKOS or OKMS iPSC lines.

not a major barrier in MKOS reprogramming (Figures 3A and 3B, upper panels). In contrast, during OKMS reprogramming, only about 45% of *Nanog*-GFP<sup>-</sup>/mOrange<sup>+</sup> cells expressed E-CAD even on day 10, highlighting that the difficulty to go through MET during reprogramming is system dependent (Figures 3A and 3B, bottom panels). Next, we

aimed to compare how the pre- and post-MET populations progress toward an iPSC state in MKOS and OKMS reprogramming. For this purpose, we sorted E-CAD<sup>+/+</sup> *Nanog*-GFP<sup>-</sup> reprogramming intermediates from the CD44<sup>low</sup> ICAM1<sup>low</sup> (2NG<sup>-</sup>) and CD44<sup>low</sup> ICAM1<sup>high</sup> (3NG<sup>-</sup>) gates on day 10 (Figure S1A) and plated them in reprogramming

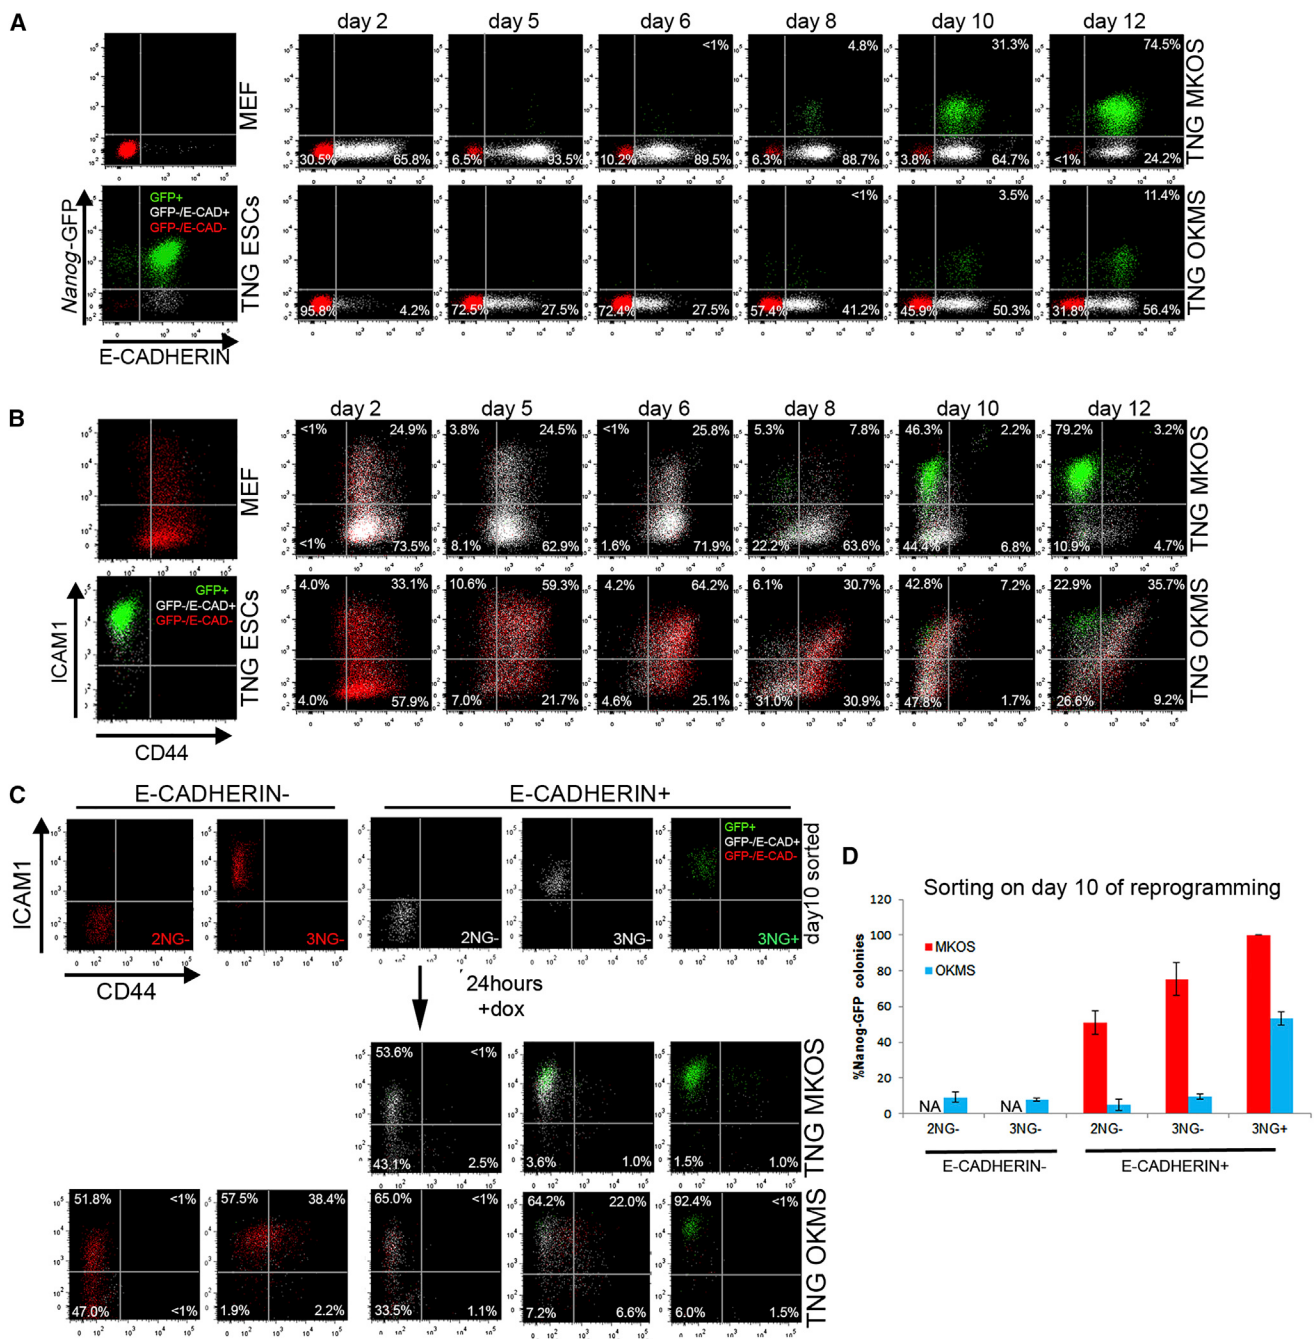

**Figure 3. Inefficient Reprogramming Progression of OKMS Reprogramming Intermediates**

(A) E-CAD and *Nanog*-GFP expression changes during TNG MKOS/OKMS reprogramming. Red indicates E-CAD<sup>-</sup> *Nanog*-GFP<sup>-</sup>, white indicates E-CAD<sup>+</sup> *Nanog*-GFP<sup>-</sup>, and green indicates E-CAD<sup>+</sup> *Nanog*-GFP<sup>+</sup>.

(B) CD44 and ICAM1 expression changes during TNG MKOS/OKMS reprogramming with E-CAD, *Nanog*-GFP expression color codes in (A).

(C) Flow cytometry analysis of sorted day-10 E-CAD<sup>-/-</sup> 2NG<sup>-</sup> (*Nanog*-GFP<sup>-</sup> CD44<sup>-</sup> ICAM1<sup>-</sup>), 3NG<sup>-</sup> (*Nanog*-GFP<sup>-</sup> CD44<sup>-</sup> ICAM1<sup>+</sup>), and 3NG<sup>+</sup> (*Nanog*-GFP<sup>+</sup> CD44<sup>-</sup> ICAM1<sup>+</sup>) cells after a 24-hr culture. dox, doxycycline.

(D) E-CAD<sup>-/-</sup> 2NG<sup>-</sup>, 3NG<sup>-</sup>, and 3NG<sup>+</sup> (*Nanog*-GFP<sup>+</sup> CD44<sup>-</sup> ICAM1<sup>+</sup>) cells on day 10 were seeded at clonal density, and *Nanog*-GFP<sup>+</sup> iPSC colonies were counted after 10 days of further culture. The graph depicts the relative *Nanog*-GFP<sup>+</sup> CFA compared to that of MKOS 3NG<sup>+</sup> cells. Error bars represent SD; n = 3 independent experiments.

conditions. E-CAD<sup>−</sup> populations, which were abundant only in OKMS reprogramming, had gained neither E-CAD nor *Nanog*-GFP expression 24 hr after sorting (Figure 3C). Both MKOS and OKMS E-CAD<sup>+</sup> 2NG<sup>−</sup> cells progressed to the 3NG<sup>−</sup> gate in a similar manner. However, OKMS 3NG<sup>−</sup> cells produced only 2.5% *Nanog*-GFP<sup>+</sup> cells 24 hr after sorting, whereas their MKOS counterparts yielded 21.9% *Nanog*-GFP<sup>+</sup> cells (Figure 3C). Even 72 hr after sorting, only 14% *Nanog*-GFP<sup>+</sup> cells were observed from the OKMS E-CAD<sup>+</sup> 3NG<sup>−</sup> population (Figure S1B). Accordingly, pre- or post-MET 2NG<sup>−</sup> and 3NG<sup>−</sup> cells sorted from OKMS reprogramming hardly formed any iPSC colonies when seeded at clonal density and cultured for a further 10 days in reprogramming conditions (Figure 3D). On the other hand, their MKOS counterparts demonstrated increasing colony formation ability (CFA) from the 2NG<sup>−</sup> to the 3NG<sup>−</sup> stage (Figure 3D) (O'Malley et al., 2013). Similarly, OKMS intermediates sorted on day 8 of reprogramming had reduced CFA, indicating that the majority of them had lower potential to form iPSCs, regardless of the timing of the analysis (Figure S1C). However, even in OKMS reprogramming, *Nanog*-GFP<sup>+</sup> cells from the CD44<sup>lo</sup>-wICAM1<sup>high</sup> gate (3NG<sup>+</sup> cells) had increased CFA, reaching about 60% of the MKOS 3NG<sup>+</sup> cells (Figure 3D). These data indicate that intermediate populations from MKOS and OKMS reprogramming, even with the same E-CAD, CD44, and ICAM1 expression patterns, had very distinct probabilities to progress toward iPSCs before gaining *Nanog*-GFP expression. It is likely that the majority of OKMS intermediates face more severe challenges than MKOS intermediates, and only very few cells can reach a pluripotent state.

### RNA-Sequencing Analysis of MKOS/OKMS Reprogramming Intermediates

To further characterize the 2NG<sup>−</sup> and 3NG<sup>−</sup> intermediate populations in MKOS/OKMS reprogramming, we performed RNA-sequencing analysis including WT/MKOS/OKMS MEFs, 3NG<sup>+</sup> cells, and doxycycline-independent iPSCs from MKOS/OKMS reprogramming, as well as WT, TNG, and TNG MKOS/OKMS ESCs. Hierarchical clustering (average of replicates, all genes) revealed four major branches: (1) MEFs; (2) TNG OKMS E-CAD<sup>+/−</sup>, 2NG<sup>−</sup>, and 3NG<sup>−</sup>; (3) TNG MKOS E-CAD<sup>+</sup>, 2NG<sup>−</sup>, and 3NG<sup>−</sup>; and (4) TNG MKOS/OKMS 3NG<sup>+</sup>, iPSCs, and ESCs (Figure 4A). Principal-component analysis (PCA) with all genes clearly showed that MKOS reprogramming intermediates (2NG<sup>−</sup> and 3NG<sup>−</sup>) were distinct from E-CAD<sup>+</sup> and from E-CAD<sup>−</sup> 2NG<sup>−</sup> and 3NG<sup>−</sup> cells in OKMS reprogramming (Figure 4B), in agreement with their different CFAs (Figure 3D). In contrast to the *Nanog*-GFP<sup>−</sup> intermediates and consistent with the increased colony formation efficiency, OKMS *Nanog*-GFP<sup>+</sup> (3NG<sup>+</sup>) cells clustered together with MKOS

3NG<sup>+</sup> as well as iPSCs and ESCs (Figure 4B). Next, we identified differentially expressed genes (DEGs; false discovery rate  $\leq 0.05$ ) by comparing neighboring samples of the MKOS and OKMS reprogramming samples, respectively, and assigned each DEG to one of five groups (A–E) with distinct expression dynamics as defined by k-means clustering (Figure 4C). Most of the DEGs in MKOS and OKMS reprogramming overlap (6,126 of a total 7,291 DEGs in MKOS and 7,418 DEGs in OKMS), and their distribution into the five categories was also similar (Figure 4D). However, there were three large groups of genes that displayed different dynamics between MKOS and OKMS: (1) DEGs that displayed delayed downregulation in the OKMS reprogramming, i.e., 28.7% (435) of MKOS class A DEGs (1,514) overlapped with OKMS class B DEGs (MA\_OB DEGs); (2) DEGs that had delayed downregulation in the MKOS reprogramming, i.e., 25.4% (579) of MKOS class B DEGs (2278) overlapped with OKMS class A DEGs (MB\_OA DEGs); and, finally, (3) DEGs that displayed delayed upregulation in the OKMS reprogramming, i.e., 32.6% (612) of MKOS class D DEGs (1,873) overlapped with OKMS class E DEGs (MD\_OE DEGs). Names of all DEGs in MKOS or OKMS reprogramming and the cross-overlapping DEGs are shown in Table S1. The most enriched gene ontology (GO) terms in the cross-classified MA\_OB DEGs were “regulation of transcription” and “pattern specification process,” with Benjamini FDRs of  $7.5 \times 10^{-3}$  and  $6.5 \times 10^{-3}$ , respectively (Benjamini and Hochberg, 1995). Genes with these GO terms include *Hoxa2*, *Hoxb5*, *Hoxc10*, and *Hoxd10*, and these genes associated with body pattern formation were downregulated more rapidly in MKOS reprogramming (Figure S2; Table S1). GO terms with the highest enrichment in MA\_OB DEGs were “actin binding” and “cytoskeletal protein binding” (both with Benjamini  $1.4 \times 10^{-11}$ ). Genes with these highly enriched GO terms includes *Aif1l*, *Cap1*, *Capg*, *Capzb*, *Cnn1*, *Myo1c*, and *Myo1d* and were, indeed, more slowly downregulated in MKOS reprogramming (Figure S2; Table S1). It was surprising that downregulation of some genes occurred more slowly in the more efficient MKOS reprogramming system. Roles of these genes in reprogramming might be worth investigating in the future. MD\_OE DEGs were rich in genes with GO terms associated with cell cycles and transcription, including multiple pluripotency genes (Figure S2; Table S1). Gene expression scatterplots revealed that many of these transcription factors were differentially expressed ( $>1.5$ -fold) in the 2NG<sup>−</sup> and 3NG<sup>−</sup> intermediate subpopulations, suggesting a potential contribution to the distinct probability to form iPSC colonies (Figure 4E). Interestingly, both the PCA and the heatmap demonstrated that MKOS 3NG<sup>+</sup> cells still maintained some characters of 3NG<sup>−</sup> cells, but OKMS 3NG<sup>+</sup> cells were very distinct from 3NG<sup>−</sup> cells and almost indistinguishable

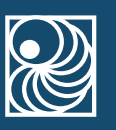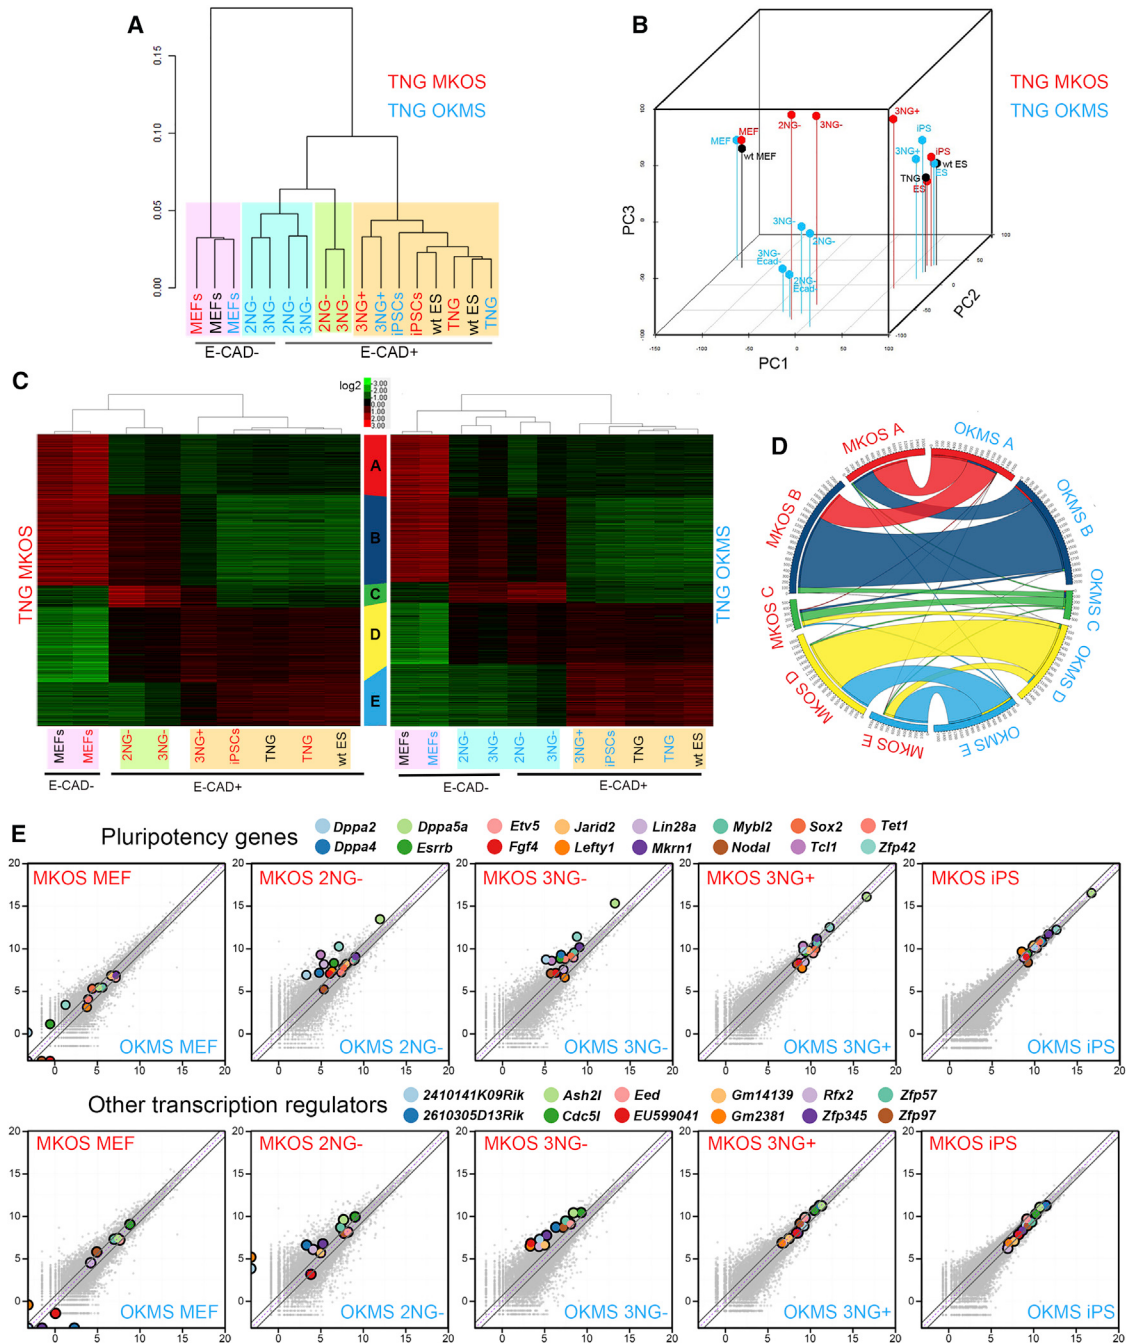

**Figure 4. Distinct Gene Expression Profiles of MKOS/OKMS Reprogramming Intermediates**

(A) Hierarchical clustering of replicate averages with all genes.

(B) PCA. Red or blue dots represent cells with MKOS or OKMS cassettes, respectively. Black dots represent cells without the reprogramming cassettes.

(C) Expression heatmaps of MKOS/OKMS reprogramming with hierarchical clustering using DEGs, which were grouped to five clusters with distinct expression dynamics.

(D) A chord diagram demonstrating three cross-classified DEG groups between MKOS A and OKMS B (MA\_OB), MKOS B and OKMS A (MB\_OA), and MKOS D and OKMS E (MD\_OE).

(E) Whole-transcriptome scatterplots highlighting the pluripotency genes (upper panels) and other transcription regulators (lower panels) identified in the MD\_OE DEGs. The gray diagonal lines represent 1.5-fold differences in the expression levels.

from iPSCs/ESCs (Figures 4B and 4C). These data indicated that the majority of OKMS 3NG<sup>-</sup> cells were trapped in a partially reprogrammed state, and the transition to a fully reprogrammed state was difficult to track in the OKMS reprogramming system. It is not clear whether the few successfully reprogrammed OKMS 3NG<sup>+</sup> cells came sporadically from the trapped state or whether a very small number of cells in OKMS reprogramming experienced gene expression changes as in MKOS reprogramming. Our analyses highlight the importance of characterizing the efficiency of cellular state transitions in conjunction with gene expression profiling when investigating reprogramming routes.

### The N-Terminal Nine Amino Acids of *Klf4* in the Polycistronic Reprogramming Cassettes Determine the Marker Expression Changes

While this manuscript was under revision, Kim et al. (2015) reported that the currently available polycistronic reprogramming cassettes containing four Yamanaka factors can be classified into two groups: those carrying a long *Klf4* (*Klf4<sub>L</sub>*, currently annotated as full length) or those carrying a short *Klf4* (*Klf4<sub>S</sub>*, missing the nine N-terminal amino acids of *Klf4<sub>L</sub>*) (Figure S3A). Interestingly, *Klf4<sub>S</sub>* produced less protein compared to *Klf4<sub>L</sub>* when used in the polycistronic cassettes (Figure S3B) (Kim et al., 2015). The polycistronic reprogramming cassettes containing *Klf4<sub>S</sub>*, such as OKMS, had lower reprogramming efficiency, which could be rescued by replacing *Klf4<sub>S</sub>* with *Klf4<sub>L</sub>* (OK<sup>+9</sup>MS) (Kim et al., 2015). Thus, we investigated whether the aforementioned differences in the expression patterns of E-CAD, CD44, and ICAM1 were also due to the difference in *Klf4*. Strikingly, reprogramming with OK<sup>+9</sup>MS and STEMCCA<sup>+9</sup>, carrying the *Klf4<sub>L</sub>*, demonstrated expression changes of all those markers, as well as *Nanog*-GFP, similar to those of MKOS reprogramming (Figures 5A and 5B). Recently, Nishimura et al. (2014) demonstrated that reducing the amount of KLF4 using a drug-inducible protein stabilization system resulted in the generation of partially reprogrammed cells trapped at different stages of reprogramming. In addition, *Klf4* is involved in promoting MET (Li et al., 2010). Our data demonstrate that clear stepwise CD44 and ICAM1 expression changes during reprogramming are also associated with the robust expression of *Klf4*.

### Lack of *Nanog* Does Not Constitute a Roadblock in MKOS Reprogramming

CD44 and ICAM1 markers revealed distinct molecular signatures between MKOS and OKMS reprogramming intermediates. Thus, we decided to further apply this marker analysis where significant roadblocks or route deviations were expected; namely, *Nanog*<sup>-/-</sup> MEF reprogramming. *Nanog* has been reported to be essential for the generation

of iPSCs (Silva et al., 2009), and overexpression of *Nanog* along with the Yamanaka factors increased efficiency and accelerated kinetics of reprogramming (Hanna et al., 2009). Two groups have recently reported the successful generation of *Nanog*<sup>-/-</sup> iPSCs. However, reprogramming of the *Nanog* null MEFs either was 100-fold less efficient than WT MEFs (Carter et al., 2014) or required the inclusion of VitC in the reprogramming conditions (Schwarz et al., 2014). Taken together, these results suggested that the absence of *Nanog* presents a significant reprogramming roadblock.

To elucidate reprogramming barriers associated to *Nanog* deficiency, we first generated *Nanog*<sup>-/-</sup> ESCs by targeting the remaining intact *Nanog* allele of the TNG MKOS ESCs, from which *Nanog* null (*Nanog*<sup>G/G</sup>) MKOS MEFs could be derived (Figure 6A; Figure S4A). We then induced expression of MKOS and analyzed ICAM1 and CD44 dynamic changes during reprogramming. Surprisingly, we could only detect a slight delay, if any, in CD44 downregulation but with accelerated *Nanog*-GFP expression, indicating activation of the *Nanog* promoter (Figure 6B). The CFA and *Dppa3* and *Dppa4* expression of *Nanog*<sup>G/G</sup> 3NG<sup>+</sup> (CD44<sup>-</sup>ICAM1<sup>+</sup>*Nanog*-GFP<sup>+</sup>) cells on day 10 was similar to that of *Nanog*<sup>G/+</sup> 3NG<sup>+</sup> cells, indicating that not only the cell surface markers but also the phenotypic characteristics are comparable (Figures 6C and S4C). We confirmed the absence of *Nanog* expression in the *Nanog*<sup>G/G</sup> iPSC lines, as well as pluripotency gene expression (Figures 6D and 6E). Chimera contribution demonstrated that the *Nanog*<sup>G/G</sup> iPSCs were indeed pluripotent (Figure 6F). *Nanog*<sup>G/G</sup> MKOS MEFs produced as many *Nanog*-GFP<sup>+</sup> colonies as TNG MKOS MEFs, not only in the presence but also in the absence of VitC (Figures 6G, 6H, and S4B). Despite displaying slightly increased *Nanog*-GFP expression, which could be due to the two *Nanog*-GFP alleles in *Nanog*<sup>G/G</sup> cells and/or lack of the auto-repression by NANOG protein (Fidalgo et al., 2012; Navarro et al., 2012), our results demonstrate that there is no clear additional roadblock in *Nanog* null MKOS MEF reprogramming. Thus, the previously described *Nanog* null reprogramming phenotypes might have been a product of the reprogramming systems used in these studies.

### Cassette-Dependent Phenotypes of *Nanog* Null MEF Reprogramming

To date, all the reported *Nanog*<sup>-/-</sup> MEF reprogramming experiments have been carried out with the STEMCCA reprogramming cassette or four retroviral vector reprogramming systems (Carter et al., 2014; Schwarz et al., 2014; Silva et al., 2009), both of which tend to generate a high proportion of partially reprogrammed cells, unlike MKOS cassette-mediated reprogramming. To further investigate whether our ability to efficiently reprogram *Nanog*<sup>-/-</sup>

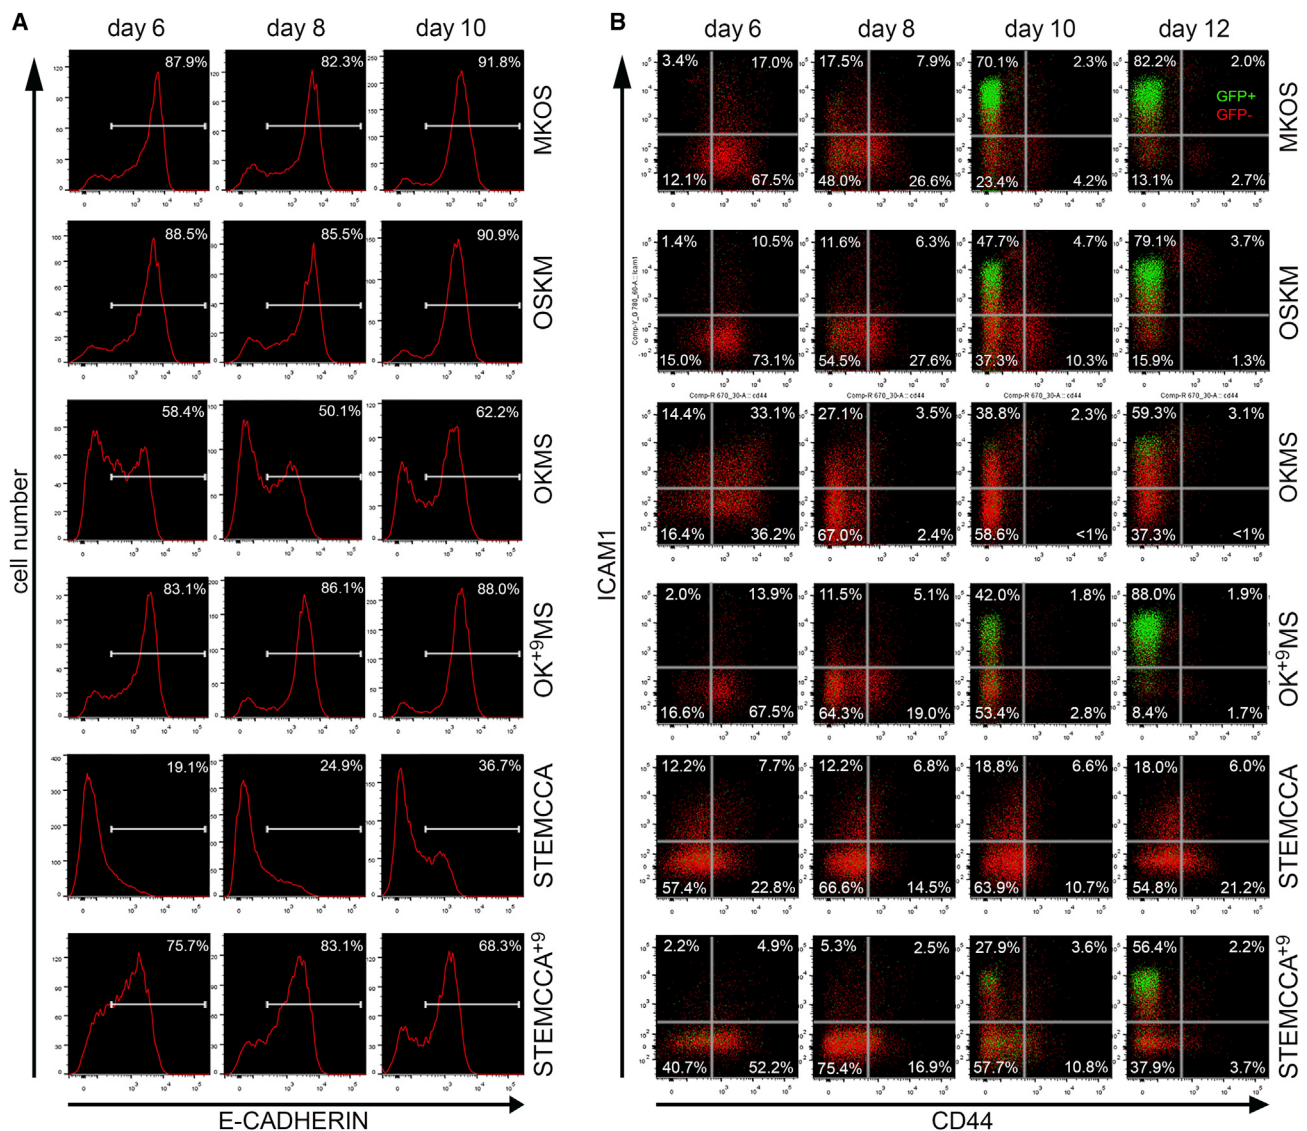

**Figure 5. *Klf4<sub>L</sub>* Restores Surface Marker and *Nanog*-GFP Expression Patterns during Reprogramming**  
(A) E-CAD upregulation in PB reprogramming with the MKOS, OSKM, OKMS, OK<sup>+</sup>9MS, STEMCCA, and STEMCCA<sup>+</sup>9 cassettes.  
(B) CD44, ICAM1, and *Nanog*-GFP expression in MKOS, OSKM, OKMS, OK<sup>+</sup>9MS, STEMCCA, and STEMCCA<sup>+</sup>9 reprogramming. Red indicates *Nanog*-GFP<sup>-</sup>, and green indicates *Nanog*-GFP<sup>+</sup>.

MEFs was due to the MKOS reprogramming cassette, we performed *Nanog* null MEF reprogramming using PB transposons with various polycistronic cassettes described earlier. A *Nanog* null ESC line constitutively expressing GFP, RCNβH-B(t), was used to obtain *Nanog* null MEFs through morula aggregation (Chambers et al., 2007). A mixture of GFP<sup>+</sup> *Nanog* null and GFP<sup>-</sup> WT MEFs harvested from chimeric embryos was reprogrammed in the presence or absence of VitC (Figure 6I). To assess reprogramming efficiency, cells were stained for DPPA4 after 15 days of doxycycline administration, and relative reprogramming efficiencies of WT and *Nanog* null MEFs were calculated by normalizing the DPPA4<sup>+</sup> colony numbers by the numbers of GFP<sup>-</sup> WT and GFP<sup>+</sup> *Nanog* null MEFs on day 0 (Figure 6J). Even in this primary PB reprogramming setting, the lack of *Nanog* did not significantly affect the reprogramming efficiency in either the presence or the absence of VitC when the MKOS or OSKM cassette was used (Figure 6J). Similarly, *Nanog*<sup>-/-</sup> MEFs reprogrammed with the OKMS cassette did not show an evident reduction of iPSC colony formation in comparison to WT MEFs in the presence of VitC (Figure 6J). However, the reduction of reprogramming efficiency became severe in the absence of VitC, ending up to 70% lower than WT (Figure 6J). Interestingly, the STEMCCA

cassette could not overcome the lack of *Nanog* even in the presence of VitC, wherein *Nanog* null MEFs had 60%–70% reprogramming efficiency reduction (Figure 6J). Surprisingly, these reduced reprogramming efficiencies of *Nanog*<sup>−/−</sup> cells with the OKMS and STEMCCA cassettes were almost completely or partially rescued with OK<sup>+</sup>9MS and STEMCCA<sup>+</sup>9, respectively (Figure 6J). In summary, *Nanog* expression appeared more critical in less efficient reprogramming conditions. Absence of endogenous *Nanog* had little impact on reprogramming, either in the presence or absence of VitC, when more efficient polycistronic reprogramming cassettes with *Klf4*<sub>L</sub> were used. Comparing reprogramming efficiency between WT morula-derived MEFs and *Nanog* null ESC-derived MEFs that did not go through germline may not be a perfect setup. However, the previous works had taken similar approaches and concluded that endogenous *Nanog* was critical for efficient reprogramming, even though it was not absolutely essential for the iPSC generation (Carter et al., 2014; Schwarz et al., 2014). Thus, previous results reporting *Nanog* importance in the iPSC generation were probably due to inefficient and/or less homogenous reprogramming systems, such as viral delivery of the reprogramming factors or use of the polycistronic cassette with *Klf4*<sub>S</sub>. Notably, addition of exogenous *Nanog* expression could increase the reprogramming efficiency in both TNG MKOS and TNG OKMS reprogramming systems, in agreement with previous observations in various reprogramming systems (Figures 6K and S4D) (Hanna et al., 2009; Silva et al., 2009). Therefore, the molecular mechanisms of reprogramming enhancement both by endogenous *Nanog* in inefficient reprogramming systems and by exogenous *Nanog* even in efficient reprogramming systems are of interest.

## DISCUSSION

To elucidate the precise molecular mechanisms of reprogramming and improve its efficiency and kinetics, it is critical to generate molecular route maps and identify roadblocks to regain pluripotency. Several different reprogramming systems have been used for this purpose. In this work, we have reported that polycistronic reprogramming cassettes with the four Yamanaka factors in different orders have distinct potentials to produce fully reprogrammed cells as well as cells trapped in partially reprogrammed states due to distinct severity and/or type of molecular obstacles.

### Reprogramming Routes

Using the MKOS and OKMS cassettes, we have demonstrated that the pattern of E-CAD, CD44, and ICAM1 expression changes and the gene expression profiles of

How the deposited data were processed for this re-analysis (not part of the article)

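RNA of 48 libraries from 20 conditions was sequenced with the STRT method. The conditions are 8 sorted populations of MKOS and OKMS reprogramming with 3 libraries each, and MEFs, iPSCs, and ESCs with 2 libraries for each condition. The condition and the replicate number of each library were taken from the sample labels and checked against the paper, and every column of the count table was matched to a library by its name. The paper gives day 10 for the sorted populations, whereas the culture protocol in the labels gives 10 or 15 days. The iPSC line D6 is the line D6s4B5 of the paper, whose text does not mention its RNA-seq.

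The authors made the deposited counts with the STRT pipeline that their methods cite, in which reads are controlled for quality, aligned, and counted per transcript, and no normalization or filter was applied to them. Per the file header, reads with several positions were assigned to the most 5′ exonic position and were included in the counts, and repeats were summed over both strands. The aligner's version, the annotation, and molecular identifiers are not named in the paper's text or in the header. The table holds 24264 transcripts, 1554 repeat types, and 104 spike-in RNAs, with 337568013, 85767741, and 251703 reads. Since STRT reads only the 5′ end of a transcript, a count depends on how completely the 5′ ends were captured and on where the annotation places the start, and genes with close copies elsewhere receive reads that cannot be told apart. The methods name the mouse build NCBI37.1 (mm9). Of the 21264 gene symbols shared with the mm9 annotation, 5.65% had the position that the file gives inside the gene, against 61.9% of the 20674 symbols shared with a GRCm38 gene table, so only chromosomes are given here and no coordinates.

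Between 1429717 and 14174725 reads per library were counted on transcripts, with a median of 6243255. A library had between 10884 and 14885 transcripts with at least 1 read. Repeats took 14.2% to 33.1% of all reads, and mitochondrial genes took 3.33% to 13.6% of the reads on transcripts. The smallest level that 3 reads can show was 0.212 to 2.10 CPM, and this floor covers counting error only, since PCR copies of a molecule were not removed. CPM was computed from the deposited counts as the reads of a transcript scaled by all reads on transcripts of its library.

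Conditions were compared with edgeR 4.0.16 in R 4.3.3. TMM factors were computed, low-count genes were removed with edgeR's default filter by condition, and a quasi-likelihood model with 1 coefficient for each of the 20 conditions was fitted to all 48 libraries. The common dispersion was 0.217. Genes with a Benjamini-Hochberg FDR of at most 0.05 were called. Standard errors of log2 fold changes were derived as the absolute log2 fold change divided by the square root of the test's F. They are approximate, above all for genes with few reads or with a change near 0. Neighbors along each route followed the order of the columns of Table S1, and the iPSCs without doxycycline were used because their averages equal the values of that table. The delay of a gene is the log2 change from MEFs to the average of E-CAD+ 2NG- and 3NG- cells in OKMS, minus the same change in MKOS. Variance-stabilized counts were computed with DESeq2 1.42.0 without regard to the conditions. These were used for hierarchical clustering, PCA, k-means with 5 clusters and 50 starts, and the positions of 3NG+ libraries. Distances and positions were compared with exact permutation tests. Tables were prepared with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, and SciPy 1.17.1, and figures with Matplotlib 3.10.9. The tests were tried on simulated counts of 15199 genes, 200 of which were changed 4-fold between groups of 3 libraries. The quasi-likelihood test called 130 genes, 128 of them changed and 2 unchanged, and DESeq2's Wald test called 149, 140 of them changed. The fit to the compared libraries alone called 114 genes, 107 of them changed and 7 unchanged. The changed genes were picked among genes with more reads, and no effect shared by libraries of the same number was simulated. The shares of false calls therefore need not hold for the real libraries.

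The replicate numbers of the sorted populations come from the sample labels, and neither the labels nor the paper say whether the same number means the same experiment. Libraries with the same number were paired in the fits with the replicate number as a block because their deviations were correlated, at 0.114 over 84 pairs. The mean correlation was 0.0899 among the libraries numbered 1, 0.0714 among those numbered 2, and 0.181 among those numbered 3, and it was 0.0632 over the 45 same-numbered pairs of an MKOS with an OKMS library.

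The values of Table S1 were matched to averages of every subset of the libraries of each population. The averages of 29 libraries equal them, and whether the paper's other analyses used these libraries is not stated. With the 12 libraries of conditions that Table S1 does not hold or that do not match it (WT MEFs, E14 and TNG ESCs, D6, and the iPSCs in 2i medium), 41 libraries are called the Table S1 libraries, and 7 sorted libraries are left out. The alternatives tried were DESeq2's Wald test, DESeq2's size factors in edgeR, no filter on low counts, fits to the libraries compared alone, the replicate block, each sorted replicate left out, the iPSCs in 2i medium or both kinds of iPSCs, OKMS without the E-CAD- populations, E-CAD+ and E-CAD- intermediates together for the delay, log2 CPM with a pseudocount of 1, genes of at least 10 reads on average, Spearman's rho, complete linkage, iPSCs as the end point, DEGs only, scaling to unit variance, DEGs from DESeq2, and another random seed. The Table S1 libraries as an alternative, the iPSC replicates left out, and the alternatives for repeat types were chosen after seeing the data.

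The genes named are all genes that the paper names in its RNA-seq text, in Figure 4E, in Figure S2, or in the expression tables of Table S1. To these were added the sorting markers *Cdh1*, *Cd44*, *Icam1*, and *Nanog*, the factors *Pou5f1*, *Sox2*, *Klf4*, and *Myc*, and for MKOS against OKMS E-CAD+ 3NG- cells the 5 genes in each direction with the largest log2 fold change among those with an FDR of at most 0.05, an average of at least 10 CPM in the higher group, and no overlap between the libraries, of which 1 is not reported here. In the same way 3 genes in each direction were taken for the iPSCs in 2i medium and for the difference between the cassettes in the step to 3NG+, where only 4 genes were called. *Xist* and the Y chromosome genes were chosen after their values were seen. Enrichment of Gene Ontology terms was not analysed here. The flow cytometry and imaging experiments were not analysed here either.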

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

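Of the tests in this part, those of the repeat types behind a high share of repeat reads and of the mitochondrial reads behind a low share of the top genes were chosen only after the result was seen. The other tests, and all alternatives except those named as chosen after seeing the data, were fixed before the data were examined.

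Each library but those of D6 was compared with the others of its kind of cell for depth, genes with a read, repeat reads, mitochondrial reads, and the share of the 10 genes with the most reads. Over 40 groups and measures, 3 libraries stood apart by Dixon's test at the 95% level, where chance gives 2. The number is therefore close to what chance gives, and no biological explanation was tested for any of the 3.

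In MKOS 3NG+ replicate 1, 33.1% of the reads were on repeats, and the next-highest 3NG+ library had 22.9%. Compared with the average of the other 3NG+ libraries the excess was 12.4 percentage points, and the 5 repeat types with the largest excess made up 103.9% of it, the remaining types together being slightly lower. These were SSU-rRNA (8.0 points), LSU-rRNA (2.97 points), B2_Mm1a (0.923 points), B2_Mm1t (0.649 points), and B2_Mm2 (0.348 points). The excess thus lay in a few repeat types, mostly ribosomal RNA. Since the types were picked by their excess, this describes it and does not test a cause. A library with more ribosomal RNA remains a candidate explanation. Since expression was scaled by reads on transcripts, repeat reads do not enter the CPM values.

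The library of MKOS iPSCs without doxycycline, replicate 1, had 9643768 reads on transcripts, against at most 5636706 in the other iPSC libraries without doxycycline. Depth is scaled out of CPM and entered in the tests as the library size, and no explanation of the depth itself was tested.

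In TNG OKMS ESC replicate 1 the 10 genes with the most reads took 8.15% of the reads on transcripts, and in the next-lowest ESC library they took 12.2%. Few mitochondrial reads were tested as an explanation, since this library had the lowest mitochondrial share, 3.33%. Without the 37 mitochondrial genes it was still lowest, with 8.08% against 10.3% in the next library, and the gap was 0.701 of the range of the ESC libraries. Mitochondrial reads therefore did not account for the whole difference. No other explanation was tested.

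The step from E-CAD+ 3NG- to 3NG+ cells differed between the cassettes in 4 genes at an FDR of at most 0.05, although 247 genes changed in MKOS and 979 in OKMS. The number of genes called in each step by itself is therefore not a test of the difference. *Isyna1* went from 53.0 to 104.6 CPM in MKOS and from 70.2 to 23.8 CPM in OKMS (-2.52, FDR = 0.011), and *Khdc3* from 50.7 to 26.7 CPM in MKOS and from 0.228 to 14.1 CPM in OKMS (6.37, FDR = 0.029). *Gpa33* had a difference in log2 change of 3.33 (FDR = 0.0091) and *Zdbf2* of -3.43 (FDR = 0.032). When the libraries of these populations were fitted alone, 11 genes were called. In 4 of the 32 splits that exchange same-numbered libraries between the cassettes within each gate, the real one included, at least as many genes were called, the others giving 779, 154, and 84. The split with 779 exchanges all 3 pairs of 1 gate and none of the other, that with 154 exchanges all 3 of 1 gate and 1 of the other, and that with 84 exchanges 2 of 1 gate and none of the other. Exchanging more pairs in 1 gate than in the other turns a difference between the cassettes that both gates share into a difference between the steps, so these splits do not show what chance gives. The splits that exchange 1 pair in each gate, or 2 in each, all gave 0 genes, against 11 in the real one. They also mix the cassettes within each group, so it stays open whether chance accounts for the 4 genes. No biological explanation was tested.

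The paper does not tell apart the iPSCs kept without doxycycline and those kept in 2i medium. Over both cassettes 679 genes differed between them at an FDR of at most 0.05, of which 296 were higher in 2i medium. Higher in 2i medium were *Pglyrp1* (log2 fold change 8.61, FDR = 5.0e-09), *Dmgdh* (6.55, FDR = 0.0066), and *9030619P08Rik* (6.53, FDR = 4.4e-04). *Gm98* was lower (log2 fold change -7.60, FDR = 2.1e-07). By the ratio of the average CPM to the floor, *Spry4* was at least 54.1-fold (FDR = 4.7e-11) and *Spink3* at least 55.6-fold lower (FDR = 0.0028). Between 178 and 223 genes were called with 1 iPSC replicate left out. Fitted to the 8 iPSC libraries alone, the comparison called 357 genes. Of the 8 splits within cassettes that part as many same-numbered pairs, only the real one reached this number, and among all 18 splits the next-largest result was 1 gene. With 8 splits the share cannot go below 0.05, so the splits do not settle whether chance accounts for the number. The medium is the biological explanation that the design gives. As a hypothesis, the medium may have changed these genes.

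Repeat types were not analysed in the paper. Over both E-CAD+ *Nanog*-GFP- gates, 52 of 1099 repeat types differed between MKOS and OKMS at an FDR of at most 0.05, with 32 higher in MKOS and 20 higher in OKMS. With reads scaled by the reads on transcripts, MT2C_Mm was at 113.6 ± 37.7 CPM in MKOS and 15.9 ± 5.68 CPM in OKMS (SD, n = 6 each), with a log2 fold change of 2.69 (standard error 0.284, FDR = 1.4e-09 from edgeR's quasi-likelihood test). ORR1A2 was at 421.8 ± 26.8 and 119.8 ± 26.5 CPM (1.73, FDR = 1.4e-09). DESeq2 called 67 repeat types, the fit without TMM factors 53, the replicate block 48, the Table S1 libraries 38, and the fits with 1 replicate left out 21 to 33, all chosen after seeing the data. In a fit to these libraries alone 56 types were called, and 1 of the 32 splits, the real one, gave as many, the next-largest giving 18. A difference between the cell lines that is present without reprogramming was tested as an explanation. The median log2 ratio of the 52 types, signed by their direction in the intermediates, was 1.12 in the intermediates, 0.0861 in MEFs, and -0.42 in ESCs, so the larger of the last 2 was 0.0771 of the first. For the 52 types as a set, a difference between the lines did not account for the result, but the median does not exclude it for single types. The splits exchange both gates of a replicate separately, although same-numbered libraries were correlated. They therefore do not settle whether chance accounts for the number. Reads shared between similar repeat types were not tested as an explanation, because the counts cannot be divided by position. As a hypothesis, transcription of some repeat types may differ between MKOS and OKMS intermediates.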

How the results depend on the processing

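For the numbers of genes called and the other summary results, the alternatives fixed before the data were examined left 126 values unchanged, by the rule that a number of genes stays within 1.5-fold and a tested value on its side of the threshold, not counting 6 values with the iPSCs without doxycycline, which are those reported, while 76 moved and 3 no longer passed the threshold. For single genes, 680 values kept their direction and their side of the threshold, 45 were called in addition, 72 lost their call, and 27 changed sign. The alternatives chosen after seeing the data left 19 summary values unchanged, moved 14, and took 1 below the threshold, and for single genes 79 were unchanged, 10 were called in addition, 10 lost their call, and 11 changed sign. The cause was not tested for any of the changes that follow.

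Without a filter on low counts, 1260 genes differed between the cassettes in 2NG- (793 with the filter), 864 in 3NG- (339), and 484 in 3NG+ cells (107). The step from 3NG- to 3NG+ in MKOS then had 887 genes (247), the steps from 3NG+ cells to iPSCs 799 in MKOS (335) and 384 in OKMS (96), the difference between the cassettes 163 (4), and the iPSCs in 2i medium 1025 (679). Of the genes of Figure 4E, 13 were called in 2NG- and 21 in 3NG- (8 and 13), and of the MA_OB, MB_OA, and MD_OE genes 19, 55, and 47 (8, 19, and 20).

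DESeq2's Wald test called 556 genes between the 3NG- and 271 between the 3NG+ populations, 609 and 1481 in the steps from 3NG- to 3NG+ in MKOS and OKMS, 567 and 217 between 3NG+ cells and iPSCs, and 20 for the difference between the cassettes. It called a delay for 4 of the *Hox* and actin-related genes in place of 2, and for 18 MA_OB, 34 MB_OA, and 38 MD_OE genes. Fits to the libraries compared alone gave 545 and 428 genes in the steps from 3NG- to 3NG+, 58 between OKMS 3NG+ cells and iPSCs, 11 for the difference between the cassettes, 357 for the iPSCs in 2i medium, 4 and 6 of the genes of Figure 4E, and 34 MB_OA genes. The replicate block moved the MKOS step to 422 genes and the MB_OA genes to 30.

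With the iPSCs in 2i medium, 757 and 288 genes were called between 3NG+ cells and iPSCs in MKOS and OKMS, and with both kinds of iPSCs pooled 741 and 280. With E-CAD+ and E-CAD- intermediates of OKMS together, a delay was called for 4 of the *Hox* and actin-related genes, 15 MA_OB genes, and 48 MD_OE genes. The clusters from DEGs of DESeq2 held 29 MA_OB and 40 MD_OE genes (19 and 22), and those scaled to unit variance 123 MB_OA and 77 MD_OE genes (53 and 22).

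Over the Table S1 libraries, chosen after seeing the data, 219 genes differed between the 3NG+ populations, 1208 over both *Nanog*-GFP- gates (1858 over all libraries), 559 in the MKOS step from 3NG- to 3NG+, 585 between MKOS 3NG+ cells and iPSCs, and 46 between the cassettes in their step. The MB_OA and MD_OE genes with a delay were 42 and 37, and 70 genes were MD_OE in the clusters. The separation of the cassettes was 0.0283 and could not pass the threshold with so few libraries (exact permutation test, p = 0.111, the smallest possible), and the position of OKMS 3NG+ cells was 0.683 (0.557 over all libraries).

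Across the 3 fits that each left out 1 replicate of the sorted populations, 255 to 539 genes differed between the cassettes in 2NG-, 95 to 255 in 3NG-, 11 to 101 in 3NG+, and 899 to 1146 over both *Nanog*-GFP- gates. The steps from 3NG- to 3NG+ had 21 to 299 genes in MKOS and 138 to 1042 in OKMS, the steps to iPSCs 149 to 438 and 29 to 106, and the difference between the cassettes 0 to 27. Where that number was 0, 900 genes had an unadjusted p below 0.05. OKMS had 2849 to 3913 DEGs (4294 with all replicates), and 1709 to 2267 were shared with MKOS (2564). Of the genes of Figure 4E, 4 to 12 and 4 to 14 were called in 2NG- and 3NG-. A delay was called for 1 to 3 of the *Hox* and actin-related genes, 5 to 10 MA_OB, 13 to 36 MB_OA, and 15 to 32 MD_OE genes. The separation of the cassettes was 0.0174 to 0.0283 (0.0221 with all replicates) and did not pass the threshold with so few libraries, and the position of OKMS 3NG+ cells was 0.5257 to 0.628. The repeat types numbered 21 to 33, and with 1 iPSC replicate left out 178 to 223 genes differed in 2i medium, both chosen after seeing the data.

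Several single genes changed sign, and none of them was called in the fit to all libraries, whose log2 fold changes are given in parentheses. In 2NG- cells *Lin28a* (-0.00053) was at 0.075 with DESeq2, 0.028 with DESeq2's size factors, 1.25 with the replicate block, and 2.73 over the Table S1 libraries. The block gave *Cd44* in 2NG- 0.070 (-0.16), *Icam1* in 3NG- -0.00089 (0.14), and *Klf4* in 3NG- 0.0063 (-0.048). In 2NG- cells of the Table S1 libraries *Etv5* was at -0.23 (0.18), *Lefty1* at 1.04 (-0.93), *Mkrn1* at -0.016 (0.041), *Mybl2* at -0.24 (0.19), *Sox2* at 0.14 (-0.27), and *Tet1* at -0.20 (0.032). In 3NG- cells of these libraries *Lin28a* was at 0.34 (-0.96) and *Icam1* at -0.39 (0.14). Among these only *Lin28a* in 2NG- cells was called, over the Table S1 libraries and with sorted replicate 3 left out. The delay of *Hoxb5* was 0.25 over the Table S1 libraries (-2.14), and that of *Hoxd10* was 0.85 over these libraries (-0.56) and 1.78 with E-CAD+ and E-CAD- intermediates together.

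With 1 sorted replicate left out, the log2 fold change in 2NG- cells ranged from -0.16 to 0.071 for *Eed*, -0.19 to 0.34 for *Tet1*, -0.41 to 1.30 for *Zfp345*, -0.47 to 0.41 for *Cd44*, -0.70 to 0.086 for *Klf4*, -0.22 to 0.39 for *Etv5*, -1.82 to 1.0503 for *Lefty1*, -0.86 to 2.74 for *Lin28a*, -0.0082 to 0.062 for *Mkrn1*, -0.23 to 0.47 for *Mybl2*, and -0.61 to 0.14 for *Sox2*. In 3NG- cells it ranged from -0.21 to 1.33 for *Nodal*, -0.44 to 0.29 for *Klf4*, -1.41 to 0.34 for *Lin28a*, and -0.40 to 0.71 for *Icam1*. The delay ranged from -3.01 to 0.26 for *Hoxb5* and from -1.0046 to 0.83 for *Hoxd10*.

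Depth limits the values of genes with few reads. In OKMS 3NG+ replicate 2, which had 1429717 reads, a level below 2.10 CPM cannot be told from 0, and in the other libraries the floor was lower. The *Hox* genes lie near these floors in most of the sorted E-CAD+ *Nanog*-GFP- libraries, so their delays over all libraries, from MEFs to E-CAD+ cells, have standard errors above 1 on the log2 scale.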

Differences from the paper's values

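The paper reports 7291 DEGs for MKOS, and 4497 were found over all libraries. Among the alternatives set before the data were examined, DESeq2's Wald test (5092), the fit to the libraries compared alone (5372), and the iPSCs in 2i medium (4954) came within 1.5-fold of the paper's number and the others did not. For OKMS the paper reports 7418 DEGs and 4294 were found. DESeq2's Wald test (5308) and the route without the E-CAD- populations (5135) came within 1.5-fold. The paper reports 6126 shared DEGs and 2564 were found, and none of the alternatives set before the data were examined closed the gap.

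Of the paper's MA_OB, MB_OA, and MD_OE genes, the paper counts 435, 579, and 612, whereas the k-means clusters held 19, 53, and 22 such genes. None of the alternatives set before the data were examined closed these gaps. The clusters without scaling also differ in the size of the change, so their small numbers do not test whether the paper's genes were delayed. The paper's MKOS class B holds 2278 genes, and 542 were found. With values scaled to unit variance 1520 were found, which is within 1.5-fold of the paper's number, but classes A and D then held 482 and 847 genes against the paper's 1514 and 1873. The other alternatives set before the data were examined did not close the gap. As a share of the class, the paper gives 28.7% of MKOS class A in MA_OB, 25.4% of MKOS class B in MB_OA, and 32.6% of MKOS class D in MD_OE, where 1.36%, 9.78%, and 1.16% were found, and no alternative set before the data were examined closed these gaps.

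The paper places *Hox* genes among those that fall more slowly in OKMS reprogramming. *Hoxa2* had a delay in that direction (3.04, FDR = 0.52), whereas *Hoxc10* (-2.57), *Hoxb5* (-2.14), and *Hoxd10* (-0.56) had the opposite sign over all libraries, and none was called. Among the alternatives set before the data were examined, *Hoxb5* (0.26) and *Hoxd10* (0.83) had the paper's direction with sorted replicate 3 left out, and *Hoxd10* had it with E-CAD+ and E-CAD- intermediates together (1.78). They also had it over the Table S1 libraries, which were chosen after seeing the values.

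The paper places *Aif1l*, *Cap1*, *Capg*, *Capzb*, and *Myo1d* among the actin-related genes that fall more slowly in MKOS reprogramming. All had that direction over all libraries and none was called. DESeq2's Wald test called *Cap1* (FDR = 0.039) and *Capzb* (FDR = 0.040). With E-CAD+ and E-CAD- intermediates together *Cap1* (FDR = 0.039), *Capg* (FDR = 0.034), and *Capzb* (FDR = 0.034) were called, without a filter on low counts *Capg* (FDR = 0.039), and with sorted replicate 3 left out *Aif1l* (FDR = 0.0092). *Aif1l* was also called over the Table S1 libraries (FDR = 0.0066), which were chosen after seeing the values. The paper's text names the group of these genes as MA_OB at one place, whereas the legend of Figure S2 names MB_OA.

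The paper lists *Lin28a* and *Lefty1* among the genes that rise later in OKMS reprogramming. In 2NG- and 3NG- cells the log2 fold change between MKOS and OKMS over all libraries was -0.00053 and -0.96 for *Lin28a* and -0.93 and -1.63 for *Lefty1*, and neither was called. In the paper's direction, *Lefty1* in 2NG- cells was at 1.0503 with sorted replicate 3 left out and 1.04 over the Table S1 libraries, and *Lin28a* in 3NG- cells was at 0.34 in both, without a call. *Lin28a* in 2NG- cells was at 0.075 with DESeq2's Wald test, 0.028 with DESeq2's size factors, and 1.25 with the replicate block, also without a call. *Lin28a* was called higher in MKOS 2NG- cells with sorted replicate 3 left out (2.74) and over the Table S1 libraries (2.73), which were chosen after seeing the values. The paper describes OKMS 3NG+ cells as almost the same as iPSCs and ESCs. Their position between E-CAD+ 3NG- cells (0) and ESCs (1) was 0.557 over all libraries, and 96 genes differed from iPSCs at an FDR of at most 0.05. Among the alternatives set before the data were examined, the position ranged from 0.524 with log2 CPM to 0.628 with sorted replicate 3 left out. Over the Table S1 libraries it was 0.683, and 121 genes differed from iPSCs. No iPSC or separate ESC library was placed on this line, so the position does not decide how close these cells are to them. In the tree over all libraries, the mean distance to the rest of the branch was 0.0308 for OKMS 3NG+ cells and 0.0292 for OKMS iPSCs. For MKOS iPSCs and the ESCs it was between 0.0231 and 0.0256.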

Other observations

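Of the tests in this part, those of the Y chromosome genes in MKOS iPSCs, of *Xist* in the sorted MKOS cells, of the MB_OA genes with MEF RNA taken off both cassettes, and of replicate 3 at the smallest depth of both populations were chosen only after the result was seen.

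Other splits of the libraries were tried for each comparison of groups of 3, in fits to the compared libraries alone, so that the numbers differ from those of the fit to all libraries. Between MKOS and OKMS, 748 genes were called in 2NG-, 277 in 3NG-, and 96 in 3NG+ cells, and 545 and 428 in the steps from 3NG- to 3NG+ in MKOS and OKMS. Of the genes of Figure 4E, 4 were called in 2NG- and 6 in 3NG-. For each of these 7 results, 1 of the 4 splits that part as many same-numbered pairs, the real one, gave as many genes, and the others gave 0. Among all 10 splits, which differ in that same-numbered libraries fall into the same group, the largest other result was 29 genes, for the OKMS step. With 4 splits a share below 0.05 cannot be reached, so none of these results can be told apart from chance by this test. Over both *Nanog*-GFP- gates, 1938 genes were called, and 1 of the 32 splits gave as many, the next-largest giving 57. These splits exchange both gates of a replicate separately, although same-numbered libraries were correlated, so they do not settle the question either.

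Among the genes with the largest folds between MKOS and OKMS E-CAD+ 3NG- cells are 9 that the paper's text does not name. *Slurp1* was at 45.7 ± 54.2 CPM in MKOS and at 0 in OKMS (SD, n = 3 each), at least 63.9-fold higher in MKOS. *Klk11* was at least 29.7-fold and *Tie1* at least 19.4-fold higher, by the ratio of the average CPM to the floor. *Spink2* (log2 fold change 7.88, FDR = 3.9e-06) and *4930550L24Rik* (7.42, FDR = 1.7e-06) were also higher in MKOS. In the other direction *1110032A04Rik* was at least 275.8-fold, *Cer1* at least 129.9-fold, *Acsbg1* at least 119.4-fold, and *Tac2* at least 47.7-fold lower in MKOS. In OKMS these genes were at 130.2 ± 107.3, 61.3 ± 58.0, 56.4 ± 44.1, and 22.5 ± 19.3 CPM, in this order (SD, n = 3). With a spread nearly as large as the averages, these fold limits are uncertain. No explanation was tested for single genes.

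The sorting markers were followed in the counts. *Cdh1*, which encodes E-CADHERIN, was at 158 CPM in 2NG- and 147 CPM in 3NG- cells of MKOS, at 165 and 143 CPM in E-CAD+ cells of OKMS, and at 25.4 and 11.5 CPM in E-CAD- cells. *Nanog* was at 26.8, 44.8, and 76.1 CPM in MKOS 2NG-, 3NG-, and 3NG+ cells and at 37.9, 27.7, and 89.7 CPM in the same E-CAD+ populations of OKMS. *Icam1* was at 2.77 CPM in MKOS 2NG- cells and at the floor in OKMS (log2 fold change 4.70, FDR = 0.0053, and FDR = 0.0040 with the replicate block, but FDR = 0.065 over the Table S1 libraries). In 3NG- cells it was at 16.7 and 13.9 CPM. *Cd44* was at 37.8 and 41.7 CPM in 2NG- cells of MKOS and OKMS and at 24.7 ± 5.42 and 89.8 ± 70.0 CPM in 3NG- cells (SD, n = 3 each), a log2 fold change of -1.96 (FDR = 0.16) that was called over the Table S1 libraries (-2.37, FDR = 0.032). Replicate 3 of OKMS E-CAD+ 3NG- cells had 9.18 CPM of *Cd44*.

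The cassettes carry the factors in different orders, and counting of 5′ ends could give the reads of the transgene to its first factor. *Myc* would then be higher in MKOS, *Pou5f1* would be higher in OKMS, and ESCs kept without doxycycline would show no difference. Over both *Nanog*-GFP- gates *Pou5f1* was instead higher in MKOS, with 801 ± 62.1 against 251 ± 130 CPM (SD, n = 6 each) and a log2 fold change of 1.56 (standard error 0.243, FDR = 1.5e-05). *Myc* was not called (-0.34, FDR = 0.55), nor were *Sox2* (0.32, FDR = 0.48) and *Klf4* (-0.16, FDR = 0.77). In the ESCs, with 2 libraries of each line, the log2 ratio was -0.22 for *Pou5f1*, -0.086 for *Sox2*, -1.38 for *Klf4*, and -0.83 for *Myc*, so the lines themselves were not equal in *Klf4* and *Myc*, and this was not tested further. The direction of *Pou5f1* was opposite to that which the order of the factors would give by way of 5′ counting. Reads of the transgene and of the endogenous gene cannot be told apart in the counts, so which of them differs was not tested.

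In the E-CAD+ *Nanog*-GFP- populations replicate 3 lay nearer to 3NG+ cells than replicates 1 and 2. Each library was projected on the line from the average of the other libraries of its population (0) to the 3NG+ cells of its cassette (1), with log2 CPM. Replicate 3 was at 0.297 and 0.375 in MKOS 2NG- and 3NG- and at 0.488 and 0.553 in OKMS 2NG- and 3NG- cells, and replicates 1 and 2 of these populations were between 0.0401 and 0.165. In the E-CAD- populations the 6 libraries were between 0.113 and 0.194. These are 4 of the libraries that the averages of Table S1 leave out. For OKMS 3NG- replicate 3, an admixture of 3NG+ cells would move rising and falling genes by the same fraction. The fractions were 0.252 for rising and 0.752 for falling genes, a difference of -0.4998, so a mixture of these cells alone did not account for the position. When the 3 libraries of this population were drawn down to 4200870 reads, the position was 1.006 of that at full depth, but replicate 3 itself was hardly reduced, so this could show little. When these and the OKMS 3NG+ libraries, 6 in all, were drawn down to 1429717 reads, the position was 0.558, or 1.01 of that at full depth, so depth did not account for it. The paper and the deposited study design give day 10 as the day of sorting, whereas the culture protocol in the labels gives 10 or 15 days. Neither a day nor a batch is given for each replicate. A difference in the day of sorting, which only the culture protocol leaves open, was therefore not tested. Less RNA of MEFs in replicate 3 was not tested as an explanation either. *Xist*, which is high in WT MEFs, was at 2.35 CPM in replicate 3 of OKMS E-CAD+ 3NG- cells. Replicates 1 and 2 of this population had 10.4 and 8.81 CPM. *Xist* was also lowest in replicate 3 of MKOS 2NG- and 3NG- cells, but not in that of OKMS E-CAD+ 2NG- cells. As a hypothesis, the cells of replicate 3 may have been at a later stage, handled in another batch, or mixed with less RNA of MEFs.

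Genes on the Y chromosome were near 0 in all MKOS iPSC libraries. Over the Y genes *Ddx3y*, *Eif2s3y*, and *Uty*, replicates 1 and 2 had 34 and 0 reads without doxycycline and 0 and 6 reads in 2i medium. At the level of the OKMS iPSCs between 1130.9 and 2399.1 reads would be seen, so low depth was not the explanation. In the libraries of all other conditions these genes were at 76.0 to 297.1 CPM. Loss of the Y chromosome from a male line would leave the X genes at the level of the OKMS iPSCs, and 2 active X chromosomes would raise them. The median log2 ratio of 234 X genes, relative to autosomal genes, was 0.0386, and *Xist* reached at most 4.26 CPM in these libraries. These values allow loss of the Y chromosome in the line or in its parent cells, but another origin of the samples cannot be told apart from it. The Y genes were at 125.3 to 131.3 CPM in TNG MKOS ESCs and at 169.4 to 173.5 CPM in MKOS MEFs. MKOS 3NG+ cells were at 193.0 to 256.2 CPM. If the iPSCs came from these cells, the values argue against a line with a single X chromosome from the start.

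*Xist* was at 175 to 183 CPM in WT MEFs, at 2.15 to 3.99 CPM in MKOS MEFs, and at 27.5 to 32.3 CPM in OKMS MEFs. In MKOS 2NG- and 3NG- cells it was at 8.54 to 40.99 CPM. The paper diluted transgenic MEFs with WT MEFs, and RNA of WT cells in the sorted gates could bring *Xist*. It would also bring the other genes of MEFs. In MKOS 3NG- replicate 1 *Xist* was at 22.9% of its level in WT MEFs, but 36.3% of 91 genes that are high in WT MEFs and low in ESCs were more than 2-fold below the level that this share gives. For replicate 1 of 2NG- and replicate 2 of 3NG- and 2NG- cells these were 38.5%, 37.4%, and 23.1% of the genes. RNA with the profile of the WT MEF libraries therefore did not account for all of *Xist* in these 4 libraries. WT cells with another profile, such as more *Xist* relative to the other genes, were not tested. For replicate 3 of 3NG- and 2NG- cells, with *Xist* at 6.19% and 4.77% of its level in WT MEFs, only 6.59% and 4.40% of the genes were so low, and there RNA of WT MEFs remains a candidate explanation.

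The same explanation was tested for the MB_OA genes, which were higher in MKOS than in OKMS intermediates. When the share of WT MEF RNA given by *Xist* was taken off each MKOS library, the median log2 ratio of the 578 genes fell from 0.72 to 0.23, to 0.323 of its size. Since the MB_OA genes are high in MEFs and nothing was taken off the OKMS libraries, the ratio had to fall, and this test cannot decide. The OKMS E-CAD+ libraries held *Xist* at 2.35 to 10.4 CPM, and when the share was taken off these too, the ratio was 0.46, or 0.647 of its size. Whether RNA of WT MEFs accounted for most of the difference stays open, because the share that was taken off may be wrong in both cassettes. *Xist* in OKMS libraries may also come from OKMS MEFs, which was not tested, and for 4 of the MKOS libraries the share is too large by the test above.

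The iPSC line D6 (D6s4B5), which carries a single *piggyBac* MKOS integration, lay between the iPSCs without doxycycline and those in 2i medium. On the line between the averages of these groups (0 and 1), its libraries were at 0.522 and 0.504, the ESCs were between 0.0565 and 0.188, the iPSCs without doxycycline between -0.106 and 0.117, and those in 2i medium between 0.902 and 1.09. The labels give no medium for D6 of its own, and no explanation was tested.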
